# Selective vulnerability of the aging cholinergic system to amyloid pathology revealed by induced APP overexpression

**DOI:** 10.1186/s12974-025-03682-2

**Published:** 2026-01-07

**Authors:** Kan Xie, Devon Ryan, Susanne Schröder, Lena Freund, Stefan Bonn, Yu Zhou, Dan Ehninger

**Keywords:** Alzheimer´s disease, Aβ, Aging, Cholinergic system, Neurodegeneration

## Abstract

Alzheimer’s disease (AD) is a progressive neurodegenerative disorder characterized by amyloid beta (Aβ) accumulation, tau pathology, and cognitive decline, with aging as the primary risk factor. To investigate whether age influences susceptibility to Aβ toxicity, we used a tetracycline-inducible mouse model expressing a mutant human APP transgene (APPSweInd) and initiated expression during either mid-age (6–18 months) or old age (12–24 months). After one year of transgene activation, we assessed behavior, amyloid pathology, inflammation, autophagy, and brain gene expression compared to age-matched controls. Although APP expression, Aβ deposition, inflammatory markers, and autophagic flux were comparable between age groups, aged APP-expressing mice displayed cognitive impairments, hyperactivity, and motor deficits that were absent in their younger counterparts. Transcriptomic analysis revealed selective downregulation of cholinergic system genes specifically in the aged APP-induced group, validated at RNA and protein levels. No changes were observed in markers of other neuronal cell types, indicating a targeted cholinergic vulnerability. These findings suggest that age enhances the brain’s susceptibility to Aβ toxicity, particularly affecting the cholinergic system, rather than amplifying amyloid burden itself. This inducible model provides a relevant platform to study the interaction between aging and Aβ pathology and may help identify age-related factors contributing to AD progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03682-2.

## Introduction

Alzheimer’s disease (AD) is the most common form of dementia in the elderly, affecting over 50 million people worldwide [1, 2]. In addition to behavioral changes and progressive cognitive decline, AD is histopathologically characterized by two key features: the extracellular accumulation of senile plaques and the intracellular formation of neurofibrillary tangles (NFTs) [2–4]. Senile plaques are primarily composed of aggregated amyloid beta (Aβ) peptides, while NFTs consist of abnormally phosphorylated tau protein [2, 5]. Other pathological hallmarks include chronic neuroinflammation [6], synaptic loss [7], and neuronal degeneration (e.g. cholinergic neurons) in the brain [8, 9].

Aging is the most significant risk factor for AD [2, 5]. AD prevalence doubles approximately every five years between the ages of 50 and 80, after which the rate of increase slows due to the already high prevalence among the elderly [10]. Most cases are sporadic and diagnosed after age 65, classified as late-onset AD (LOAD) [1, 2]. In contrast, early-onset AD (EOAD), diagnosed before age 65, typically arises from autosomal dominant mutations in the genes encoding amyloid precursor protein (APP) or presenilins (PSEN1, PSEN2) [1, 2]. Although LOAD and EOAD share clinical and pathological features, EOAD is often associated with a higher amyloid burden, earlier NFT formation, and faster neurodegeneration [1, 11, 12].

The amyloid hypothesis, first proposed by Hardy and Higgins in 1992 [13], posits that Aβ accumulation initiates AD pathogenesis. This view is supported by several observations: (i) prominent Aβ accumulation in AD brains; (ii) plaque deposition in brain regions associated with learning and memory; (iii) familial AD mutations linked to APP; (iv) the neurotoxicity of Aβ aggregates; and (v) their ability to elicit inflammatory responses [6, 14–17]. Aβ peptides (36–43 amino acids in length) result from sequential cleavage of APP by β-site APP cleaving enzyme 1 (BACE1) and γ-secretase [5]. While Aβ monomers are generally considered non-toxic [18], Aβ oligomers disrupt calcium homeostasis [19], impair synaptic function [20–22], and promote neuronal death [23]. Interestingly, protofibrils and mature fibrils—organized in β-sheet-rich structures—appear less toxic than soluble oligomers, suggesting that fibril formation may buffer against Aβ-induced toxicity [24, 25].

To study AD mechanisms, numerous transgenic animal models expressing mutant human APP—with or without presenilin mutations—have been developed in species ranging from invertebrates to mammals. Commonly used AD mouse models exhibit progressive Aβ accumulation, cognitive deficits, and neuroinflammation, reproducing key features of human AD [26–30]. However, a notable limitation of these models is the early onset of pathology, typically during adolescence or early adulthood, which contrasts with the late-life manifestation seen in humans. Even in familial AD, clinical symptoms rarely appear before the fourth decade of life [31]. This discrepancy raises a fundamental question: does progressive amyloid burden alone drive disease onset, or is the aging brain uniquely susceptible to Aβ toxicity?

Because standard AD models constitutively overexpress mutant APP throughout life, they are poorly suited to investigate how aging modulates Aβ-induced pathology. To address this gap, an alternative model is needed that enables temporal control over APP expression. In the present study, we examined whether the neurological effects of Aβ depend on the age at which mutant APP expression begins. Using a tetracycline-inducible system, we activated expression of a human APP transgene carrying the Swedish and Indiana mutations (APPSweInd) during two distinct adult life stages in mice: mid-age (6–18 months) and old age (12–24 months). After one year of expression, we assessed exploratory behavior, muscle strength, learning ability, amyloid burden, and brain transcriptomes, comparing both groups to age-matched controls with lifelong suppression of APP expression.

Despite similar levels of APP protein, amyloid deposition, and gliosis across age groups, aged APP-expressing mice exhibited more pronounced hyperactivity, cognitive impairment, and muscle weakness compared to their mid-aged counterparts. Transcriptomic analysis revealed a marked downregulation of cholinergic system genes specifically in aged APP mice, confirmed at both RNA and protein levels. Notably, no significant changes were detected in markers of other neuronal cell types, highlighting a selective vulnerability of the cholinergic system in the aging brain.

Together, these findings suggest that age-related susceptibility to Aβ toxicity—rather than amyloid burden alone—drives key aspects of AD pathogenesis, particularly through disruption of cholinergic function. Our inducible APP model provides a valuable platform to dissect how aging renders the brain more vulnerable to Aβ and may help identify therapeutic targets for age-related neurodegeneration.

## Results

### Locomotor hyperactivity, reduced muscle strength, and impairments in spatial and associative learning were more pronounced in APP 12 → 24mo mice compared to APP 6 → 18mo mice

We aimed to investigate the interaction between mutant APP overexpression and brain aging, under conditions that were not confounded by age-related differences in amyloid burden or by potential developmental effects of early transgene expression. To achieve this, we used a previously established inducible APPSweInd transgenic mouse line [32], based on a Tet-Off system, allowing temporal control of APP expression. APP overexpression was restricted to a one-year window, either from 6 to 18 months of age (APP 6 → 18mo) or from 12 to 24 months (APP 12 → 24mo). Subsequently, behavioral, learning, and memory functions were assessed and compared to age-matched control mice in which mutant APP expression was continuously suppressed via lifelong doxycycline administration (Fig. 1a).

**Fig. 1:**
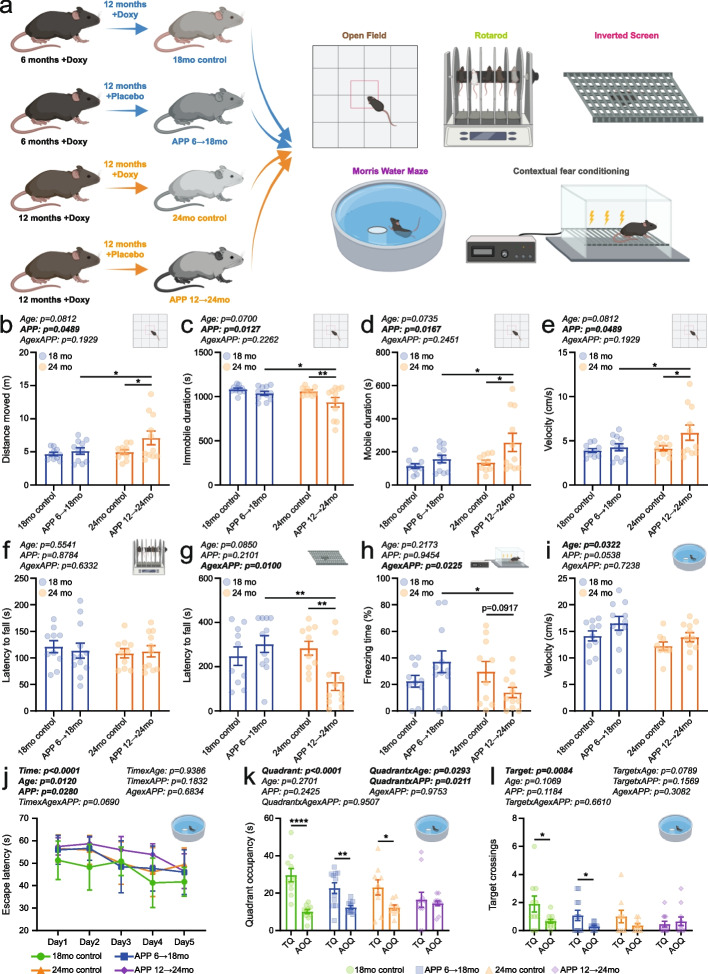
Induction of mutant human APP later in life triggered locomotor hyperactivity, motor deficits, and impairments in associative and spatial learning. **a** Schematic overview of the experimental design. **b** Distance traveled, (**c**) immobile duration, (**d**) mobile duration, and (**e**) movement speed recorded in the open field test (5 male and 5 female 18mo controls: 5 male and 6 female APP 6 → 18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12 → 24mo). **f** Latency to fall on the accelerating rotarod (5 male and 5 female 18mo controls; 6 male and 6 female APP 6 → 18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12 → 24mo). **g** Latency to fall on the inverted screen test (5 male and 5 female 18mo controls; 5 male and 6 female APP 6 → 18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12 → 24mo). **h** Percent time spent freezing during the test session in a contextual fear conditioning paradigm (5 male and 5 female 18mo controls; 5 male and 6 female APP 6 → 18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12 → 24mo). **i** Swim speed and (**j**) escape latency during the training phase of the Morris Water Maze (MWM) (5 male and 5 female 18mo controls; 5 male and 6 female APP 6 → 18mo; 5 male and 4 female 24mo controls; 5 male and 6 female APP 12 → 24mo). (**k)** Time spent in the target quadrant (TQ) vs. the average of all other quadrants (AOQ), and (**l**) number of platform crossings during the MWM probe trial. The panels (**j-l**) were analyzed by three-way ANOVA. Individual data points and group means ± S.E.M. are shown. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001

Spontaneous locomotor activity was first assessed using the open field paradigm. Total distance traveled, immobile duration, mobile duration, and velocity were all significantly altered in APP-induced mice, with these effects being more pronounced in APP 12 → 24mo mice compared to APP 6 → 18mo (Fig. 1b–e). In contrast, locomotor activity levels were comparable between 18-month-old and 24-month-old APP-suppressed control mice, indicating that the observed differences were not primarily attributable to age (Fig. 1b–e). Analyses stratified by sex revealed that the APP-induced hyperlocomotion was mainly driven by female APP-overexpressing mice (Supplementary Fig. 1a-d).

Motor coordination and muscle strength were assessed using the accelerating rotarod and the inverted screen test, respectively. Latency to fall on the rotarod did not differ between groups, indicating that motor coordination was unaffected (Fig. 1f; Supplementary Fig. 1e). In contrast, APP 12 → 24mo mice fell from the inverted metal grid significantly earlier than both age-matched controls and APP 6 → 18mo mice, suggesting a specific motor deficit—potentially due to reduced muscle strength—in the APP 12 → 24mo group (Fig. 1g; Supplementary Fig. 1f).

Next, we assessed associative learning and memory using a contextual fear conditioning paradigm in APP 12 → 24mo, APP 6 → 18mo, and age-matched APP-suppressed control mice. On the training day, animals were allowed to explore the conditioning chamber before receiving mild foot shocks delivered through the metal grid floor. The following day, mice were re-exposed to the same chamber to evaluate their conditioned fear responses. Freezing duration was reduced in APP 12 → 24mo mice compared to both APP 6 → 18mo mice and age-matched controls, resulting in a significant interaction between age and APP overexpression (Fig. 1h; Supplementary Fig. 1g).

Finally, spatial learning and memory were assessed using the hidden-platform version of the Morris water maze (Fig. 1i–l; Supplementary Fig. 1h-k). 24-month-old animals swam significantly slower than those in the 18-month-old cohort, while APP-overexpressing mice showed a trend toward increased swim velocity (Fig. 1i). Interestingly, APP-overexpressing females swam faster than age-matched controls, but no difference was found in male animals (Supplementary Fig. 1h). Escape latencies recorded over five days of training revealed significant effects of both age and APP overexpression, with the poorest performance observed in the APP 12 → 24mo group (Fig. 1j; Supplementary Fig. 1i). After the training phase, a probe trial was conducted in which the escape platform was removed. We measured the time each mouse spent in the target quadrant—where the platform had previously been located—and the number of crossings over the former platform location. Analysis of quadrant occupancy showed that APP 6 → 18mo mice spent significantly more time in the target quadrant compared to the average of the other quadrants, similar to the performance of age-matched APP-suppressed controls at both 18 and 24 months (Fig. 1k; Supplementary Fig. 1j). In contrast, APP 12 → 24mo mice exhibited chance-level quadrant occupancy, indicating a failure to retain spatial memory (Fig. 1k; Supplementary Fig. 1j). A similar pattern was observed for target crossing events (Fig. 1l; Supplementary Fig. 1k).

Collectively, our contextual fear conditioning and MWM results indicate that APP transgene expression at different stages of adulthood leads to distinct learning and memory outcomes in mice.

### APP expression levels and cumulative amyloid burden did not differ between APP 6 → 18mo and APP 12 → 24mo mice

Following behavioral and cognitive assessments, all animals were sacrificed, and brain tissue was extracted and processed for downstream molecular analyses to validate the model. Consistent with previous reports [32, 33], overexpression of the APPSweInd transgene was effectively suppressed upon doxycycline administration, with minimal leakage (Fig. 2a, b; Supplementary Fig. 2a). Similar levels of full-length APP and C-terminal fragments (CTFs) were detected in animals overexpressing the mutated APP transgene from 6 to 18 months or 12 to 24 months of age (Fig. 2a–c; Supplementary Fig. 2a, b). APP-CTF levels in chronically doxycycline-treated animals were below the detection threshold (Fig. 2c; Supplementary Fig. 2b).

**Fig. 2:**
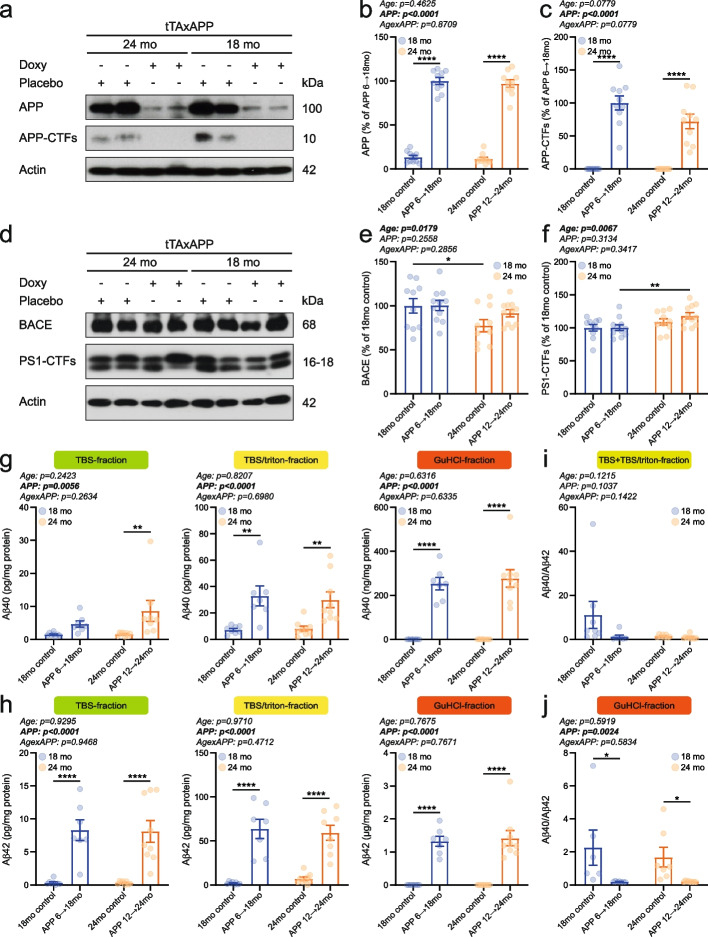
Levels of APP and brain amyloid burden were indistinguishable between APP 6 → 18mo and APP 12 → 24mo mice. **a** Representative western blot results and quantification of (**b**) full-length APP and (**c**) APP C-terminal fragments (APP-CTFs) in 18mo control (5 males and 5 females), APP 6 → 18mo (5 males and 5 females), 24mo control (5 males and 5 females), and APP 12 → 24mo (5 males and 5 females). **d** Representative western blot images and quantification of (**e**) BACE and (**f**) PS1 C-terminal fragments (PS1-CTFs) in 18mo control (5 males and 5 females), APP 6 → 18mo (5 males and 6 females), 24mo control (5 males and 5 females), and APP 12 → 24mo (5 males and 6 females). ELISA-based measurements of (**g**) Aβ40 and (**h**) Aβ42 levels in TBS-fraction (4 male and 4 female 18mo controls; 3 male and 4 female APP 6 → 18mo; 4 male and 4 female 24mo controls; 4–5 male and 4 female APP 12 → 24mo), TBS-triton-fraction (4 male and 4 female 18mo controls; 3 male and 4 female APP 6 → 18mo; 4 male and 5 female 24mo controls; 4–5 male and 4 female APP 12 → 24mo), and GuHCl-fraction (4 male and 4 female 18mo controls; 3 male and 4 female APP 6 → 18mo; 4 male and 5 female 24mo controls; 5 male and 4 female APP 12 → 24mo). **i** Aβ40/Aβ42 ratio calculated for TBS and TBS + Triton X-100 soluble Aβ species. **j** Aβ40/Aβ42 ratio for GuHCl-soluble higher-order Aβ aggregates. Individual data points and group means ± S.E.M. are shown. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001

To determine whether APP processing pathways are altered by overexpression of the mutant transgene at different ages, we assessed the expression levels of α-, β-, and γ-secretase components using Western blot and real-time quantitative PCR. Protein abundance of β-secretase (BACE) and PSEN1 C-terminal fragments (PS1-CTFs) was modulated by age but remained independent of APP transgene expression (Fig. 2d–f; Supplementary Fig. 2c, d). Specifically, BACE levels were significantly lower in 24-month-old animals compared to 18-month-old mice, whereas PS1-CTFs showed the opposite trend (Fig. 2d–f; Supplementary Fig. 2c, d). At the transcriptional level, *Adam10* expression was reduced in APP-overexpressing mice, with no significant age-dependent changes (Supplementary Fig. 3a). mRNA levels of β- and γ-secretase components (*Bace1*, *Psen1*, *Psen2*, *Ncstn*, *Psenen*, *Aph1a*, and *Aph1b*) remained largely unaffected by either age or APP transgene expression, with the exception of *Psen2* expression in female mice, which showed an age x APP interaction (Supplementary Fig. 3b–h).

To estimate amyloid burden, we quantified two predominant Aβ species—Aβ40 and Aβ42—in whole brain extracts. Aβ was sequentially extracted using a three-step protocol involving TBS (= soluble), TBS/Triton X-100 (= membrane-associated), and GuHCl (= insoluble) buffers [21]. ELISA-based quantification of Aβ40 and Aβ42 revealed no differences between 18-month-old and 24-month-old APP-overexpressing animals across all three fractions, indicating that 12 months of APP transgene induction resulted in a comparable amyloid load in both APP 6 → 18mo and APP 12 → 24mo mice (Fig. 2g, h; Supplementary Fig. 2e, f). In line with the results above, life-long doxycycline-treated animals exhibited a near-complete absence of amyloid pathology, accumulating only ~ 0.045% of total Aβ40 and Aβ42 compared to age-matched APP-overexpressing mice (Fig. 2g, h; Supplementary Fig. 2e, f). Total brain amyloid burden was 38.48% higher in APP-induced females compared to APP-induced males (Fig. 2g, h; Supplementary Fig. 2e, f). The Aβ40/42 ratio remained unchanged by age in the TBS and TBS/Triton X-100 fractions (Fig. 2i; Supplementary Fig. 2g). However, in the GuHCl fraction, the Aβ40/42 ratio was significantly decreased in APP-induced mice, regardless of age, indicating a marked shift toward Aβ42 biogenesis and deposition independent of the timing of transgene activation (Fig. 2j; Supplementary Fig. 2h).

In addition to Aβ biogenesis and deposition, we investigated whether receptors and enzymes involved in Aβ clearance and degradation were modulated by age and/or APP transgene overexpression. Our qPCR-based analyses revealed that mRNA levels of several Aβ-binding receptors were altered by both age and APP transgene expression (Fig. 3a–f; Supplementary Fig. 4a-f). Transcriptional levels of *Ager* were reduced in 24-month-old animals, independent of APP induction status (Fig. 3a; Supplementary Fig. 4a). *Cd14* expression was increased upon APP overexpression, regardless of age and sex (Fig. 3b; Supplementary Fig. 4b). In contrast, expression of *Cd36* and *Lrp1* remained unchanged (Fig. 3c, d; Supplementary Fig. 4c, d). Opposing aging-associated alterations in *Msr1* transcription were detected in a sex-specific manner (Fig. 3e; Supplementary Fig. 4e). Less *Msr1* mRNA was present in older male mice, whereas higher *Msr1* expression was found in older female animals (Supplementary Fig. 4e). *Tlr2* expression was influenced by both age and APP overexpression, with age-related increases further amplified in APP-overexpressing mice irrespective of sex (Fig. 3f; Supplementary Fig. 4f). Additional quantification of *Ide* and *Mme*, which encode insulin-degrading enzyme (IDE) and neprilysin (NEP), respectively, showed significantly lower transcript levels in APP-overexpressing mice compared to controls, with no apparent effect of age (Fig. 3g, h). Stratification by sex indicated that the APP-induced decrease in *Ide* and *Mme* expression was more pronounced in males than in females (Supplementary Fig. 4g, h).

**Fig. 3:**
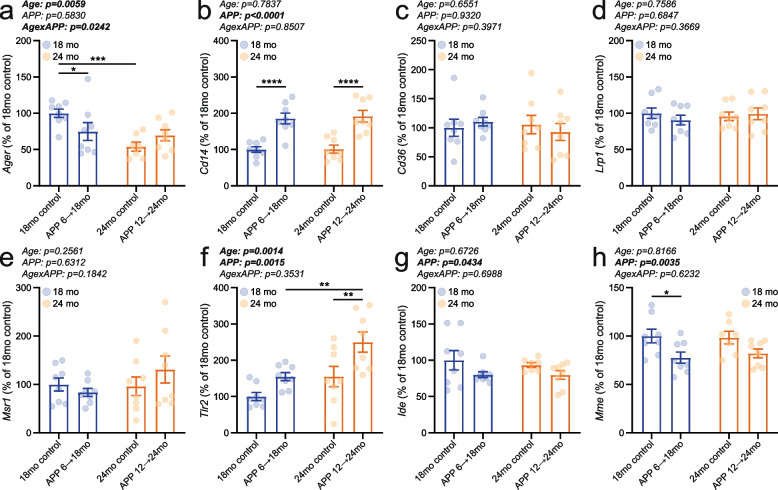
Gene transcription of receptors and enzymes critical for Aβ clearance and degradation was predominantly regulated by APP expression. mRNA levels of (**a**) *Ager*, (**b**) *Cd14*, (**c**) *Cd36*, (**d**) *Lrp1*, (**e**) *Msr1*, (**f**) *Tlr2*, (**g**) *Id*e, and (**h**) *Mme* were measured in the brains of APP 6 → 18mo (4 males and 4 females), APP 12 → 24mo (4 males and 4 females), and age-matched control animals (4 male and 4 female 18mo controls; 4 male and 3–4 female 24mo controls).Individual data points and group means ± S.E.M. are shown. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

Taken together, one year of APPSweInd transgene induction—restricted to either 6–18 months or 12–24 months of age—resulted in comparable levels of full-length APP, APP-CTFs, and brain amyloid deposits. The abundance of secretase components and key elements involved in Aβ clearance and degradation was often influenced by age, while some targets were similarly up- or downregulated in response to APP transgene induction in both APP 6 → 18mo and APP 12 → 24mo animals. Thus, the mouse cohorts we generated represent a valid model for investigating how age modulates neurological and behavioral phenotypes driven by mutant APP overexpression, while controlling for both the duration of transgene activation and cumulative amyloid burden across age groups.

### The effects of APP transgene induction on inflammatory cytokines and chemokines were similar in APP 6 → 18mo and APP 12 → 24mo mice

Given that persistent immune activity is a key pathological feature of Alzheimer's disease [17], we measured mRNA levels of selected cytokines and chemokines with established roles in inflammation. An age x APP interaction in *Ifng* expression was observed only in male mice, but not in females (Fig. 4a; Supplementary Fig. 5a). *Il1b* transcript levels showed a trend toward increase in 24-month-old animals, but this did not reach statistical significance (Fig. 4b; age: p = 0.0731; Supplementary Fig. 5b). Gene transcription of *Il6* and *Ccl2* did not differ between groups (Fig. 4c, e; Supplementary Fig. 5c, e). *Tnf* expression was significantly upregulated in APP-induced mice (Fig. 4d; Supplementary Fig. 5d). Both age and APP transgene induction elevated *Ccl6* transcription, with a stronger effect observed for APP induction than for aging (Fig. 4f; Supplementary Fig. 5f).

**Fig. 4:**
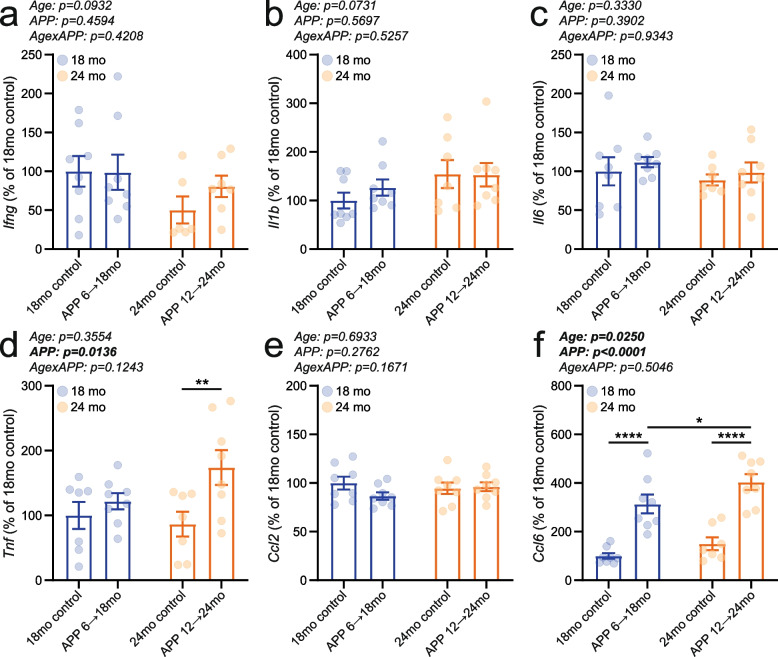
Inflammatory cytokine and chemokine transcription was enhanced in response to mutant APP expression. mRNA levels of (**a**) *Ifng*, (**b**) *Il1b*, (**c**) *Il6*, (**d**) *Tnf*, (**e**) *Ccl2*, and (**f**) *Ccl6* were measured in the brains of APP 6 → 18mo (4 males and 4 females), APP 12 → 24mo (3–4 males and 4 females), and age-matched control animals (3–4 male and 4 female 18mo controls; 4 male and 2–4 female 24mo controls). Individual data points and group means ± S.E.M. are shown. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001

### Autophagic activity is differentially regulated by aging and APP overexpression

Autophagy plays a dual role in Alzheimer’s disease, contributing to both Aβ release and clearance [34]. Intact autophagic function is essential for the effective sequestration of Aβ, thereby preventing abnormal accumulation of this toxic peptide within neurons [35]. To investigate this, we analyzed key proteins involved in autophagosome formation by Western blot.

Both LC3A-II/I and LC3B-II/I ratios were lower in 24-month-old mice compared to 18-month-old individuals, consistent with reduced autophagic activity at older age (Fig. 5a, b, d; Supplementary Fig. 6a, c). Interestingly, these ratios were elevated in 18-month-old APP-induced mice relative to age-matched APP-suppressed controls, whereas no measurable difference was observed between the 24-month-old groups (Fig. 5a, b, d; Supplementary Fig. 6a, c). Total LC3A levels showed a significant age × APP interaction and total LC3B exhibited an age-related decrease (Fig. 5a, c, e; Supplementary Fig. 6b, d). Downregulation of ATG3 and ATG5 was observed at 24 months of age, independent of APP overexpression (Fig. 5f, g; Supplementary Fig. 6e, f). Lower abundance of ATG7 was present in the male APP-induced mice, but not in female APP-overexpressing animals (Fig. 5h; Supplementary Fig. 6g). Protein levels of ATG12 and Beclin-1 were not significantly affected by either age or APP transgene induction (Fig. 5i, j; Supplementary Fig. 6h, i). To assess autophagic flux, we measured SQSTM1/p62 levels as an indicator of turnover efficiency. SQSTM1/p62 abundance was significantly increased in APP-induced mice, with no apparent effect of age, suggesting impaired autophagic degradation associated with APP overexpression (Fig. 5k; Supplementary Fig. 6j).

**Fig. 5:**
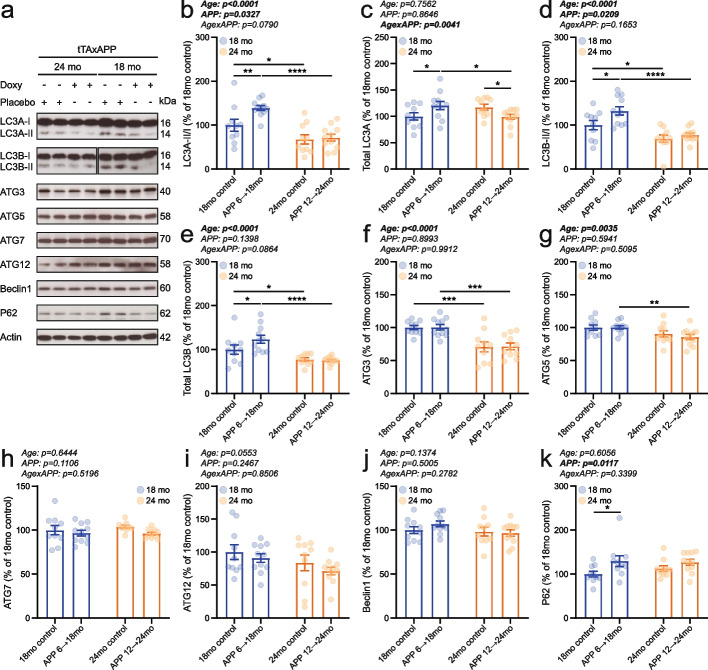
Autophagic activity in the mouse brain was modulated by both aging and mutant APP transgene expression. **a** Representative western blot images are shown. Autophagy-related targets assessed include (**b**) LC3A-II/LC3A-I ratio, (**c**) total LC3A, (**d**) LC3B-II/LC3B-I ratio, (**e**) total LC3B, (**f**) ATG3, (**g**) ATG5, (**h**) ATG7, (**i**) ATG12, (**j**) Beclin-1, and (**k**) SQSTM1/p62. Sample size was 5 male and 5 female 18mo controls, 4–5 male and 6 female APP 6 → 18mo, 4–5 male and 5 female 24mo controls, and 5 male and 5–6 female APP 12 → 24mo. Individual data points and group means ± S.E.M. are presented. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001

### Molecular analyses identified the brain’s cholinergic system as selectively vulnerable to mutant APP induction at advanced age

To investigate the molecular mechanisms underlying the interaction between brain aging and mutant human APP overexpression at the behavioral and cognitive levels, we performed RNA-seq-based transcriptomic analyses. This unbiased approach aimed to identify gene expression changes driven by the combined effects of aging and APP overexpression. 

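RNA from 15 frozen hemispheres was sequenced as single-end reads. The authors aligned the reads to mm10 with STAR, counted uniquely aligned reads per gene with featureCounts and deposited normalized counts. In every library, 100% of the values above 0 were whole multiples of the smallest one, so each value is a whole number of reads divided by a single factor per library. The recovered factors differed from DESeq2 size factors by at most 4.22e-15 in relative terms. The sample labels and the main text give the same groups, with 18mo control (n = 4), APP 6 → 18mo (n = 4), 24mo control (n = 3) and APP 12 → 24mo (n = 4) mice. Each group held 2 males, and each held 2 females apart from the 24mo control group, which held 1. The legends of Supplementary Data 1 and 2 instead place 3 mice in the 18mo control group and 4 in the 24mo control group, and the grouping of the labels and the main text was used here. The recovered reads per library ranged from 21944820 to 27894824 (median 25521145.5) in the libraries labelled APP 6 → 18mo and from 16330400 to 30436850 (median 27019591) in those labelled 18mo control. At 24 months they ranged from 25217694 to 32065696 (median 26099359) with APP induced and from 7903241 to 26931892 (median 21728383) in controls. App (ENSMUSG00000022892), the gene that the transgene encodes, lies on chromosome 16 of mm10 from 84949685 to 85173766, and the values do not separate reads of the transgene from reads of the mouse gene. It had 50620 ± 3558 normalized counts (SD, n = 4) in the libraries labelled APP 6 → 18mo and 137500 ± 17830 (SD, n = 4) in those labelled 18mo control. All 8 of these libraries therefore lay on the side opposite to their treatment label. At 24 months, App had 141400 ± 17460 normalized counts (SD, n = 4) in APP 12 → 24mo and 55750 ± 4206 (SD, n = 3) in 24mo control libraries, the order that the labels give. The female-specific transcript Xist had between 33056 and 41785 normalized counts in libraries labelled female and at most 59.6 in those labelled male, the order that the sex labels give. Values at 18 months are given by label. The same tests were also run with the treatment labels of both 18-month groups exchanged, an alternative chosen after these values were seen. Changes were tested with limma on log2(normalized count + 1) in a model of 4 group means with sex as covariate, at a Benjamini-Hochberg adjusted p of 0.05. The test covered the 16684 of 41388 genes with a mean of at least 10 normalized counts, and a symbol was matched to 40254 of the gene identifiers.

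**Figure D1:**
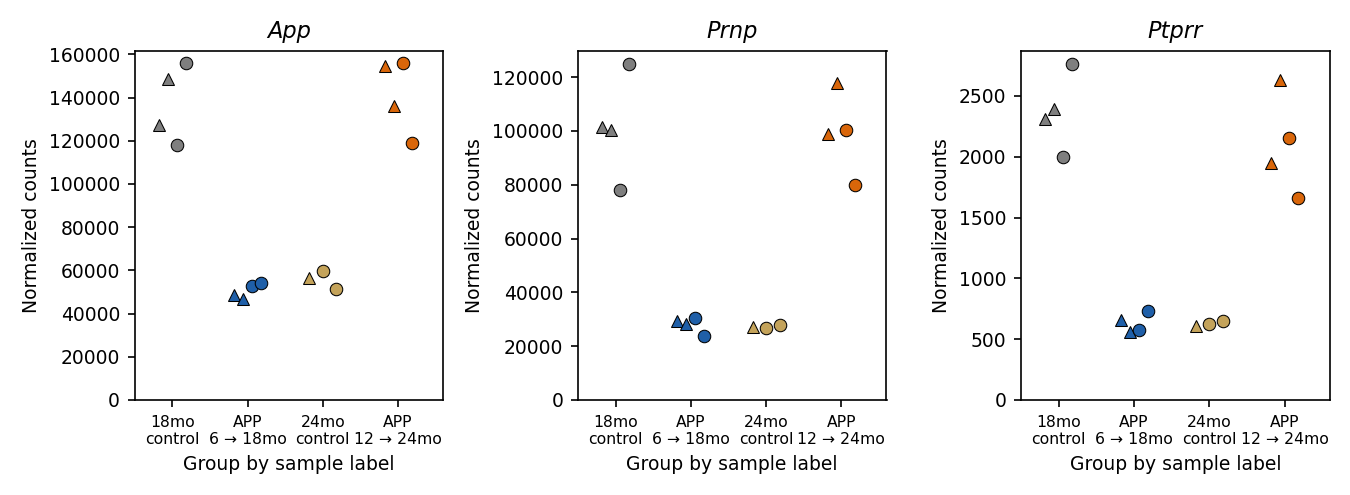
Normalized counts of App, Prnp and Ptprr in each library, by group as labelled (circles, male; triangles, female). In all 3 genes the libraries labelled APP 6 → 18mo lie near the 24mo control libraries, and those labelled 18mo control lie near the APP 12 → 24mo libraries.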

Applying a false discovery rate (FDR) threshold of 0.05, we identified 127 differentially expressed genes (DEGs), including 124 protein-coding and 3 non-coding transcripts, associated with APP overexpression. Additionally, 2 genes showed a main effect of age, and 3 genes exhibited a significant interaction between age and APP expression (Fig. 6a; Supplementary Data 1).

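Averaged over both ages, 0 of the 16684 genes tested differed between APP-induced and control libraries as labelled at an adjusted p of 0.05, and 723 did at an unadjusted p under 0.05. At 18 months, 50 genes differed between the libraries labelled APP 6 → 18mo and those labelled 18mo control, with 3 higher and 47 lower under the label APP 6 → 18mo. App itself goes against the labels in this comparison. At 24 months, 4 genes were higher in APP 12 → 24mo than in 24mo control libraries, namely App, Prnp, Ptprr and Trem2, and these 4 were also among the 50. Exchanging the 18-month labels gave 120 genes for the averaged effect, of which 115 were higher and 5 lower with APP induction, and 117 of the 120 are annotated as protein-coding in GENCODE. In 25 of these 120 genes, the 8 libraries then taken as induced did not overlap with the 7 others. Over all genes tested such a separation occurred in 0.21%, against 0.0311% by chance. DESeq2 gave 114 genes at 18 months under either labelling, and for the averaged effect 3 as labelled and 262 with the exchanged labels. Of the 127 entries of Supplementary Table 1, 124 were matched to a gene identifier and tested. The averaged effect passed the threshold over all genes in 0 of the 124 with the labels as given and in 92 with the exchanged labels. The effect at 18 months alone passed in 49 of the 124 under either labelling, and most of the 114 genes that DESeq2 called there are in the table, so the 0 depends on the choice of contrast as well as on the labels. Adjusted over the list alone, the counts were 2 and 124 for the averaged effect as labelled and for the 18-month effect, but the study chose this list on the same libraries, so these 2 counts are not independent evidence.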

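No gene passed the limma threshold for the age effect averaged over APP status, where the count was 0 and 1305 genes had an unadjusted p under 0.05. DESeq2 called 16 genes for this averaged age effect, 15 of them higher at 24 months. Between the libraries labelled APP 6 → 18mo and the APP 12 → 24mo libraries, 224 genes differed, 218 of them higher and 6 lower at 24 months. Prnp, Ptprr, App, Gfap and Flnc had the smallest adjusted p. Among controls, Prnp, Ptprr and App were the 3 genes that differed, each lower at 24 months than in the libraries labelled 18mo control. The age × APP interaction passed the threshold in 120 genes, 115 with a more positive APP effect at 24 months and 5 with a more negative one. Its log2 value for App was 2.77 (standard error 0.166, adjusted p = 2.09e-07 from limma), and all of these directions rest on 18-month labels that App goes against. After exchange of the 18-month labels, the counts in limma were 0 genes for age with APP induced (685 unadjusted), 0 for age in controls (1346 unadjusted) and 0 for the interaction (723 unadjusted). By algebra, the interaction with exchanged labels is the averaged APP effect as labelled on another scale, and the reverse, so the counts of 120 and of 723 recur as the same tests. DESeq2 with exchanged labels called Chat and Slc5a7 for age with APP induced and Chat, Slc5a7 and Slc15a2 for the interaction. As labelled, DESeq2 called 384 and 262 genes in these comparisons.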

**Fig. 6:**
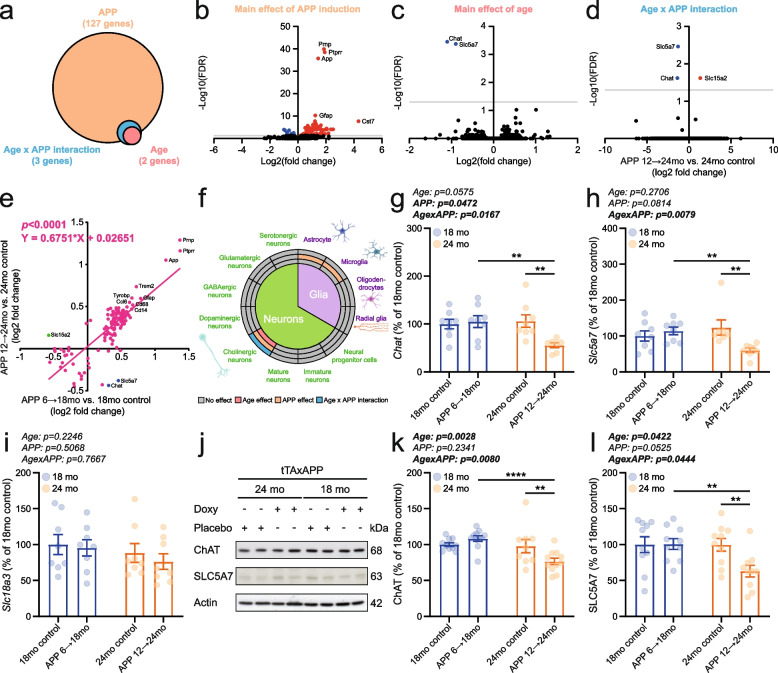
Selective vulnerability of the aged mouse cholinergic system to induced mutant APP expression. **a** Whole-brain RNA sequencing identified genes with a main effect of mutant APP expression, a main effect of age, and/or a significant age × APP interaction (FDR < 0.05). Samples used for differential gene expression analyses included 2 male and 2 female 18mo controls, 2 male and 2 female APP 6 → 18mo, 2 male and 1 female 24mo controls, and 2 male and 2 female APP 12 → 24mo. Volcano plots showing differentially expressed genes driven by (**b**) mutant APP expression, (**c**) age, and (**d**) an age × APP interaction in the 24-month-old mice (APP 12 → 24mo vs. 24-month-old control). **e** Correlation analysis of APP effect sizes on gene expression between 24-month-old and 18-month-old animals. **f** Overview of age and APP-related changes in brain cell lineage marker genes. mRNA levels of (**g**) *Chat*, (**h**) *Slc5a7*, and (**i**) *Slc18a3* were measured by qPCR in 18mo control (4 males and 4 females), APP 6 → 18mo (4 males and 4 females), 24mo control (4 males and 3–4 females), and APP 12 → 24mo (4 males and 3–4 females). **j** Representative western blot images of cholinergic marker proteins. Protein levels of (**k**) ChAT and (**l**) SLC5A7 were specifically reduced in APP-induced 24-month-old mice. Sample size corresponds to 5 male and 5 female 18mo controls, 5 male and 5–6 female APP 6 → 18mo, 4–5 male and 5 female 24mo controls, and 4–5 male and 6 female APP 12 → 24mo. Individual data points and group means ± S.E.M. are presented. ** *p* < 0.01, **** *p* < 0.0001

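In App, Ccl6, Cd14, Cd68, Cst7, Gfap, Prnp, Ptprr, Trem2 and Tyrobp, the libraries labelled APP 6 → 18mo were lower than those labelled 18mo control. The log2 change of these 10 genes on the log2(normalized count + 1) scale ran from -4.34 in Cst7 to -1.05 in Tyrobp, with adjusted p between 3.66e-06 and 0.0182 from limma. In each of the 10 genes, all 4 libraries labelled APP 6 → 18mo lay below all 4 labelled 18mo control (two-sided exact permutation test, p = 0.0286, the smallest that these group sizes allow). At 24 months, the same genes were higher in APP 12 → 24mo than in 24mo control libraries, by log2 changes from 0.75 in Cd14 to 3.01 in Cst7. The exact p was 0.0286, again the smallest possible, in all of them apart from Cd68, where it was 0.0857. Prnp (ENSMUSG00000079037, chromosome 2 of mm10, 131909928 to 131938429) had 27890 ± 2947 normalized counts (SD, n = 4) in the libraries labelled APP 6 → 18mo and 101100 ± 19120 (SD, n = 4) in those labelled 18mo control. It had 99190 ± 15420 (SD, n = 4) in APP 12 → 24mo and 27300 ± 465.5 (SD, n = 3) in 24mo control libraries. Cst7 (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) had 48.9 ± 45.4 normalized counts (SD, n = 4) under the label APP 6 → 18mo, 699.9 ± 293 (SD, n = 4) under the label 18mo control, 859.8 ± 179.9 (SD, n = 4) in APP 12 → 24mo and 129.7 ± 123 (SD, n = 3) in 24mo control libraries. Averaged over both ages, the log2 APP effect on Cst7 was -0.67 (standard error 0.402, adjusted p = 0.933 from limma) as labelled and 3.68 (standard error 0.402, adjusted p = 0.000421) with the 18-month labels exchanged. With the exchanged labels, Cst7, Prnp, Ptprr, Ccl6 and Ccl4 had the largest averaged changes among the genes whose libraries did not overlap.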

The top 10 DEGs affected by APP overexpression included *App*, *Ccl6*, *Cd14*, *Cd68*, *Cst7*, *Gfap*, *Prnp*, *Ptprr*, *Trem2*, and *Tyrobp* (Fig. 6b). 

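Supplementary Table 1 marks each gene by its presence in human Alzheimer's disease datasets, and 76 of the marked and 48 of the other genes were matched and tested here. At 18 months, the median log2 change of the libraries labelled APP 6 → 18mo against those labelled 18mo control was -0.75 over the marked and -0.72 over the other genes, and 29 and 20 of them passed the threshold. At 24 months, the medians for APP 12 → 24mo against 24mo control libraries were 0.585 and 0.57, with 2 genes past the threshold in each class. App was among the genes that went against the 18-month labels.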

Notably, 77 out of the 124 protein-coding DEGs (62.1%) regulated by APP overexpression are also annotated in transcriptomic datasets from human AD patients (Supplementary Table 1) [36]. Functional analysis of canonical pathways, diseases and biological functions, and upstream regulators using Ingenuity Pathway Analysis (IPA) confirmed that these transcriptional changes are enriched in inflammatory and immune activation processes (Supplementary Fig. 7; Supplementary Data 2).

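The complement genes C1qa (ENSMUSG00000036887, chromosome 4 of mm10, 136895917 to 136898803) and C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187) are among the transcripts measured. C1qa had 1486 ± 334 normalized counts (SD, n = 4) in the libraries labelled APP 6 → 18mo, 2476 ± 458 (SD, n = 4) in those labelled 18mo control, 3177 ± 648.3 (SD, n = 4) in APP 12 → 24mo and 1984 ± 507.7 (SD, n = 3) in 24mo control libraries. C1qb changed by a log2 of -0.73 (standard error 0.141, adjusted p = 0.0401 from limma) between the 18-month groups as labelled, the direction of App there, and by 0.60 at 24 months (standard error 0.153, adjusted p = 0.423). The chemokine gene Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) rested on 5 to 16 reads per library under the label APP 6 → 18mo and on 22 to 61 under the label 18mo control. Ingenuity Pathway Analysis was not rerun here, and the paper's reported −log10 p for Complement System, the pathway with the largest value in Supplementary Data 2, is 8.68 over 7 molecules. From the enriched terms, the paper concludes that the transcriptional changes lie in inflammatory and immune activation.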

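Chat (ENSMUSG00000021919) lies on chromosome 14 of mm10 from 32408203 to 32465989, and Slc5a7 (ENSMUSG00000023945) lies on chromosome 17 from 54273590 to 54299034. The span of Chat holds Slc18a3 on the same strand, so the counts of both genes are uncertain where the authors' counting split or discarded shared reads. From the libraries labelled APP 6 → 18mo to the APP 12 → 24mo libraries, the log2 change of Chat was -0.525 (standard error 0.19, adjusted p = 0.302 from limma) and that of Slc5a7 was -0.18 (standard error 0.161, adjusted p = 0.731). The age × APP interaction as labelled was -0.23 (standard error 0.281, adjusted p = 0.902) for Chat and 0.10 (standard error 0.238, adjusted p = 0.963) for Slc5a7. Without 24mo control mouse 45, the value for Chat became 0.02. With the libraries labelled 18mo control taken as induced, against their label but in the order of App, the age change was -1.095 for Chat and -0.87 for Slc5a7, each with an adjusted p of 0.588 from limma. The interaction was then -1.37 for Chat and -1.29 for Slc5a7, each with an adjusted p of 0.933.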

Two DEGs—*Chat* (encoding choline acetyltransferase, ChAT) and *Slc5a7* (encoding the choline transporter SLC5A7, also known as the high-affinity choline transporter 1, CHT1)—exhibited both a main effect of age and a significant age x mutant APP interaction (Fig. 6c, d; Supplementary Data 1). For both genes, expression levels were selectively reduced in APP 12 → 24mo mice. 

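Chat had 95.2 ± 16.3 normalized counts (SD, n = 4) in APP 12 → 24mo and 169.2 ± 34.1 (SD, n = 3) in 24mo control libraries, from 88 to 156 and from 46 to 192 reads per library. It had 140.5 ± 42.7 (SD, n = 4) in the libraries labelled APP 6 → 18mo and 203.3 ± 21.3 (SD, n = 4) in those labelled 18mo control. Slc5a7 had 261.5 ± 21.4 normalized counts (SD, n = 4) in APP 12 → 24mo, 407.8 ± 24.5 (SD, n = 3) in 24mo control, 300.5 ± 62.3 (SD, n = 4) in labelled APP 6 → 18mo and 494.8 ± 139.1 (SD, n = 4) in labelled 18mo control libraries. In both genes, all 4 APP 12 → 24mo libraries lay below every 24mo control library and below every library labelled 18mo control (two-sided exact permutation test, p = 0.0286 in each comparison, the smallest possible). Against the libraries labelled APP 6 → 18mo, the exact permutation p was 0.0857 for Chat and 0.343 for Slc5a7. Between the 18-month groups it was 0.0571 for Chat and 0.0857 for Slc5a7. The means were lower under the label APP 6 → 18mo, a direction drawn from labels that App goes against. DESeq2 called this 18-month change in Slc5a7 (log2 -0.70, adjusted p = 0.00813) and not in Chat (-0.54, adjusted p = 0.281). Over all genes, limma gave an adjusted p of 0.423 for Chat and 0.462 for Slc5a7 at 24 months. The log2 changes were -0.80 (standard error 0.207) and -0.595 (standard error 0.175). DESeq2 gave an adjusted p of 0.0759 for Chat and 0.186 for Slc5a7 in APP 12 → 24mo against 24mo control libraries. From the reduction in this group, together with its qPCR and western blot measurements, the paper concludes that the cholinergic system of the aging brain is selectively vulnerable.

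**Figure D2:**
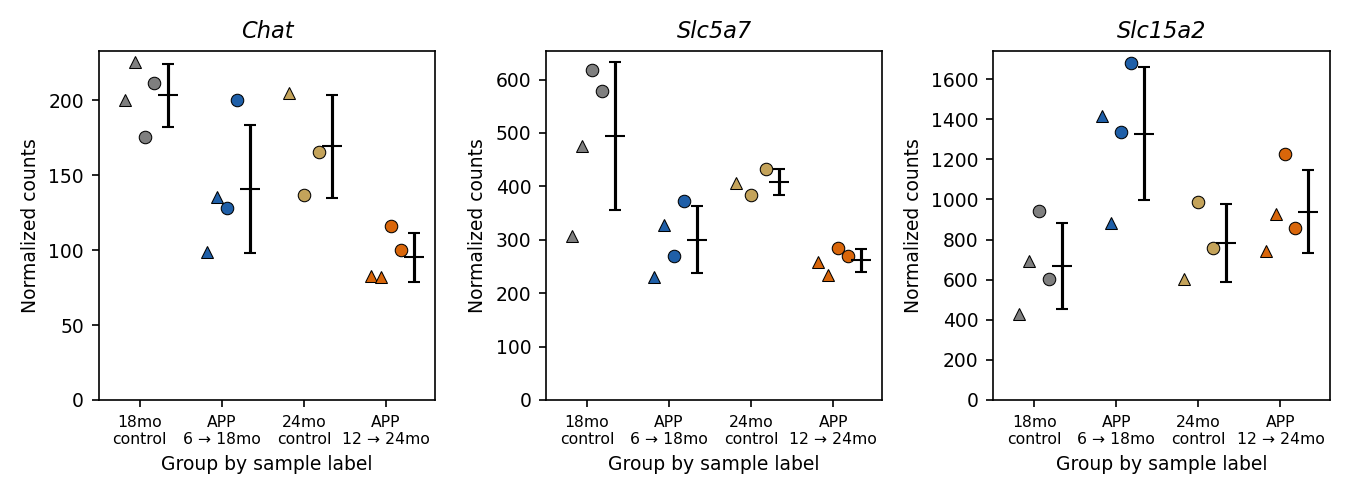
Normalized counts of Chat, Slc5a7 and Slc15a2 in each library, by group as labelled (circles, male; triangles, female; bars, mean ± SD). For Chat, the APP 12 → 24mo libraries sit between 81.9 and 116.1 normalized counts and the 24mo control libraries between 137.13 and 204.98.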

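Slc15a2 (ENSMUSG00000022899, chromosome 16 of mm10, 36750177 to 36784962) had 1328 ± 332.3 normalized counts (SD, n = 4) in the libraries labelled APP 6 → 18mo and 667.3 ± 213.9 (SD, n = 4) in those labelled 18mo control. At 24 months, it had 940 ± 207.3 (SD, n = 4) in APP 12 → 24mo and 781.7 ± 193.7 (SD, n = 3) in 24mo control libraries. The exact permutation p was 0.0571 between the 18-month groups and 0.371 between the 24-month groups (two-sided). As labelled, the log2 APP effect was 1.01 at 18 months (standard error 0.19, adjusted p = 0.0356 from limma) and 0.34 at 24 months (standard error 0.207, adjusted p = 0.832). The age × APP interaction was -0.67 (standard error 0.281, adjusted p = 0.472). With the 18-month labels exchanged it was 1.35, with an adjusted p of 0.933, and the APP effect at 18 months turned negative.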

Another gene, *Slc15a2* (encoding a proton-coupled peptide transporter), also showed a significant age x APP interaction; however, in contrast to *Chat* and *Slc5a7*, its expression trajectory was reversed in older mice with mutant APP induction (Fig. 6d; Supplementary Data 1). Correlation analysis of all DEGs revealed a general similarity in gene expression changes driven by APP overexpression across age groups, whereas the expression patterns of *Chat*, *Slc5a7*, and *Slc15a2* were distinctly different between APP 12 → 24mo and APP 6 → 18mo mice (Fig. 6e).

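Over the 124 genes of Supplementary Table 1 that were tested, the log2 APP effect at 24 months fell with that at 18 months as labelled, with a slope of -0.60, a Pearson r of -0.87 and a Spearman rho of -0.86. Only 5 of the 124 genes had the same sign at both ages, and App was among those that changed sign. The values are correlated across genes, which are not independent replicates. Exchanging the 18-month labels turned its sign, and the slope was 0.60 and 119 genes had the same sign. The slope over the 120 genes called with exchanged labels was 0.66, and 112 of the 124 genes had a larger effect in size at 18 months. The study chose these genes on the same libraries, and such a count turns with the choice. It was 115 of 124 genes chosen by the 18-month effect and 30 of 124 chosen by the 24-month effect. The standard deviation of the slope over the fits that each left out 1 library was 0.0451. Slc15a2 and Slc5a7 are in the table, with log2 effects at 18 months of 1.01 and -0.69 as labelled and at 24 months of 0.34 and -0.595.

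**Figure D3:**
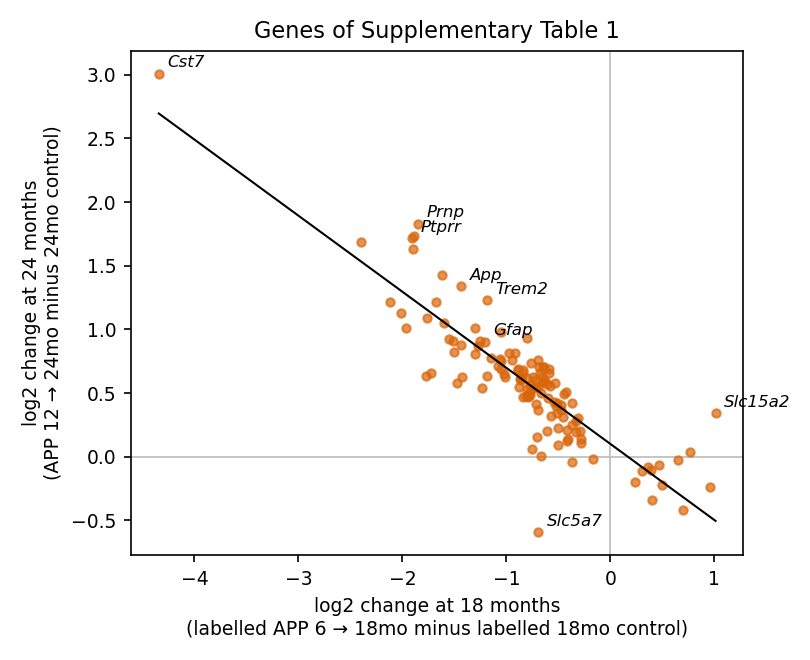
Log2 APP effects at 18 months as labelled (x axis) and at 24 months (y axis) for the 124 genes of Supplementary Table 1, with the least-squares line. The line has a slope of -0.60.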

Next, we examined our RNA sequencing dataset to determine whether gene expression profiles of specific brain cell lineages were affected by aging and/or mutant APP expression. 

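Supplementary Table 2 lists 108 lineage markers, 105 of which were tested. For the APP effect averaged over both ages, 0 of them passed the limma threshold over all genes as labelled, and the smallest adjusted p among them was 0.933. Adjusted over the list alone, 2 passed, and both are cholinergic. At 18 months as labelled, Gfap and the microglial markers C1qa, C1qb, Cd14 and Cd68 passed, each lower under the label APP 6 → 18mo. With the 18-month labels exchanged, Gfap (astrocytes) and the 6 microglial markers C1qa, C1qb, Cd14, Cd68, Cx3cr1 and Tlr2 passed for the averaged effect, and the count adjusted over the list alone was 15. The 17 microglial markers then had a median log2 effect of 0.51 and were higher in 16 cases (fry adjusted p = 0.00414), and the 9 astrocyte markers had a median of 0.05 and a fry adjusted p of 0.0817. The 10 oligodendrocyte markers had a median of 0.11 and a fry adjusted p of 0.377, and the 3 radial glia markers 0.06 and 0.542. As labelled, the corresponding microglial median was -0.08, with a fry adjusted p of 0.845. Gfap (ENSMUSG00000020932, chromosome 11 of mm10, 102887336 to 102900912) had 8388 ± 1481 normalized counts (SD, n = 4) under the label APP 6 → 18mo, 19350 ± 3374 (SD, n = 4) under the label 18mo control, 25360 ± 6211 (SD, n = 4) in APP 12 → 24mo and 13210 ± 4633 (SD, n = 3) in 24mo control libraries.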

Among glial cells, analysis of lineage-specific markers revealed a significant main effect of mutant APP on astrocytes and microglia, whereas oligodendrocytes and radial glia were unaffected (Fig. 6f; Supplementary Table 2). Upregulation of astrocyte (*Gfap*) and microglia (*Itgam*, *Trem2*, and *Cd68*) lineage markers following mutant APP induction was further validated by qPCR, showing consistent results irrespective of age and sex (Supplementary Fig. 8). Additional evidence of APP-induced gliosis was provided by quantifying GFAP, CD11b, CD68, IBA1, and TREM2 by western blot. APP-overexpression between 6 → 18 months or 12 → 24mo led to a comparable elevation of these proteins in both male and female mice (Supplementary Fig. 9).

In contrast, among neuron-specific lineage markers, only cholinergic neurons exhibited significant changes related to age or mutant APP expression (Fig. 6f; Supplementary Table 2). 

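The 3 cholinergic markers of Supplementary Table 2, Chat, Slc5a7 and Ache, had a median log2 APP effect averaged over both ages of -0.64 as labelled, and the set passed the threshold in fry (adjusted p = 0.0207 over 11 lineage sets). Ache changed by only -0.08, so the set rests mainly on Chat and Slc5a7. The call was lost in some of the fits that each left out 1 library. After exchange of the 18-month labels, the set passed for the interaction instead, with a median of -1.29 (fry adjusted p = 0.0206), and for age with APP induced, with a median of -0.87 (fry adjusted p = 0.00935). Among the other sets, the dopaminergic one had a fry adjusted p of 0.513 and the GABAergic one 0.845 for the averaged effect as labelled. No single neuronal marker passed over all genes for the averaged APP effect or the interaction under either labelling in limma. The striatal neuropeptide gene Penk (ENSMUSG00000045573, chromosome 4 of mm10, 4133531 to 4138819), a GABAergic marker in the table, was lower in APP 12 → 24mo than in the libraries labelled APP 6 → 18mo by a log2 of -0.86 (standard error 0.165, adjusted p = 0.0159 from limma). Its change was -0.62 (adjusted p = 0.982) against the libraries labelled 18mo control. App goes against the labels of both 18-month groups.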

To validate the RNA-seq findings, we quantified mRNA levels of three cholinergic neuron markers—*Chat*, *Slc5a7*, and *Slc18a3* (encoding the vesicular acetylcholine transporter, VAChT)—using qPCR. Gene expression levels of *Chat* and *Slc5a7* were specifically reduced in APP 12 → 24mo mice, with no significant differences observed in other groups (Fig. 6g, h; Supplementary Fig. 10a, b). In contrast, *Slc18a3* mRNA levels remained unchanged, consistent with the RNA sequencing data (Fig. 6i; Supplementary Fig. 10c). 

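In the RNA-seq libraries, Slc18a3 (ENSMUSG00000100241, chromosome 14 of mm10, 32462438 to 32464850, within the span of Chat) rested on 19 to 145 reads. It had 62.5 ± 29.3 normalized counts (SD, n = 4) in the libraries labelled APP 6 → 18mo, 86.0 ± 18.5 (SD, n = 4) in those labelled 18mo control, 55.8 ± 14.1 (SD, n = 4) in APP 12 → 24mo and 78.4 ± 40.3 (SD, n = 3) in 24mo control libraries. The exact permutation p was 0.2 between the 18-month groups and 0.543 between the 24-month groups (two-sided). The interaction as labelled was 0.12 (standard error 0.471, adjusted p = 0.976 from limma). Its sign turned in several alternatives, and it was -0.93 (standard error 0.471, adjusted p = 0.933) with the 18-month labels exchanged.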

Additional evaluation of ChAT and SLC5A7 at the protein level confirmed their specific reduction in the APP 12 → 24mo group (Fig. 6j–l; Supplementary Fig. 10d, e). In contrast, levels of general synaptic marker proteins (PSD95 and synaptophysin) were decreased in the 24-month-old groups but showed no measurable effect of mutant APP expression (Supplementary Fig. 11).

## Discussion

Alzheimer’s disease typically manifests in late life [10], and brain amyloid pathology—accumulating progressively during the aging process [37]—has been proposed to play a key pathogenic role. However, it remains unresolved whether aging increases Alzheimer’s disease risk primarily by enabling the time-dependent buildup of amyloid, or by rendering neural tissues more susceptible to amyloid toxicity. In this study, we addressed this question using an inducible mutant APP mouse model, which allowed us to restrict APP expression to defined life stages (either from 6 to 18 months or from 12 to 24 months). We then assessed behavioral, cognitive, and molecular outcomes, including APP processing, brain amyloid burden, Aβ clearance, inflammation, autophagy, and whole-brain transcriptomic changes.

Our findings demonstrate that mutant APP-related behavioral and cognitive impairments—including hyperlocomotion, motor deficits, and learning and memory dysfunction—were more pronounced in the APP 12 → 24mo group compared to the APP 6 → 18mo mice. Subsequent molecular analyses revealed that these differences were not attributable to variations in brain amyloid burden, Aβ clearance, inflammatory responses, or autophagic activity. Instead, APP overexpression in late life selectively disrupted key components of the brain’s cholinergic system, whereas these targets remained unaffected in the earlier APP induction group. Notably, markers of brain gliosis were elevated following APP induction in both age groups. Collectively, our data indicate that the timing of human mutant APP overexpression critically shapes disease progression, with age-dependent disruption of the central cholinergic system emerging as a key feature of increased vulnerability.

To model disease progression in humans and disentangle the complex relationship between cumulative amyloid deposition and brain aging in Alzheimer’s disease, we induced APP expression either during midlife (from 6 to 18 months of age) or in late life (from 12 to 24 months of age). Early-life induction of mutant APP was deliberately avoided to eliminate potential neurodevelopmental effects from confounding the analysis. As shown in our previous work, the vast majority of aging-associated alterations emerge during the second half of the mouse lifespan, with age-related changes in the brain becoming largely detectable at 20 months of age or later [38, 39]. Accordingly, overexpressing APP from 12 to 24 months substantially overlaps with the period when brain aging becomes evident, whereas APP induction from 6 to 18 months occurs during a phase less influenced by aging-related changes in the brain.

As expected, expression of the mutant APP transgene was effectively suppressed by continuous doxycycline administration (Fig. 2a), consistent with previous reports [33, 40]. We also confirmed that the abundance of full-length APP, levels of APP C-terminal fragments (APP-CTFs), and total brain amyloid burden were independent of the age at onset in our experimental setup (Fig. 2b, c, g, h). ELISA-based quantification of the predominant Aβ species—Aβ40 and Aβ42—revealed an overrepresentation of Aβ42 (Fig. 2g, h), a pattern typically observed in AD mouse models expressing mutant human APP [41–44]. Moreover, amyloid peptides were predominantly deposited as insoluble, higher-order aggregates (Fig. 2g, h), in line with findings from other AD mouse lines [41–44]. Thus, the amyloid pathology observed in our model closely resembles the disease characteristics found in constitutively APP-overexpressing AD mouse models. The greater brain amyloid burden in females was associated with overall more pronounced hyperactivity, consistent with sex-specific locomotor impairments arising from differential Aβ load.

Progressive amyloid deposition in AD is driven by an imbalance between Aβ production and clearance during disease progression, largely due to the declining efficiency of the Aβ clearance machinery in old age [13, 45]. To investigate the influence of age and mutant APP expression on the Aβ clearance machinery in our model, we measured gene expression levels of six receptors known to mediate Aβ uptake: *Ager*, *Cd14*, *Cd36*, *Lrp1*, *Msr1*, and *Tlr2* [46–52]. Increased expression of the receptor for advanced glycation end products (RAGE), encoded by *AGER*, has been reported in AD patients [53]. In contrast, our AD mouse model revealed an age-related decrease in *Ager* expression, with minimal differences between 24-month-old APP-induced and APP-suppressed animals (Fig. 3a). Transcriptional activity of *Cd36*, *Lrp1*, and *Msr1* remained unchanged across age groups and APP expression status (Fig. 3c–e). In contrast, *Cd14* and *Tlr2* expression were significantly upregulated in APP-expressing animals (Fig. 3b, f), consistent with findings from other AD mouse models [47, 51, 54]. We also assessed *Ide* and *Mme*, two genes encoding key Aβ-degrading enzymes [55, 56]. mRNA levels of both *Ide* and *Mme* were significantly reduced in APP-induced animals (Fig. 3g, h), aligning with observations from post-mortem human AD brains [55]. Importantly, total amyloid burden and Aβ species levels were equivalent between the two APP-induced groups, indicating that differences in behavioral and cognitive outcomes are not explained by differences in amyloid accumulation.

Chronic inflammation is a well-established hallmark of both aging and AD [6, 16, 57, 58]. Microglia are key contributors to neuroinflammation in AD, and preclinical studies have shown that inhibiting microglial activation significantly alleviates AD-related symptoms—highlighting inflammation as a promising therapeutic target [6, 17, 42, 44, 58]. Although increased inflammation is a common feature across many AD mouse models, the temporal dynamics, molecular targets, and magnitude of activation can vary substantially [42, 59–61]. In the present study, gene transcription of *Tnf* and *Ccl6* was upregulated in APP-induced mouse brains, while the remaining four cytokines and chemokines assessed did not show significant changes (Fig. 4). RNA sequencing and subsequent analyses further confirmed elevated neuroinflammation in APP-expressing animals, independent of age (Fig. 6e; Supplementary Fig. 5; Supplementary Data 1), suggesting that age-dependent variations in the neuroinflammatory response to mutant APP expression are unlikely to account for the behavioral differences observed across age groups.

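In limma, the age × APP interaction passed the threshold in Gfap (log2 value 2.11) and the microglial markers C1qa (1.36), C1qb (1.33), Cd14 (1.805), Cd68 (2.16), Cx3cr1 (1.06) and Tlr2 (1.43) as labelled, because the libraries labelled APP 6 → 18mo were lower than those labelled 18mo control and the APP 12 → 24mo libraries were higher than the 24mo control ones. App, which goes against the 18-month labels, has the same order. The 17 microglial markers had a median interaction of 1.01 (fry adjusted p = 0.00415). With the 18-month labels exchanged, 0 of the 105 markers passed over all genes, 2 passed adjusted over the list alone, and the microglial median was -0.16 (fry adjusted p = 0.845). The interactions of single microglial markers then ran from -0.69 to 0.40 and those of astrocyte markers from -0.30 to 0.22. Among the genes the paper names for APP, that of Cst7 was -1.33 (standard error 0.804, adjusted p = 0.933 from limma). From inflammation that did not depend on age, the paper proposes that it does not account for the behavioral differences between age groups.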

Autophagy is the primary pathway for recycling excessive or dysfunctional cellular components via lysosomal degradation—a vital adaptive response that enables cells to cope with stress and nutrient deprivation [62–65]. Macroautophagy, in principle, can be divided into several phases: the initial formation of a phagophore (also known as nucleation), the engulfment of cargo through membrane elongation, and the subsequent fusion of the autophagosome with a lysosome to form an autolysosome (also known as an autophagolysosome), where degradation of the sequestered material occurs [62, 66]. Numerous studies across species have identified impaired autophagy as a hallmark of aging [57, 67–70]. Consequently, enhancing autophagy has emerged as a potent intervention strategy to extend lifespan in model organisms such as worms, flies, and mice [66, 71, 72].

Autophagy in the context of AD presents a paradox: while Aβ stimulates autophagosome formation, these vesicles accumulate as autophagy intermediates (autophagic vacuoles) within neurites, reflecting a failure in autophagic flux [73, 74]. Mechanistically, this disruption has been linked to defective acidification of autolysosomes, which promotes intraneuronal Aβ accumulation and contributes to senile plaque formation [75]. To investigate whether altered autophagy is associated with the behavioral and cognitive differences observed in our model, we analyzed several autophagy-related marker proteins. The LC3-II/I ratio, total LC3 abundance, and protein levels of ATG3 and ATG5 were generally reduced in the 24-month-old groups (Fig. 5a–g), indicating diminished autophagic activity with age, independent of APP expression. Interestingly, 18-month-old APP-induced mice showed an increased LC3-II/I ratio compared to age-matched APP-suppressed animals, whereas no differences were detected in the 24-month-old groups (Fig. 5a, b, d). A similar increase in LC3-II/I ratio has previously been reported in APP/PS1 mice [76]. Additionally, levels of p62/SQSTM1—a marker of autophagic efficiency [77]—were elevated in APP-induced groups (Fig. 5k), supporting the presence of an age-independent autophagic blockade in response to Aβ in our mouse model. These findings indicate that while aging impairs autophagosome formation and APP overexpression disrupts autophagic degradation, the resulting impairment in autophagic flux is comparable across APP-induced groups—suggesting that autophagy dysfunction alone is unlikely to account for the age-dependent behavioral differences observed in our model.

After finding no evidence that brain amyloid burden, inflammation, or autophagy accounted for the behavioral and cognitive differences observed between 18-month-old and 24-month-old APP-induced and APP-suppressed mice, we performed unbiased whole-brain RNA sequencing to uncover alternative mechanistic explanations. Genes differentially regulated by the APP transgene revealed a transcriptional profile dominated by inflammatory activation and gliosis, both of which are well-established features of AD pathology (Fig. 6b, f; Supplementary Fig. 7). Subsequent qPCR- and western blot based analyses of astrocytic and microglial lineage markers confirmed that APP-induced gliosis occurred independently of age and sex (Supplementary Fig. 8, 9). Notably, only three genes were differentially expressed due to age or showed a significant age × APP interaction (Fig. 6a); two of these—*Chat* and *Slc5a7*—are markers of cholinergic neurons (Fig. 6c, d, f). 

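With DESeq2 on the recovered reads and the 18-month labels exchanged, the age change with APP induced was -1.11 for Chat (adjusted p = 0.000926) and -0.90 for Slc5a7 (adjusted p = 0.00101). The interaction was -1.39 for Chat (adjusted p = 0.0283), -1.31 for Slc5a7 (adjusted p = 0.00389) and 1.35 for Slc15a2 (adjusted p = 0.0283). This interaction is the same test, on another scale, as the DESeq2 APP effect averaged over both ages with the labels as given, where the log2 changes were -0.69 in Chat, -0.65 in Slc5a7 and 0.68 in Slc15a2. With the exchanged labels, part of the interaction of Chat and Slc5a7 lay at 18 months. The DESeq2 APP effect there was 0.54 for Chat (adjusted p = 0.281) and 0.70 for Slc5a7 (adjusted p = 0.00813). At 24 months it was -0.84 (adjusted p = 0.0759) and -0.61 (adjusted p = 0.186), past the threshold in neither gene. App goes against the labels of the 18-month groups in these fits.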

The third gene, *Slc15a2*, encodes the proton-coupled oligopeptide transporter PEPT2, whose role in AD remains unexplored. 

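In the fit of all 15 libraries, the smallest adjusted p for age averaged over APP status was 0.111 from limma. The effect of sex, fitted beside it, passed the threshold in 8 genes, 5 higher and 3 lower in males. With DESeq2, the averaged age effect passed in 16 genes, 15 of them higher at 24 months. These averages do not change when the labels of the 18-month groups, which App goes against, are exchanged. Between 24mo control and 18mo control libraries, DESeq2 gave 8 genes as labelled and 9 with the exchanged labels.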

The relative low number of DEGs associated with age or displaying a significant age × APP interaction is likely explained by our experimental framework in which old vs. very old animals were compared. We validated the specific downregulation of *Chat* and *Slc5a7* in APP 12 → 24mo mice using independent analyses at both the transcript and protein levels (Fig. 6j–l), highlighting the selective vulnerability of the cholinergic system to APP overexpression in the aging brain.

Among all neuronal subpopulations, cholinergic neurons—particularly those located in the basal forebrain—are known to be exceptionally vulnerable in the brains of AD patients and in AD animal models. In patients with AD, a marked decline in choline acetyltransferase (ChAT) and acetylcholinesterase (AChE) activity typically precedes the substantial loss of cholinergic neurons in the basal forebrain as the disease progresses [9, 78]. The degeneration of cholinergic neurons correlates closely with the progression of cognitive decline in AD, as well as in other human neurodegenerative disorders [79]. However, AD mouse models expressing mutant human APP isoforms do not fully replicate this aspect of human pathology. As reported in previous studies, the number of cholinergic neurons in these models remains largely stable throughout life, while changes in neuronal volume emerge during early to mid-life stages, and ChAT activity declines only at advanced age [80–83]. The molecular mechanisms underlying the selective vulnerability of cholinergic neurons in AD remain incompletely understood. Proposed mechanisms include the intraneuronal accumulation of Aβ oligomers [84], Aβ-induced activation of apoptosis via interaction with the p75 neurotrophin receptor [85], and dysregulation of neurotrophic signaling and transport [86]. These pathogenic processes are believed to contribute to the progressive denervation of cholinergic terminals in the hippocampus and cortex [87].

In sum, our findings demonstrate that the cholinergic system in the mouse brain is selectively impaired following a one-year induction of the APPSweInd transgene beginning at 12 months of age, whereas no such impairment was observed when transgene expression was initiated at 6 months. The underlying mechanisms may involve downregulation of cholinergic markers or a potential loss of cholinergic neurons in 24-month-old APP-induced mice. However, a functional decline—rather than widespread neuronal loss—appears more likely, given that changes were limited to a subset of cholinergic markers (*Chat* and *Slc5a7*), while others (*Ache* and *Slc18a3*) remained unchanged. This study provides new insights into the complex interplay between brain aging and cumulative amyloid deposition in driving AD progression. 

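Ache (ENSMUSG00000023328, chromosome 5 of mm10, 137287519 to 137294466) had 1968 ± 221.3 normalized counts (SD, n = 4) in the libraries labelled APP 6 → 18mo, 1962 ± 195.1 (SD, n = 4) in those labelled 18mo control, 1784 ± 324.0 (SD, n = 4) in APP 12 → 24mo and 2000 ± 340.6 (SD, n = 3) in 24mo control libraries. The exact permutation p was 0.486 at 24 months (two-sided). The log2 APP effect was -0.17 at 24 months (standard error 0.146, adjusted p = 0.908 from limma), and the interaction was -0.17 under either labelling of the 18-month groups. For Slc18a3, the log2 APP effect at 24 months was -0.41, with a standard error of 0.347, about the size of the effect.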

Our findings offer a valuable foundation for future preclinical and clinical investigations into age-related vulnerability in AD.

## Materials and methods

### Ethical statement

This study was approved by the Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen (Recklinghausen, Germany) (in accordance with the German Animal Welfare Act) and the Chancellor’s Animal Research Committee at Qingdao University (in accordance with National Institutes of Health guidelines).

### Animals

Male mice overexpressing the tetO-APPswe/ind transgene (B6.Cg-Tg(tetO-APPSweInd)102Dbo/Mmjax; stock no. 34845-JAX; Jackson Laboratory, Bar Harbor, MA, USA) on a C57BL/6 background were obtained from Jackson Laboratory. These males were bred with females carrying a tetracycline transactivator under the control of the calcium/calmodulin-dependent protein kinase II alpha (Camk2α-tTA) promoter (B6.Cg-Tg(Camk2a-tTA)1Mmay/DboJ; stock no. 007004; Jackson Laboratory, Bar Harbor, MA, USA) to generate the double-transgenic offspring used in this study.

Animals were group-housed in individually ventilated cages and maintained under specific pathogen-free conditions. They were kept at a constant temperature of 22 °C, under a 12 h:12 h light/dark cycle, with continuous access to food and water. All procedures complied with local and federal animal welfare regulations.

### Doxycycline treatment

Doxycycline (Doxy) was administered by supplementing the chow with 200 mg/kg doxycycline (SM R/M-H diet, 10 mm pellets; Ssniff, Soest, Germany). Breeding pairs—tetO-APPswe/ind males and Camk2α-tTA females—were maintained on Doxy-supplemented chow to suppress APP transgene expression during embryonic development and lactation. After weaning, all offspring continued to receive Doxy-containing chow until APP transgene expression was induced by switching to the corresponding control diet lacking Doxy.

### Experimental design

Two cohorts of double-transgenic mice were generated. In the first cohort, animals were maintained on doxycycline (Doxy)-supplemented chow until 12 months of age. At that point, half of the mice were switched to control chow for an additional 12 months to induce APP transgene expression (24-month-old APP group), while the other half remained on Doxy-supplemented chow to maintain transgene suppression (24-month-old control group).

In parallel, the second cohort was raised on Doxy-supplemented chow until 6 months of age. Subsequently, half of the animals were switched to control chow and maintained on it until 18 months of age (18-month-old APP group), while the remaining animals continued on Doxy chow throughout (18-month-old control group).

Behavioral testing began at 21 months for the 24-month cohort and at 15 months for the 18-month cohort. All groups were tested in parallel. Behavioral analyses were initiated with the following group sizes, using approximately balanced sex ratios in all groups: APP 12 → 24mo, *n* = 11 mice; APP 6 → 18mo, *n* = 12 mice; 18mo control, *n* = 10 mice; 24mo control, n = 10 mice. Following behavioral assessments, animals were sacrificed at 24 or 18 months of age, respectively.

### Open field

Locomotor and exploratory activity of the mice was assessed using an open field test, as previously described with minor modifications [88–90]. Briefly, each animal was placed in an individual acrylic box and allowed to explore the arena for 20 min. Lateral movements were recorded using an automated video tracking system (EthoVision XT, Noldus, Wageningen, Netherlands). Parameters analyzed included total distance traveled, duration of mobility, duration of immobility, and average velocity.

### Rotarod

Motor coordination was assessed using an accelerating rotarod apparatus (Med Associates, Fairfax, VT, USA) as previously described [91–93]. Mice were placed on a rotating beam that continuously accelerated from 4 to 40 rpm. Each trial ended when the mouse either fell off the beam, displayed clear signs of passive cycling (i.e., clinging to the beam without active movement), or reached a maximum duration of 5 min, whichever occurred first. Animals underwent three trials per day over three consecutive days, and the mean latency to fall was calculated as the average across all trials.

### Inverted screen test

Muscle strength was assessed using the inverted screen test. Mice were placed on a metal grid, which they grasped with all four limbs. The grid was then inverted, suspending the animals approximately 30 cm above their home cage. The latency to fall was recorded for each trial. Testing was conducted over three consecutive days, with each animal undergoing three trials per day. Each trial had a maximum duration of 7 min. We report mean latencies to fall, averaged across all sessions.

### Morris water maze

Spatial learning ability was assessed using the hidden-platform version of the Morris water maze (MWM), as previously described [94–96]. Each mouse underwent six training trials per day, starting from different positions, over a period of five consecutive days. Trials ended when the mouse climbed onto the escape platform (10 cm in diameter; located approximately 0.7 cm below the water surface) and remained there for at least one second, or when 60 s had elapsed. Escape latencies were recorded during training using an automated tracking system (EthoVision XT, Noldus, Wageningen, Netherlands).

Following the training phase, a 1-min probe trial was conducted to assess memory retention of the platform’s location. During this trial, the escape platform was removed, and mice were released from a start point located in the quadrant opposite to the former platform location. The time spent in the target quadrant—where the platform had previously been located—was measured and compared to the time spent in the other quadrants. In addition, the number of crossings over the former platform location and swim speed were recorded.

### Contextual fear conditioning

Contextual fear conditioning—a widely used test to assess associative learning deficits—was performed using a near-infrared video tracking system (Med Associates, Fairfax, VT, USA), as previously described [95, 97]. The training session lasted 184 s and included two mild foot shocks (0.75 mA, 2 s duration), administered at 60 and 120 s via a metal grid on the chamber floor. On the following day, mice were re-exposed to the same context for an identical duration, but without receiving any shocks. Prolonged immobility (freezing) during the test session was interpreted as an indicator of successful associative learning.

### Brain tissue preparation

Mice were sacrificed by cervical dislocation. Brain hemispheres were dissected, snap-frozen in liquid nitrogen, and stored at –80 °C until further use. For downstream processing, one frozen hemisphere was pulverized in liquid nitrogen using a porcelain mortar and pestle set (MTC Haldenwanger, Waldkraiburg, Germany). All equipment was pre-cooled and kept on dry ice throughout the procedure to maintain consistent low temperatures. The resulting brain tissue powder was promptly transferred into pre-chilled tubes and stored at –80 °C.

### Aβ ELISA

Extraction of Aβ was performed following a previously described protocol with minor modifications [59]. Briefly, frozen brain tissue powder was homogenized in Tris-buffered saline (TBS, pH 7.4) containing 1 × protease inhibitor cocktail and 1 × phosphatase inhibitor cocktail (both from Roche Applied Bioscience, Germany). After centrifugation at 15,000 × g for 30 min at 4 °C, the supernatant (TBS fraction) was collected and stored at –80 °C. Next, the remaining pellet was resuspended in TBS containing 1% Triton X-100 (Sigma-Aldrich, Taufkirchen, Germany), along with protease and phosphatase inhibitors. The suspension was incubated on ice for 30 min with occasional mixing. After a second centrifugation under the same conditions, the resulting supernatant (TBS/Triton fraction) was collected and stored at –80 °C. To extract Aβ from the TBS/Triton-insoluble pellet, an ice-cold guanidine hydrochloride (GuHCl) solution (5 M GuHCl + 50 mM Tris, pH 8.0; Sigma-Aldrich) was added, and the mixture was incubated overnight at 25 °C with shaking at 700 rpm. The resulting turbid solution (GuHCl fraction) was stored at –80 °C until further use. Protein concentrations in the TBS, TBS/Triton, and GuHCl fractions were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Dreieich, Germany). The levels of Aβ40 and Aβ42 in each fraction were quantified using human-specific ELISA kits (Thermo Fisher Scientific), according to the manufacturer’s instructions. Aβ concentrations were normalized to the total protein content of each respective sample.

### Immunoblotting

Immunoblotting was performed as previously described [38, 98, 99]. 20 µg of protein was loaded onto self-cast Tris–glycine sodium dodecyl sulfate (SDS) gels and separated by electrophoresis, followed by transfer onto nitrocellulose membranes with a 0.1 µm pore size (GE Healthcare, Little Chalfont, UK). Membranes were blocked for 1 h at room temperature in blocking buffer consisting of phosphate-buffered saline (PBS) containing 10% skim milk (Carl Roth, Karlsruhe, Germany) to reduce non-specific binding. After brief rinses in PBS, membranes were incubated overnight at 4 °C with primary antibodies. Following multiple PBS washes, secondary antibodies were applied for 1 h at room temperature. After final washes, immune-reactive signals were visualized using enhanced chemiluminescence (Amersham ECL Western Blotting Detection Reagents; GE Healthcare) and Amersham Hyperfilm ECL (GE Healthcare). Densitometric analysis was performed using ImageJ software (version 1.52i). Target protein levels were normalized to actin detected in the same lane.

The following primary antibodies were used: mouse monoclonal anti-human Aβ (#SIG-39300, clone 6E10, 1:2,000; Covance, Princeton, NJ, USA), rabbit monoclonal anti-BACE1 (#5606, clone D10E5, 1:2,000; Cell Signaling Technology, Danvers, MA, USA), rabbit monoclonal anti-presenilin 1 (#5643, clone D39D1, 1:3,000; Cell Signaling Technology), rabbit monoclonal anti-LC3A (#4599, clone D50G8, 1:2,000; Cell Signaling Technology), rabbit polyclonal anti-LC3B (#2775, 1:2,000; Cell Signaling Technology), rabbit polyclonal anti-ATG3 (#3415, 1:2,000; Cell Signaling Technology), rabbit monoclonal anti-ATG5 (#8540, clone D1G9, 1:2,000; Cell Signaling Technology), rabbit monoclonal anti-ATG7 (#8558, clone D12B11, 1:2,000; Cell Signaling Technology), rabbit monoclonal anti-ATG12 (#4180, clone D88H11, 1:2,000; Cell Signaling Technology), rabbit monoclonal anti-beclin 1 (#3495, clone D40C5, 1:2,000; Cell Signaling Technology), rabbit polyclonal anti-p62 (#5114, 1:1,500; Cell Signaling Technology), rabbit monoclonal anti-ChAT (#ab181023, clone EPR13024(B), 1:2,000; Abcam, Cambridge, UK), rabbit polyclonal anti-SLC5A7 (#ab135043, 1:3,000; Abcam), rabbit polyclonal anti-PSD95 (#2507, 1:2,000; Cell Signaling Technology), mouse monoclonal anti-synaptophysin (#ab8049, clone SY38, 1:2,000; Abcam), rabbit anti GFAP (#12389, clone D1F4Q, 1:2,000; Cell Signaling Technology), rabbit anti CD11b (#17800, clone E6E1M, 1:2,000; Cell Signaling Technology), rabbit anti CD68 (#97778, clone E3O7V, 1:2,000; Cell Signaling Technology), rabbit anti Iba1/AIF-1 (#17198, clone E4O4W, 1:2,000; Cell Signaling Technology), rabbit anti TREM2 (#59621, clone E9O9F, 1:2,000; Cell Signaling Technology), mouse monoclonal anti-actin (#869100, clone C4, 1:20,000; MP Biomedicals, Santa Ana, CA, USA). The following secondary antibodies were used: horseradish peroxidase (HRP)-conjugated goat anti-mouse (1:3,000; Agilent, Santa Clara, CA, USA), HRP-conjugated goat anti-rabbit (1:3,000; Promega, Madison, WI, USA).

### RNA extraction

RNA was isolated using a two-step protocol combining peqGold TriFast (Peqlab, Erlangen, Germany) and the RNeasy Mini Kit (Qiagen, Hilden, Germany). Frozen brain tissue powder was homogenized in 1 ml peqGold TriFast solution and kept on ice until all samples were processed. Samples were then incubated at room temperature for 5 min, followed by centrifugation at 12,000 × g for 10 min at 4 °C. The supernatant was transferred to a new tube, and 200 µl chloroform (Sigma-Aldrich, Taufkirchen, Germany) was added. Samples were vigorously shaken and incubated for another 5 min at room temperature. After repeating the centrifugation step, the upper aqueous phase—containing the RNA—was carefully collected and transferred to a fresh tube. To precipitate RNA, 500 µl isopropanol was added, and samples were placed on ice for 10 min. RNA was pelleted by centrifugation at 12,000 × g for 10 min at 4 °C and washed with 1 ml of 75% ethanol (Sigma-Aldrich). This centrifugation and washing step was repeated, and RNA pellets were air-dried for 5 min at room temperature after removing residual ethanol. RNA was then resuspended in 100 µl DNase/RNase-free water (Thermo Fisher Scientific, Dreieich, Germany) and further purified using the RNeasy Mini Kit.

For this step, 50 µl of RNA obtained from the peqGold TriFast protocol was mixed with 50 µl DNase/RNase-free water. Subsequently, 300 µl RLT buffer containing 1% β-mercaptoethanol (Sigma-Aldrich) and 300 µl of 70% ethanol were added. The mixture was loaded onto a RNeasy column, and washing steps with RW1 and RPE buffers were performed according to the manufacturer’s instructions. Purified RNA was eluted in 25 µl DNase/RNase-free water. Final RNA concentrations were determined using a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Dreieich, Germany).

### Reverse transcription and quantitative PCR

Reverse transcription and quantitative PCR were carried out as previously described [38, 91, 98, 99]. For cDNA synthesis, 500 ng of total RNA from each sample was reverse-transcribed using the iScript cDNA Synthesis Kit (Bio-Rad, Munich, Germany), following the manufacturer’s instructions. Gene expression of *Chat* (Mm01221882_m1), *Slc5a7* (Mm00452075_m1), and *Slc18a3* (Mm00491465_s1) was quantified using TaqMan Gene Expression Assays (Applied Biosystems, Darmstadt, Germany) on a StepOnePlus Real-Time PCR System (Applied Biosystems, Darmstadt, Germany). Each reaction contained 4 ng of cDNA. Threshold cycle (Ct) values for target genes were normalized to *Actb* (Mm00607939_s1) from the same well. Relative expression levels were calculated using the 2^(ΔCt)^ method, where ΔCt = Ct_(*Actb*) – Ct_(target gene). Expression levels of additional genes were assessed using a SYBR Green–based method (AMPLIFYME SYBR Universal Mix; Blirt, Gdansk, Poland). Ct values were normalized to *Actb*, measured in a separate well on the same 96-well plate. Relative expression was again calculated using the 2^(ΔCt)^ method, with ΔCt defined as above. Primer sequences for SYBR-based qPCR are provided in Supplementary Table 3.

### RNA sequencing

Illumina next-generation sequencing libraries, prepared from high-quality input RNA, were analyzed on an Illumina HiSeq 2000 system (Illumina Inc., San Diego, CA, USA) using 50 bp single-end sequencing. Following quality control and adapter trimming using custom software, reads were aligned to the mouse mm10 genome using STAR version 2.4.0 [100]. Gene-level read counts for uniquely aligned reads were determined using featureCounts [101] and subsequently imported into R for differential expression analysis with DESeq2 [102] to identify genes modulated by age, APP overexpression, or an age × APP interaction, with sex included as a covariate. The false discovery rate (FDR) threshold was set at 0.05. For downstream interpretation of differentially expressed genes, Ingenuity Pathway Analysis (IPA) (Ingenuity Systems Inc., Redwood City, CA, USA) was used to perform integrative pathway and functional enrichment analysis. The sample sizes were as follows: APP 12 → 24mo, *n* = 4 mice (2 males and 2 females); APP 6 → 18mo, *n* = 4 mice (2 males and 2 females); 24mo control, *n* = 3 mice (2 males and 1 female); 18mo control, *n* = 4 mice (2 males and 2 females).

### Statistics

Statistical analyses were performed using GraphPad Prism (version 10.0.2; GraphPad Software, La Jolla, CA, USA) and IBM SPSS Statistics (version 23; IBM, Armonk, NY, USA). Unless stated otherwise, data were analyzed using two-way analysis of variance (ANOVA) with the between-subjects factors age (24-month-old vs. 18-month-old) and APP overexpression (APP overexpression vs. APP expression suppressed by doxycycline). Fisher’s LSD test was used for posthoc analyses, where appropriate. Statistical significance was defined as follows: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

Supplementary Material 4.

## Data Availability

Raw RNA sequencing files and normalized count data from Fig. 6 and Supplementary Fig. 7 are available in the Gene Expression Omnibus (GEO) under accession number GSE271806.

# Supplementary material for: Selective vulnerability of the aging cholinergic system to amyloid pathology revealed by induced APP overexpression
**Source:** J Neuroinflammation. 2026 Jan 7;23:39. doi: 10.1186/s12974-025-03682-2

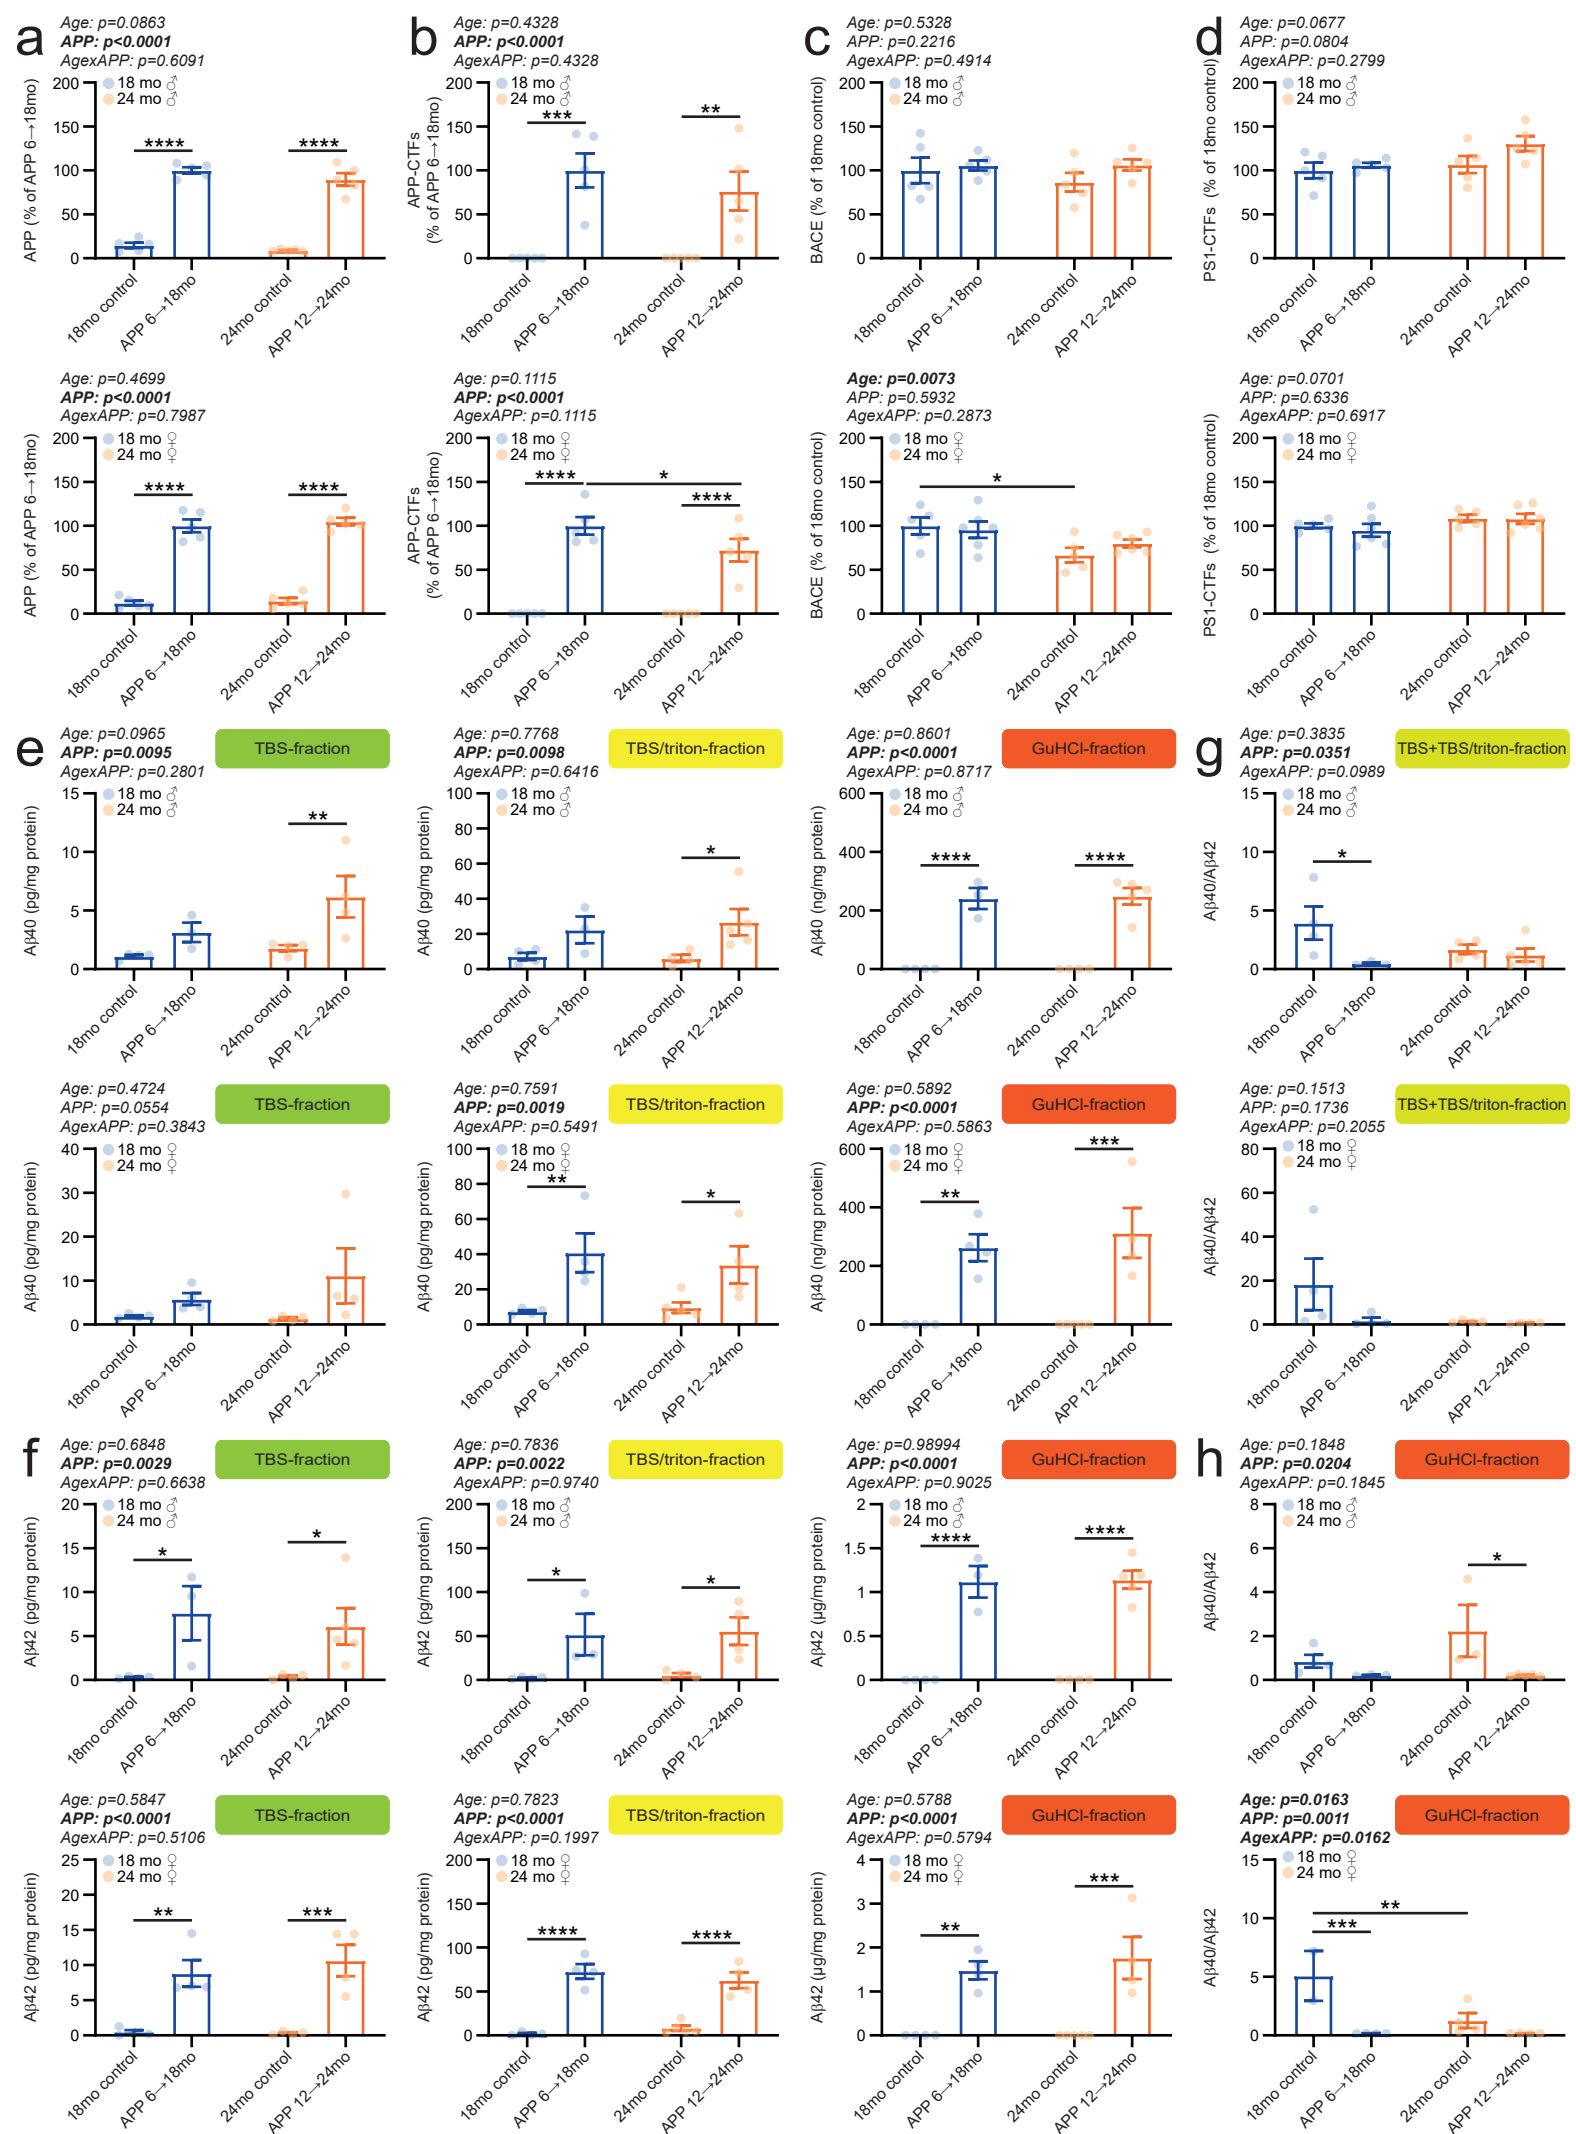

Supplementary Figure 2

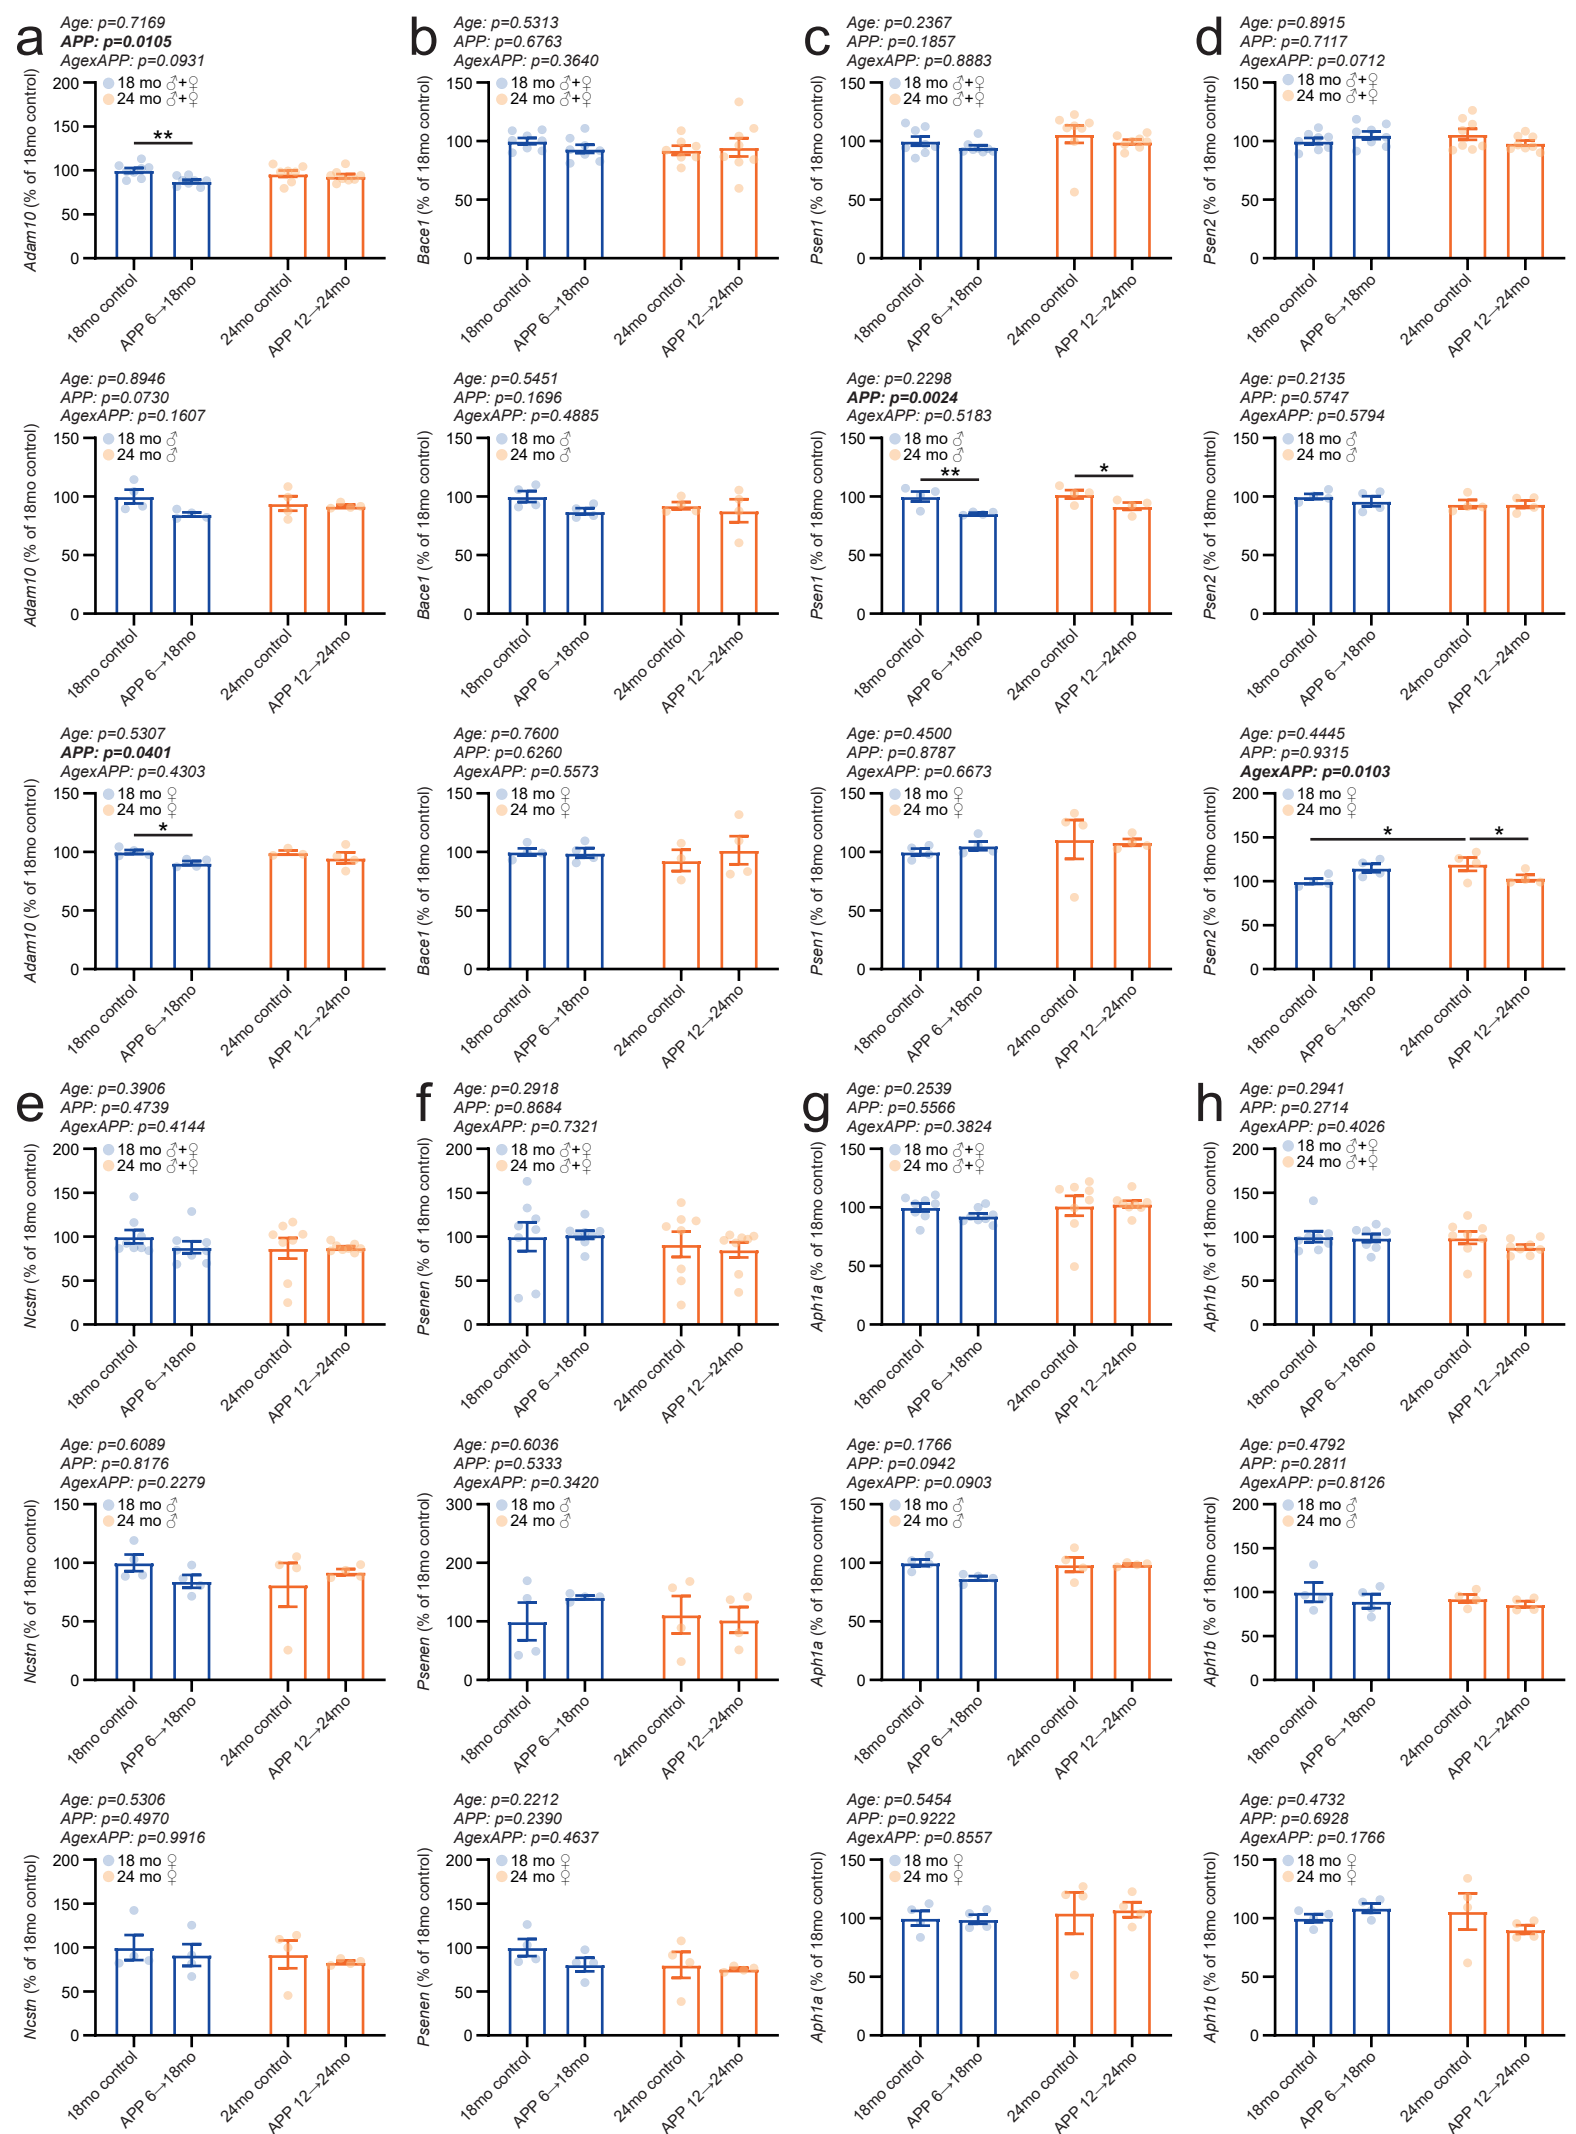

Supplementary Figure 3

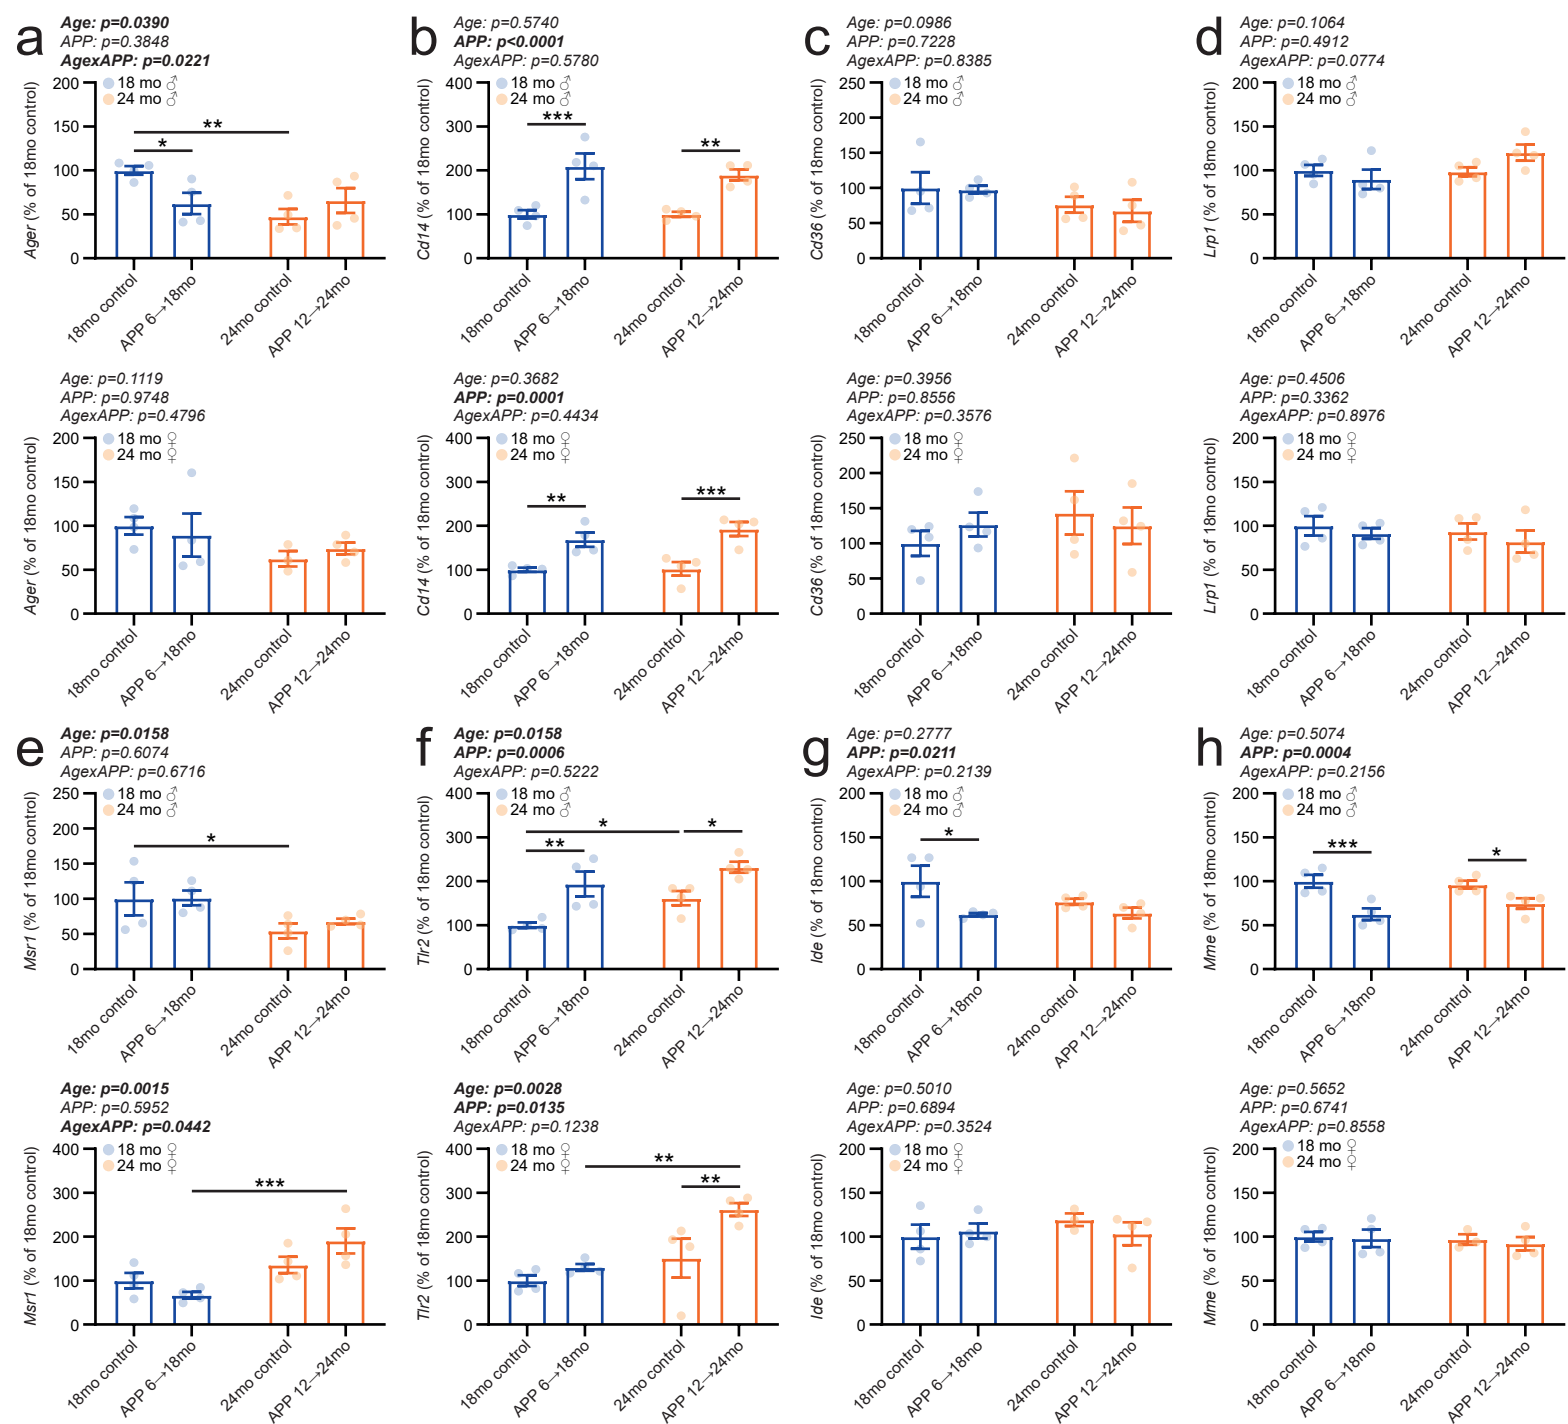

Supplementary Figure 4

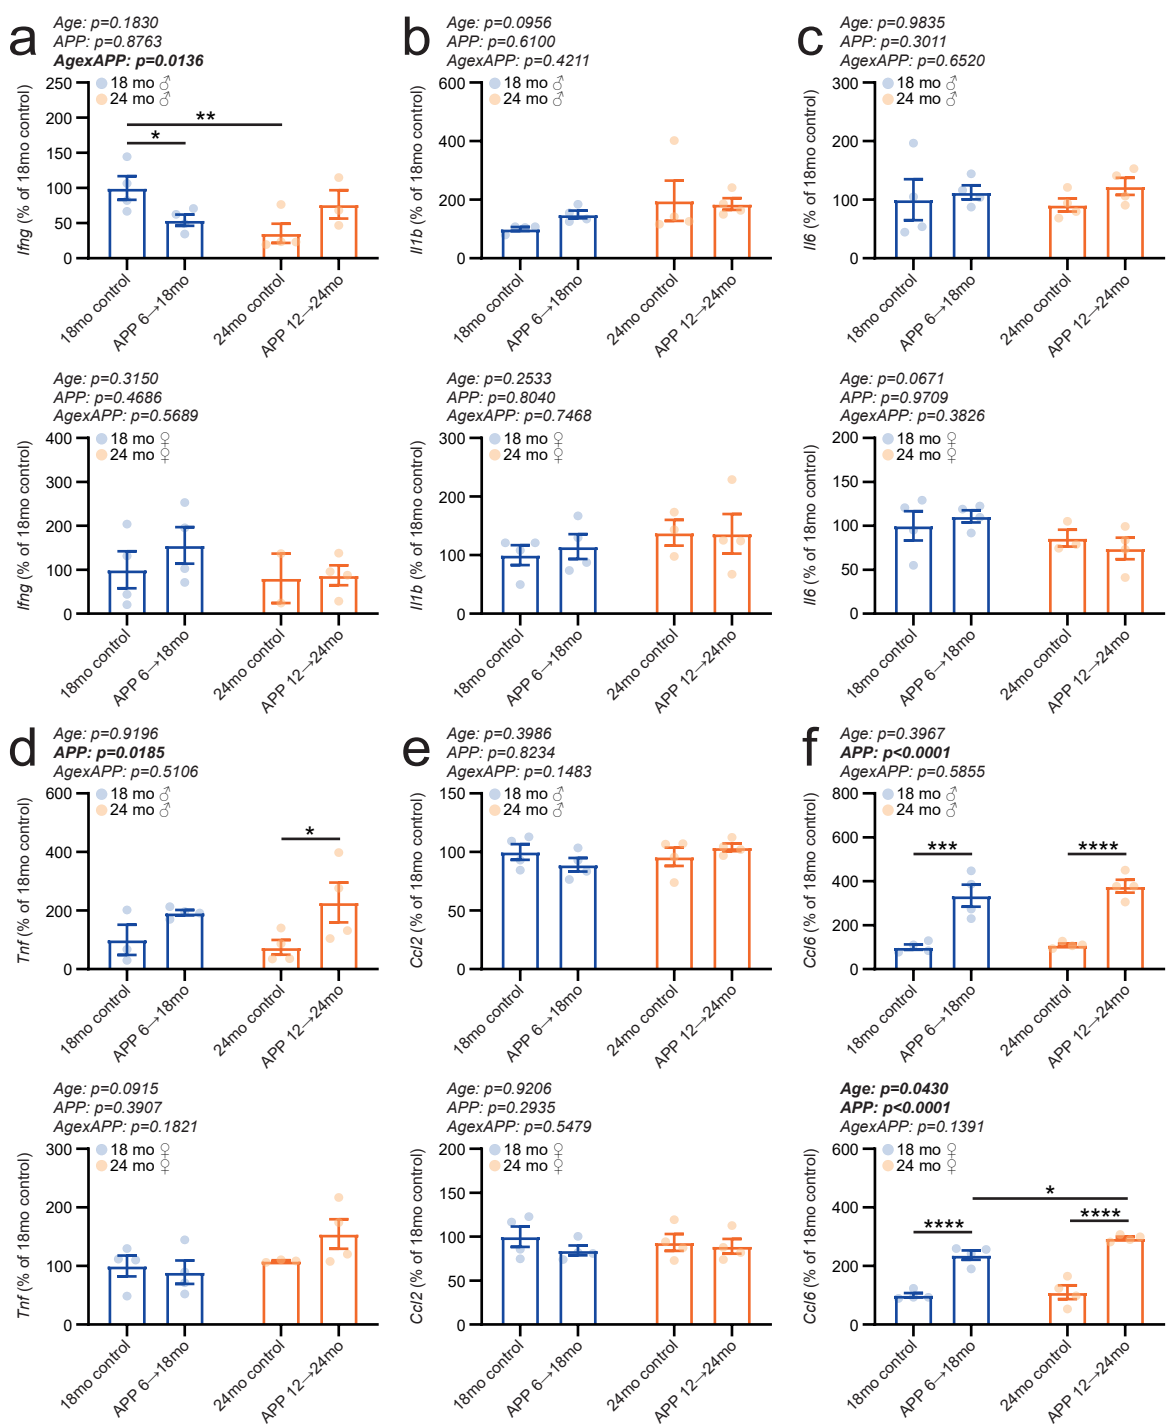

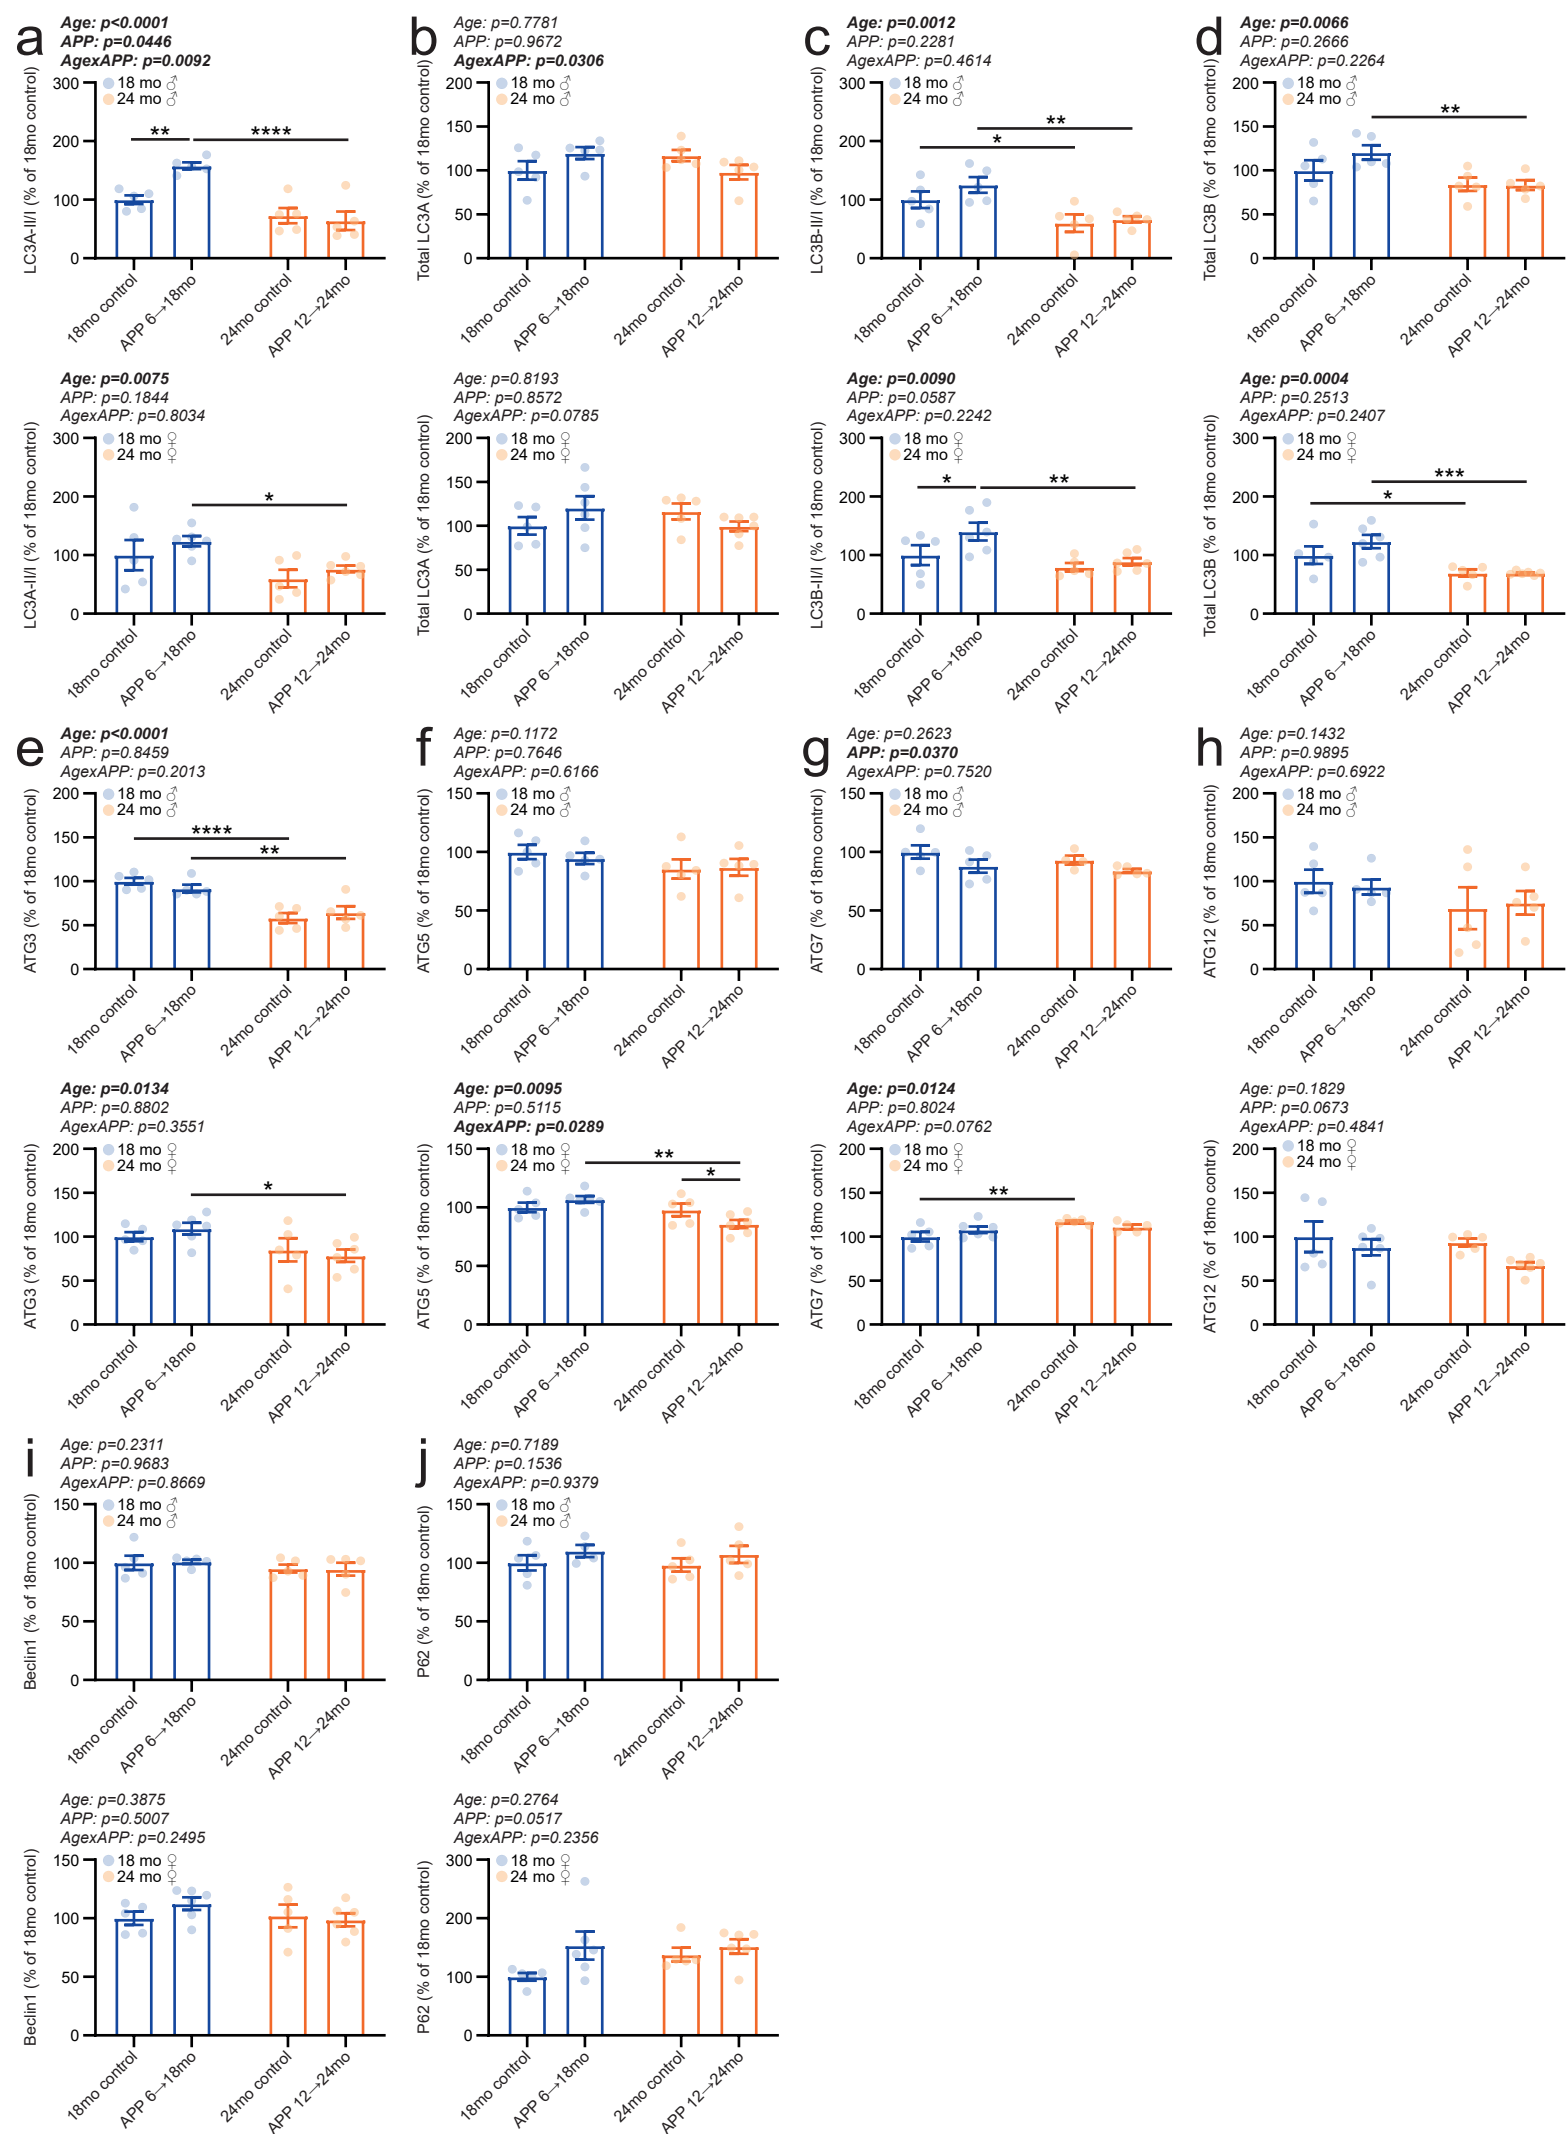

Supplementary Figure 6

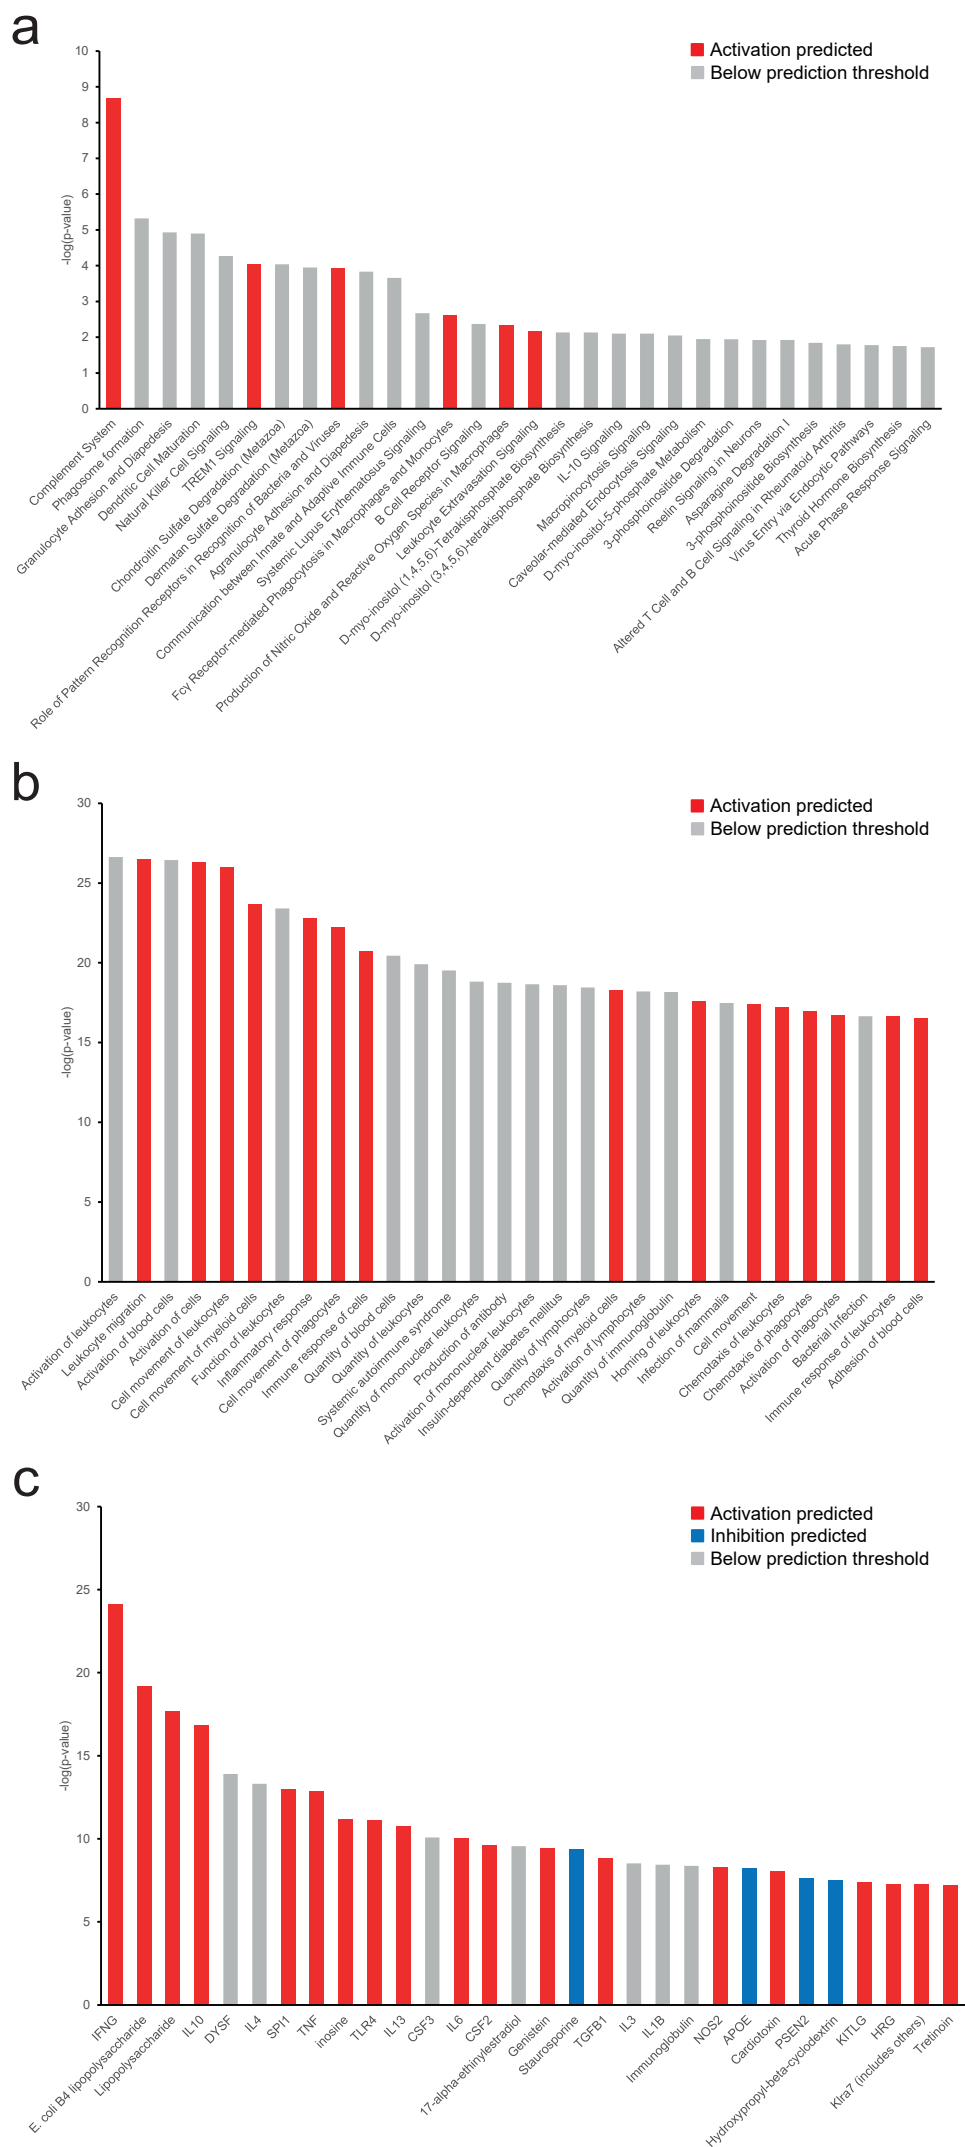

Supplementary Figure 7

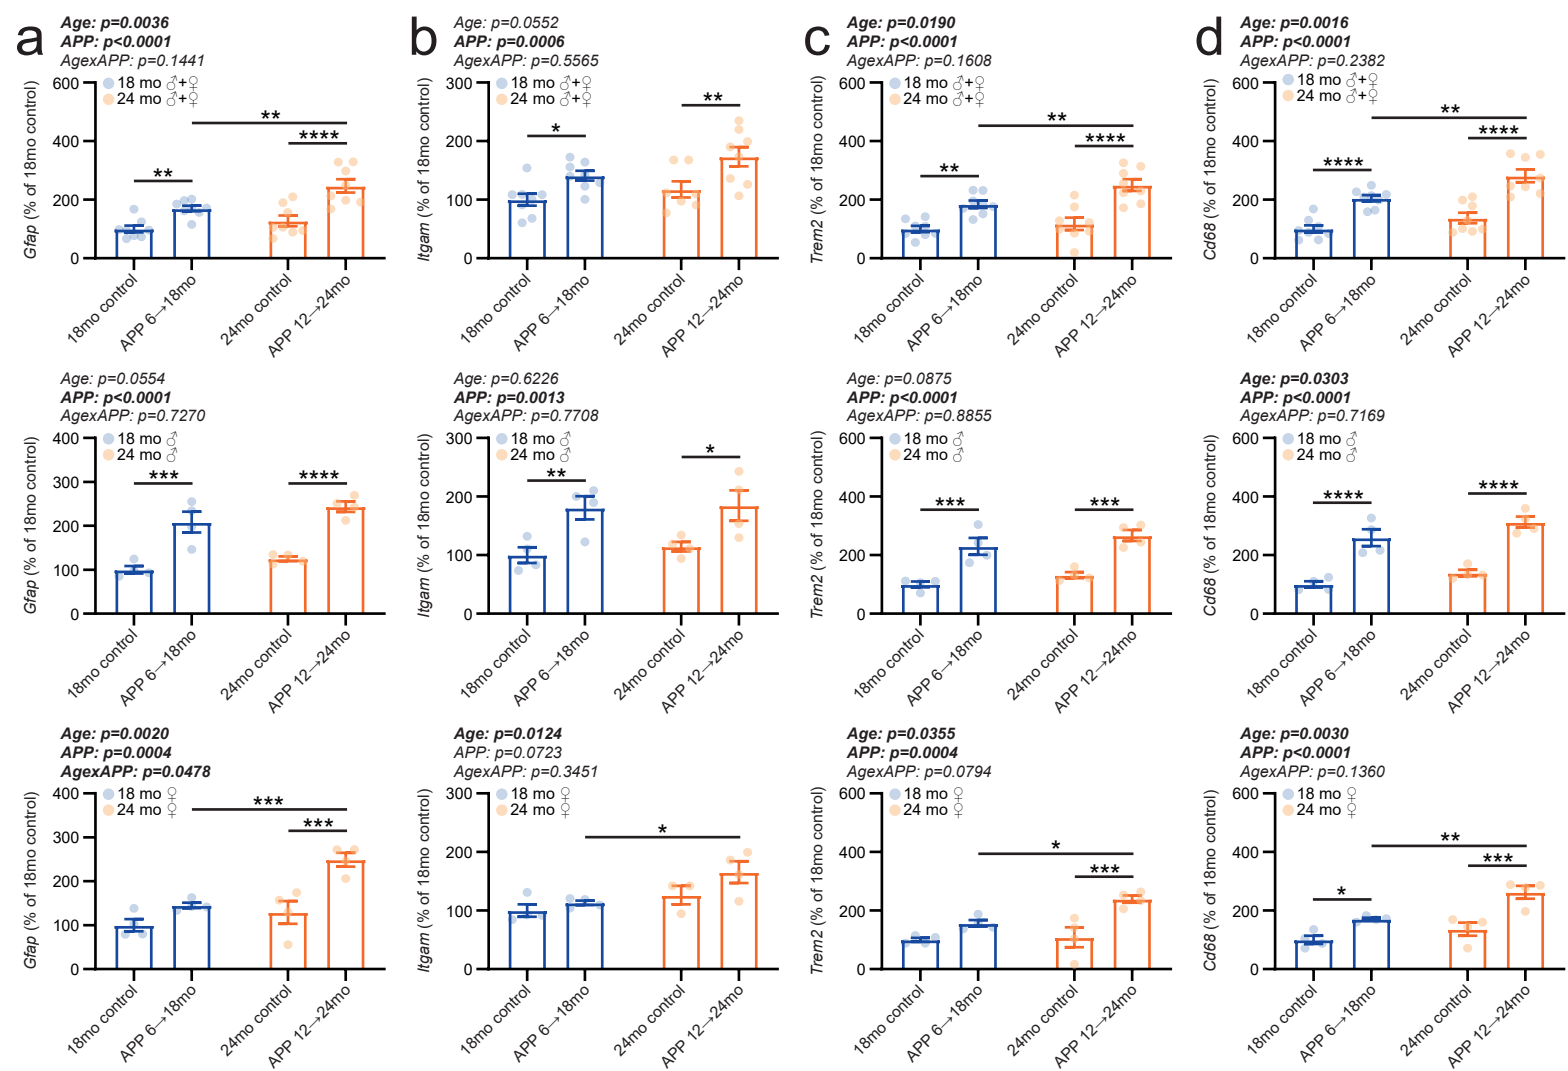

Supplementary Figure 8

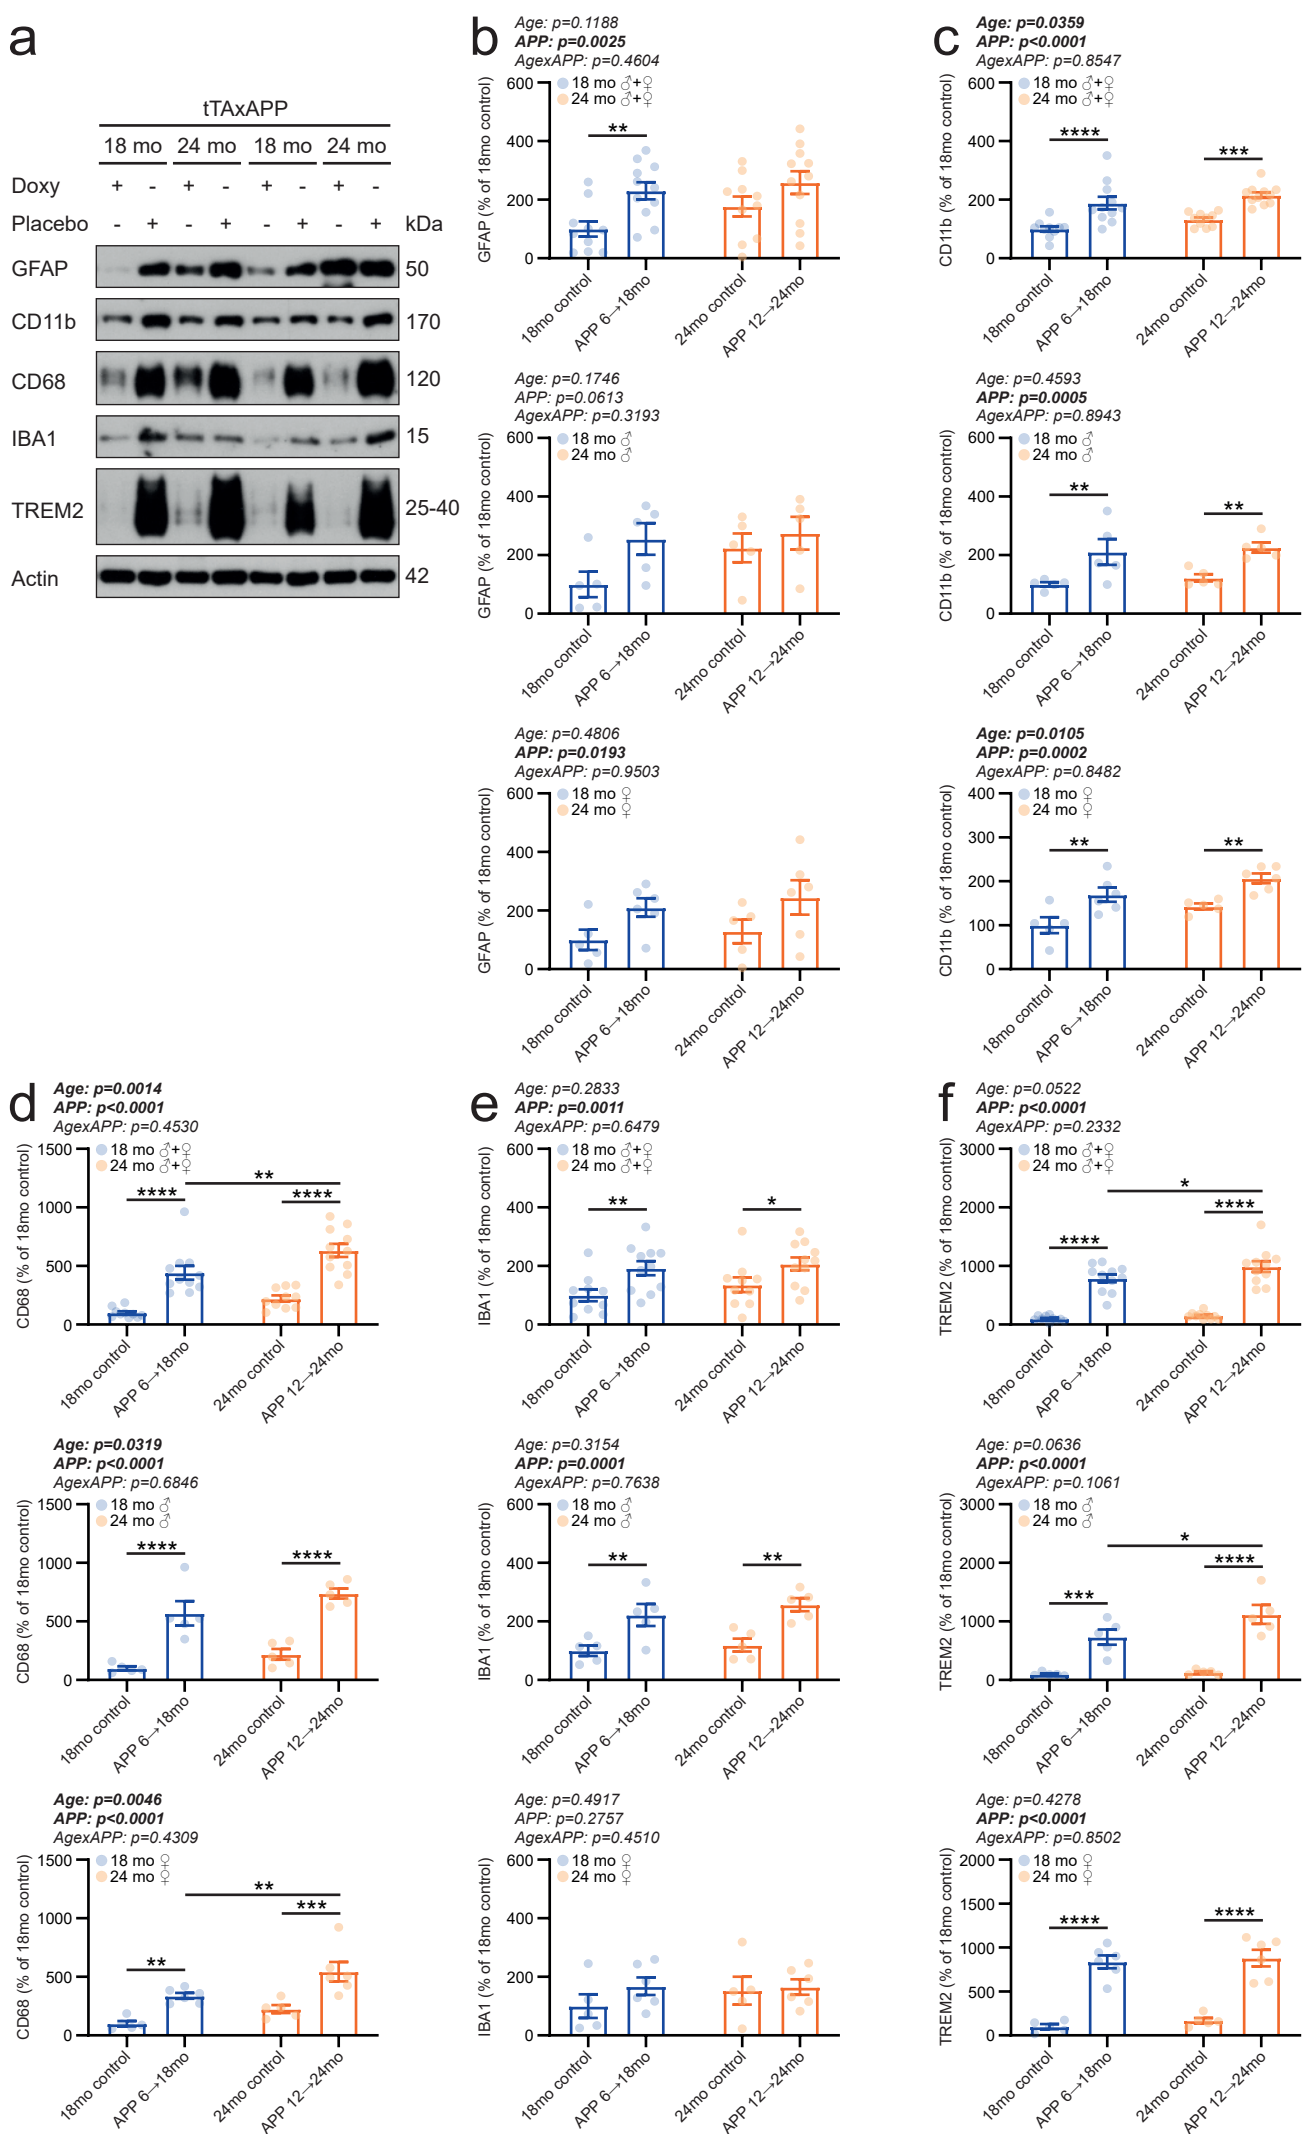

Supplementary Figure 9

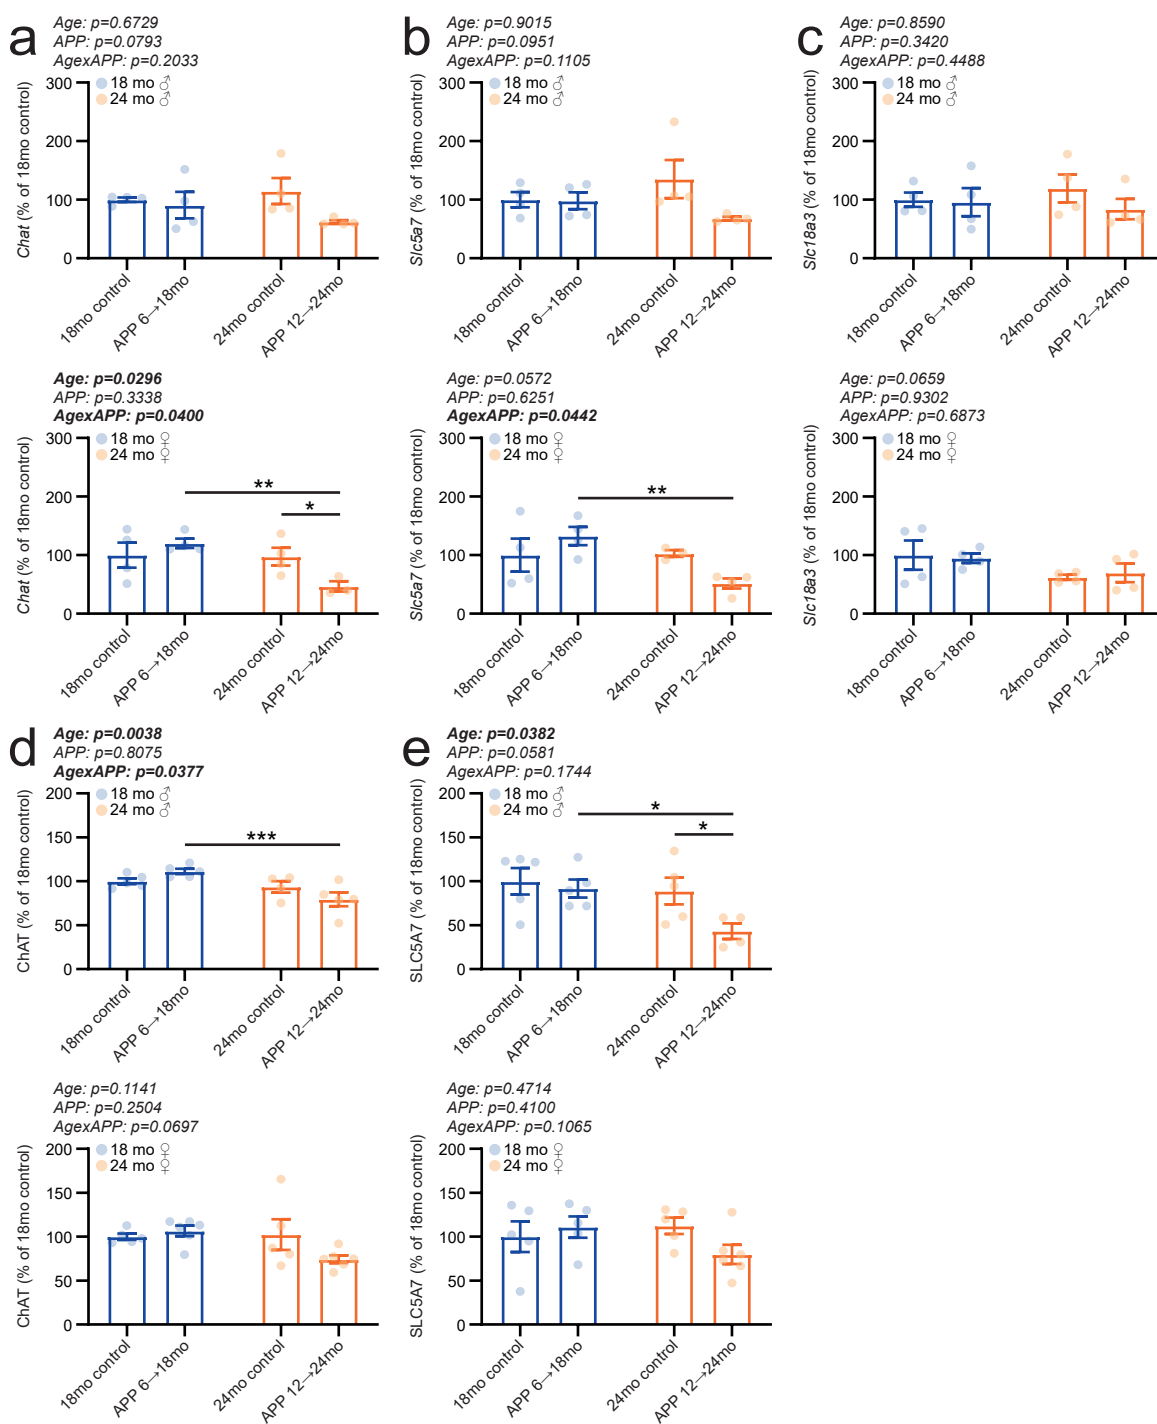

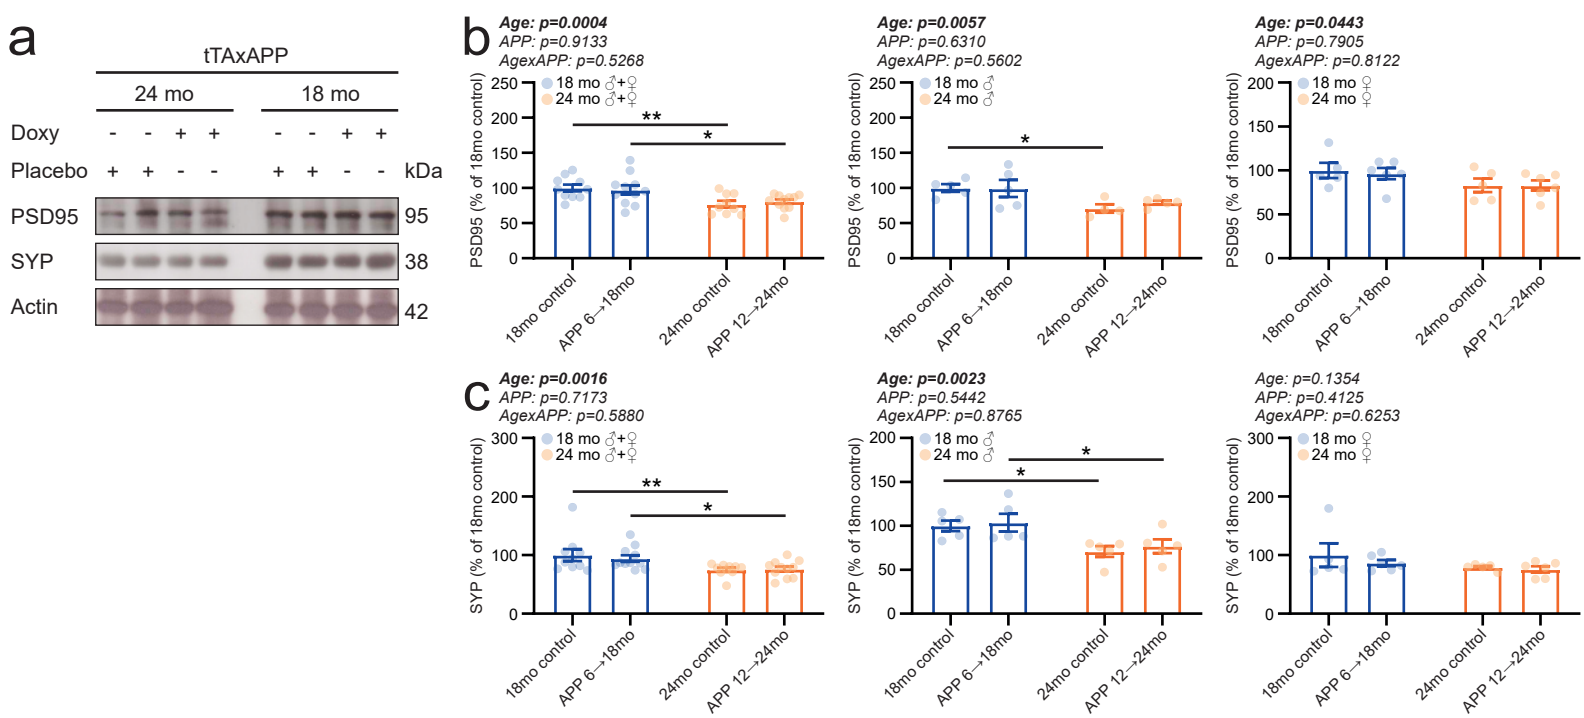

**Supplement:** Supplementary file 1 — Supplementary Material 1.

# Supplementary material for: Selective vulnerability of the aging cholinergic system to amyloid pathology revealed by induced APP overexpression
**Source:** J Neuroinflammation. 2026 Jan 7;23:39. doi: 10.1186/s12974-025-03682-2
**Supplement:** Supplementary file 2 — Supplementary Material 2.

# **Selective Vulnerability of the Aging Cholinergic System to Amyloid Pathology Revealed by Induced APP Overexpression**

Kan Xie<sup>1</sup>, Devon Ryan<sup>1§</sup>, Susanne Schröder<sup>1</sup>, Lena Freund<sup>1&</sup>, Stefan Bonn<sup>2</sup>, Yu Zhou<sup>3</sup> and Dan Ehninger<sup>1\*</sup>

**Supplementary Table 1. Comparison of APP-associated differentially expressed genes (DEGs) uncovered in the present study with a systematic meta-analysis of human AD transcriptomic datasets**

| <b>Gene symbol</b>   | <b>DEG in the present study</b> | <b>DEG in human AD by Yuen et al., 2020</b> |
|----------------------|---------------------------------|---------------------------------------------|
| <i>4632428N05Rik</i> | True                            | False                                       |
| <i>Adam33</i>        | True                            | True                                        |
| <i>Anxa4</i>         | True                            | False                                       |
| <i>App</i>           | True                            | False                                       |
| <i>Ar111</i>         | True                            | True                                        |
| <i>Asb10</i>         | True                            | True                                        |
| <i>Aspg</i>          | True                            | True                                        |
| <i>Atp13a4</i>       | True                            | False                                       |
| <i>B430306N03Rik</i> | True                            | False                                       |
| <i>C1qa</i>          | True                            | True                                        |
| <i>C1qb</i>          | True                            | False                                       |
| <i>C1qc</i>          | True                            | True                                        |
| <i>C3ar1</i>         | True                            | True                                        |
| <i>C4b</i>           | True                            | True                                        |
| <i>Cckbr</i>         | True                            | True                                        |
| <i>Ccl3</i>          | True                            | False                                       |
| <i>Ccl4</i>          | True                            | True                                        |
| <i>Ccl6</i>          | True                            | False                                       |
| <i>Cd14</i>          | True                            | True                                        |
| <i>Cd180</i>         | True                            | True                                        |
| <i>Cd37</i>          | True                            | True                                        |
| <i>Cd44</i>          | True                            | True                                        |
| <i>Cd52</i>          | True                            | False                                       |
| <i>Cd53</i>          | True                            | True                                        |
| <i>Cd68</i>          | True                            | False                                       |
| <i>Cd72</i>          | True                            | False                                       |
| <i>Cd84</i>          | True                            | True                                        |
| <i>Cd9</i>           | True                            | False                                       |
| <i>Clec7a</i>        | True                            | True                                        |
| <i>Creg1</i>         | True                            | False                                       |
| <i>Csf1r</i>         | True                            | True                                        |
| <i>Csf3r</i>         | True                            | True                                        |
| <i>Cst7</i>          | True                            | True                                        |
| <i>Ctsd</i>          | True                            | False                                       |
| <i>Ctsl</i>          | True                            | True                                        |
| <i>Ctss</i>          | True                            | True                                        |
| <i>Ctsz</i>          | True                            | False                                       |
| <i>Ctnbp2</i>        | True                            | False                                       |
| <i>Cx3cr1</i>        | True                            | False                                       |
| <i>Cxcl5</i>         | True                            | False                                       |
| <i>Dclre1b</i>       | True                            | True                                        |
| <i>Derl1</i>         | True                            | True                                        |
| <i>Dusp14</i>        | True                            | True                                        |
| <i>Fam46c</i>        | True                            | False                                       |
| <i>Fcer1g</i>        | True                            | True                                        |

|                   |      |       |
|-------------------|------|-------|
| <i>Rac2</i>       | True | True  |
| <i>Rdh11</i>      | True | True  |
| <i>Renbp</i>      | True | True  |
| <i>S100a16</i>    | True | False |
| <i>Samsn1</i>     | True | True  |
| <i>Serpina3n</i>  | True | False |
| <i>Slamf9</i>     | True | False |
| <i>Slc11a1</i>    | True | True  |
| <i>Slc14a1</i>    | True | True  |
| <i>Slc15a2</i>    | True | True  |
| <i>Slc15a3</i>    | True | True  |
| <i>Slc5a7</i>     | True | True  |
| <i>St14</i>       | True | True  |
| <i>St6galnac2</i> | True | False |
| <i>Stac3</i>      | True | False |
| <i>Stard4</i>     | True | False |
| <i>Syngn2</i>     | True | False |
| <i>Tbxas1</i>     | True | True  |
| <i>Tlr13</i>      | True | False |
| <i>Tlr2</i>       | True | True  |
| <i>Tmem176a</i>   | True | True  |
| <i>Tnfaip8l2</i>  | True | False |
| <i>Tnfrsf1a</i>   | True | True  |
| <i>Tnfsf8</i>     | True | False |
| <i>Trem2</i>      | True | True  |
| <i>Trem12</i>     | True | False |
| <i>Trpm1</i>      | True | True  |
| <i>Tyrobp</i>     | True | True  |
| <i>Wfdc17</i>     | True | False |

## Supplementary Table 2. Gene expression levels of mouse brain cell lineage markers

Differential expression analysis was conducted to compare brain transcriptomic profiles between APP 6→18mo (2 males and 2 females), APP 12→24mo (2 males and 2 females), and age-matched controls (2 male and 1 female 18-month-old controls; 2 male and 2 female 24-month-old controls). A false discovery rate (FDR) threshold of 0.05 was applied. Statistically significant comparisons are highlighted in bold. NA = p-value not available.

| Cell type | Specific cell type | Gene           | P-value (Age) | P-value (APP)     | P-value (AgexAPP) |
|-----------|--------------------|----------------|---------------|-------------------|-------------------|
| Glia      | Astrocytes         | <i>Aldh1l1</i> | 0.9998        | 0.9492            | 0.9999            |
|           |                    | <i>Aldoa</i>   | 0.9998        | 0.8978            | 0.9999            |
|           |                    | <i>Aldob</i>   | 0.9998        | 0.9525            | 0.9999            |
|           |                    | <i>Aldoc</i>   | 0.9998        | 0.8041            | 0.9999            |
|           |                    | <i>Aqp4</i>    | 0.9998        | 0.1118            | 0.9999            |
|           |                    | <i>Coro1a</i>  | 0.9998        | 0.8978            | 0.9999            |
|           |                    | <i>Gfap</i>    | 0.9998        | <b>&lt;0.0001</b> | 0.9999            |
|           |                    | <i>Igfbp3</i>  | 0.9998        | 0.9924            | 0.9999            |
|           |                    | <i>S100b</i>   | 0.9998        | 0.5919            | 0.9999            |
|           | Microglia          | <i>Aif1</i>    | 0.9998        | 0.6631            | 0.9999            |
|           |                    | <i>C1qA</i>    | 0.9998        | <b>&lt;0.0001</b> | 0.9999            |
|           |                    | <i>C1qB</i>    | 0.9998        | <b>0.0002</b>     | 0.9999            |
|           |                    | <i>Cd14</i>    | 0.9998        | <b>&lt;0.0001</b> | 0.9999            |
|           |                    | <i>Cd40</i>    | NA            | 0.7956            | 0.9999            |
|           |                    | <i>Cd68</i>    | 0.9998        | <b>&lt;0.0001</b> | 0.9999            |
|           |                    | <i>Cst3</i>    | 0.9998        | 0.8654            | 0.9999            |
|           |                    | <i>Cx3cr1</i>  | 0.9998        | <b>0.0123</b>     | 0.9999            |
|           |                    | <i>Emr1</i>    | 0.9998        | 0.2944            | 0.9999            |
|           |                    | <i>Itgam</i>   | 0.9998        | 0.0901            | 0.9999            |
|           |                    | <i>Nos2</i>    | 0.8248        | 0.9369            | 0.9999            |
|           |                    | <i>P2ry12</i>  | 0.9998        | 0.3255            | 0.9999            |
|           |                    | <i>Ptprc</i>   | 0.9998        | <b>0.0092</b>     | 0.9999            |
|           |                    | <i>Pycard</i>  | 0.9998        | <b>0.0433</b>     | 0.9999            |
|           |                    | <i>Spi1</i>    | 0.9998        | 0.0647            | 0.9999            |
|           |                    | <i>Tlr2</i>    | 0.9998        | <b>0.0139</b>     | 0.9999            |
|           |                    | <i>Tmem119</i> | 0.9998        | 0.9984            | 0.9999            |
|           | Oligodendrocytes   | <i>Cldn11</i>  | 0.9998        | 0.5186            | 0.9999            |
|           |                    | <i>Cnp</i>     | 0.9998        | 0.7725            | 0.9999            |
|           |                    | <i>Cspg4</i>   | 0.9998        | 0.9866            | 0.9999            |
|           |                    | <i>Galc</i>    | 0.9998        | 0.8412            | 0.9999            |
|           |                    | <i>Mag</i>     | 0.9998        | 0.8212            | 0.9999            |
|           |                    | <i>Mbp</i>     | 0.9998        | 0.8436            | 0.9999            |
|           |                    | <i>Mog</i>     | 0.9998        | 0.8428            | 0.9999            |

|                      |                         |                  |               |               |               |
|----------------------|-------------------------|------------------|---------------|---------------|---------------|
|                      |                         | <i>Olig1</i>     | 0.9998        | 0.9966        | 0.9999        |
|                      |                         | <i>Olig2</i>     | 0.9998        | 0.9866        | 0.9999        |
|                      |                         | <i>Pdgfra</i>    | 0.9998        | 0.8731        | 0.9999        |
|                      | Radial glia             | <i>Fabp7</i>     | 0.9998        | 0.9905        | 0.9999        |
|                      |                         | <i>Tnc</i>       | 0.9998        | 0.9866        | 0.9999        |
|                      |                         | <i>Vim</i>       | 0.9998        | 0.2078        | 0.9999        |
| Neurons              | Neural progenitor cells | <i>Ascl1</i>     | 0.9998        | 0.9009        | 0.9999        |
|                      |                         | <i>Cntnap1</i>   | 0.9998        | 0.9966        | 0.9999        |
|                      |                         | <i>Cdh1</i>      | 0.9998        | 0.7956        | 0.9999        |
|                      |                         | <i>Cdh2</i>      | 0.9998        | 0.8654        | 0.9999        |
|                      |                         | <i>Fut4</i>      | NA            | 0.9785        | 0.9999        |
|                      |                         | <i>Msi1</i>      | 0.9998        | 0.9782        | 0.9999        |
|                      |                         | <i>Msi2</i>      | 0.9998        | 0.9866        | 0.9999        |
|                      |                         | <i>Nes</i>       | 0.9998        | 0.9492        | 0.9999        |
|                      |                         | <i>Notch1</i>    | 0.9998        | 0.9534        | 0.9999        |
|                      |                         | <i>Otx2</i>      | 0.9998        | 0.9292        | 0.9999        |
|                      |                         | <i>Pax3</i>      | NA            | 0.5508        | 0.9999        |
|                      |                         | <i>Pax6</i>      | 0.9998        | 0.9083        | 0.9999        |
|                      |                         | <i>Smarca4</i>   | 0.9998        | 0.8640        | 0.9999        |
|                      |                         | <i>Sox1</i>      | 0.9998        | 0.9994        | 0.9999        |
|                      |                         | <i>Sox2</i>      | 0.9998        | 0.8519        | 0.9999        |
|                      |                         | Immature neurons | <i>Dcx</i>    | 0.9998        | 0.9429        |
|                      | <i>Eno2</i>             |                  | 0.9998        | 0.7846        | 0.9999        |
|                      | <i>Ncam1</i>            |                  | 0.9998        | 0.8654        | 0.9999        |
|                      | <i>Neurod1</i>          |                  | 0.9998        | 0.7824        | 0.9999        |
|                      | <i>Stmn1</i>            |                  | 0.9998        | 0.9045        | 0.9999        |
|                      | <i>Tbr1</i>             |                  | 0.9998        | 0.9740        | 0.9999        |
|                      | Mature neurons          | <i>Dlg4</i>      | 0.9998        | 0.5281        | 0.9999        |
|                      |                         | <i>Ina</i>       | 0.9998        | 0.9080        | 0.9999        |
|                      |                         | <i>Map2</i>      | 0.9998        | 0.9898        | 0.9999        |
|                      |                         | <i>Mapt</i>      | 0.9998        | 0.9510        | 0.9999        |
|                      |                         | <i>Nefh</i>      | 0.9998        | 0.7970        | 0.9999        |
|                      |                         | <i>Nefl</i>      | 0.9998        | 0.9357        | 0.9999        |
|                      |                         | <i>Nefm</i>      | 0.9998        | 0.9084        | 0.9999        |
|                      |                         | <i>Nrp1</i>      | 0.9998        | 0.8505        | 0.9999        |
|                      |                         | <i>Rbfox3</i>    | 0.9998        | 0.8978        | 0.9999        |
|                      |                         | <i>Syp</i>       | 0.9998        | 0.5319        | 0.9999        |
|                      |                         | <i>Thy1</i>      | 0.9998        | 0.8695        | 0.9999        |
|                      |                         | <i>Tubb3</i>     | 0.9998        | 0.9984        | 0.9999        |
|                      | <i>Uchl1</i>            | 0.9998           | 0.9866        | 0.9999        |               |
|                      | Cholinergic neurons     | <i>Ache</i>      | 0.9998        | 0.9966        | 0.9999        |
|                      |                         | <i>Chat</i>      | <b>0.0003</b> | 0.2561        | <b>0.0241</b> |
| <i>Slc5a7</i>        |                         | <b>0.0004</b>    | <b>0.0068</b> | <b>0.0034</b> |               |
| Dopaminergic neurons | <i>Dbh</i>              | 0.9998           | 0.9168        | 0.9999        |               |
|                      | <i>Foxa2</i>            | NA               | NA            | 0.9999        |               |
|                      | <i>Kcnj3</i>            | 0.9998           | 0.1830        | 0.9999        |               |

|  |                              |                |        |        |        |
|--|------------------------------|----------------|--------|--------|--------|
|  |                              | <i>Lmx1b</i>   | NA     | 0.9587 | 0.9999 |
|  |                              | <i>Nr4a2</i>   | 0.9998 | 0.8519 | 0.9999 |
|  |                              | <i>Ppp1r1b</i> | 0.9998 | 0.9686 | 0.9999 |
|  |                              | <i>Slc6a2</i>  | 0.9998 | 0.9779 | 0.9999 |
|  |                              | <i>Slc6a3</i>  | 0.9998 | 0.8702 | 0.9999 |
|  |                              | <i>Th</i>      | 0.9998 | 0.4542 | 0.9999 |
|  | <b>GABAergic neurons</b>     | <i>Adora2a</i> | 0.9998 | 0.9714 | 0.9999 |
|  |                              | <i>Calb1</i>   | 0.9998 | 0.8686 | 0.9999 |
|  |                              | <i>Calb2</i>   | 0.9998 | 0.9586 | 0.9999 |
|  |                              | <i>Gabbr1</i>  | 0.9998 | 0.8519 | 0.9999 |
|  |                              | <i>Gabbr2</i>  | 0.9514 | 0.9774 | 0.9999 |
|  |                              | <i>Gad1</i>    | 0.9998 | 0.9133 | 0.9999 |
|  |                              | <i>Gad2</i>    | 0.9998 | 0.8612 | 0.9999 |
|  |                              | <i>Pvalb</i>   | 0.9998 | 0.9309 | 0.9999 |
|  |                              | <i>Penk</i>    | 0.4800 | 0.8395 | 0.9999 |
|  |                              | <i>Slc6a1</i>  | 0.9998 | 0.8702 | 0.9999 |
|  |                              | <i>Slc32a1</i> | 0.9998 | 0.9347 | 0.9999 |
|  |                              | <i>Sst</i>     | 0.9998 | 0.8519 | 0.9999 |
|  | <b>Glutamatergic neurons</b> | <i>Gls</i>     | 0.9998 | 0.9579 | 0.9999 |
|  |                              | <i>Glul</i>    | 0.9998 | 0.9857 | 0.9999 |
|  |                              | <i>Grin1</i>   | 0.9998 | 0.9587 | 0.9999 |
|  |                              | <i>Grin2a</i>  | 0.9998 | 0.9871 | 0.9999 |
|  |                              | <i>Grin2b</i>  | 0.9998 | 0.9083 | 0.9999 |
|  |                              | <i>Slc17a6</i> | 0.9998 | 0.9181 | 0.9999 |
|  |                              | <i>Slc17a7</i> | 0.9998 | 0.5909 | 0.9999 |
|  | <b>Serotonergic neurons</b>  | <i>Fev</i>     | NA     | NA     | 0.9999 |
|  |                              | <i>Slc6a4</i>  | NA     | 0.9391 | 0.9999 |
|  |                              | <i>Tph1</i>    | NA     | NA     | 0.9999 |
|  |                              | <i>Tph2</i>    | 0.9998 | 0.9308 | 0.9999 |

**Supplementary Table 3. Primers used for qPCR-based analyses**

| <b>Gene</b>   | <b>Primer forward</b>   | <b>Primer reverse</b>   |
|---------------|-------------------------|-------------------------|
| <i>Actb</i>   | CCCTGAAGTACCCCATTGAAC   | CCATGTCGTCCCAGTTGGTAA   |
| <i>Adam10</i> | TGATGGTGTCTTGGTCTGG     | CTTGCTTTTCTCACATATTCCCC |
| <i>Ager</i>   | ACCCATCCTACCTTCTCCTG    | GAGCGACTATTCCACCTTCAG   |
| <i>Aph1a</i>  | CCAGTATGGCCTCCTGATTT    | TGATGCTAAGCCCTCATCTG    |
| <i>Aph1b</i>  | TTGGTGTCTCTCCTGCTGTC    | AGCCTGAACAGCTCTTGGAT    |
| <i>Bace1</i>  | TTGTAGGGCTAGGGATGGTC    | CCTAACCCCTGCTGGATGAAT   |
| <i>Ccl2</i>   | AAGAGATCAGGGAGTTTGCT    | CTGCCTCCATCAACCACTTT    |
| <i>Ccl6</i>   | TCTTTATCCTTGTGGCTGTCC   | ATGGGATCTGTGTGGCATAAG   |
| <i>Cd14</i>   | TTTAACTCTGGCGTAGTCACC   | GACCCTCAGAAACCAGGAG     |
| <i>Cd36</i>   | GCGACATGATTAATGGCACAG   | GATCCGAACACAGCGTAGATAG  |
| <i>Cd68</i>   | GTTACTCTCCTGCCATCCTTC   | GCAGGGTTATGAGTGACAGTTG  |
| <i>Gfap</i>   | GAAAACCGCATCACCATTCC    | CTTAATGACCTCACCATCCCG   |
| <i>Ide</i>    | CCCGACTTGATAGACATGGTTC  | CGGTCAGTTTTCCCTTCAAATG  |
| <i>Ifng</i>   | CTTTGGACCCTCTGACTTGAG   | TCAATGACTGTGCCGTGG      |
| <i>Il1b</i>   | GAAGAAGAGCCCATCCTCTG    | TCATCTCGGAGCCTGTAGTG    |
| <i>Il6</i>    | AGTCCGGAGAGGAGACTTCA    | ATTTCCACGATTTCCAGAG     |
| <i>Itgam</i>  | CATCCCATGACCTTCCAAGAG   | GTGCTGTAGTCACACTGGTAG   |
| <i>Lrp1</i>   | GGGAAGTGATGGGAAGTCTTG   | GGATTCATAAGGTTCTCGATGGG |
| <i>Mme</i>    | GATGAGTGGATAAGTGGAGCAG  | CAATGAGTTGGATTGCTGAGC   |
| <i>Msr1</i>   | GGGAACACTCACAGACACTG    | CCCGATCACCTTTAACACCTG   |
| <i>Ncstn</i>  | GTA CTGGCAGGATTGTGTGG   | ATCTGATGAGTGGCGTTGAG    |
| <i>Psen2</i>  | ACGCTGTGTATGATCGTGGT    | TGTTAAGCACGGAGTTGAGG    |
| <i>Psenen</i> | GGTTCTTCAGAGAGGCGTTC    | GATCACCCAGAAGAGGAAGC    |
| <i>Tlr2</i>   | ACA ACTTACCGAAACCTCAGAC | ACCCAGAAAGCATCACATG     |
| <i>Tnf</i>    | CTTCTGTCTACTGAACTTCGGG  | CAGGCTTGTCCTCGAATTTTG   |
| <i>Trem2</i>  | GCTTGGTCATCTCTTTTCTGC   | GTTGAGGGCTTGGGACAG      |

**Supplementary Figure 1. Analyses of behavioral and cognitive assessments stratified by sex.**

(a) Distance traveled, (b) immobile duration, (c) mobile duration, and (d) movement speed recorded in the open field test (5 male and 5 female 18mo controls; 5 male and 6 female APP 6→18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12→24mo). (e) Latency to fall on the accelerating rotarod (5 male and 5 female 18mo controls; 6 male and 6 female APP 6→18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12→24mo). (f) Latency to fall on the inverted screen test (5 male and 5 female 18mo controls; 5 male and 6 female APP 6→18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12→24mo). (g) Percent time spent freezing during the test session in a contextual fear conditioning paradigm (5 male and 5 female 18mo controls; 5 male and 6 female APP 6→18mo; 5 male and 5 female 24mo controls; 5 male and 6 female APP 12→24mo). (h) Swim speed and (i) escape latency during the training phase of the Morris Water Maze (MWM) (5 male and 5 female 18mo controls; 5 male and 6 female APP 6→18mo; 5 male and 4 female 24mo controls; 5 male and 6 female APP 12→24mo). (j) Time spent in the target quadrant (TQ) vs. the average of all other quadrants (AOQ), and (k) number of platform crossings during the MWM probe trial. The panels (i-k) were analyzed by three-way ANOVA. Individual data points and group means  $\pm$  S.E.M. are shown. \*  $p<0.05$ , \*\*  $p<0.01$ .

**Supplementary Figure 2. Levels of APP and brain amyloid burden stratified by sex.**

Quantification of (a) full-length APP and (b) APP C-terminal fragments (APP-CTFs) in 18mo control (5 males and 5 females), APP 6→18mo (5 males and 5 females), 24mo control (5 males and 5 females), and APP 12→24mo (5 males and 5 females). Quantification of (c) BACE

and (d) PS1 C-terminal fragments (PS1-CTFs) in 18mo control (5 males and 5 females), APP 6→18mo (5 males and 6 females), 24mo control (5 males and 5 females), and APP 12→24mo (5 males and 6 females). ELISA-based measurements of (e) A $\beta$ 40 and (f) A $\beta$ 42 levels in TBS-fraction (4 male and 4 female 18mo controls; 3 male and 4 female APP 6→18mo; 4 male and 4 female 24mo controls; 4-5 male and 4 female APP 12→24mo), TBS-triton-fraction (4 male and 4 female 18mo controls; 3 male and 4 female APP 6→18mo; 4 male and 5 female 24mo controls; 4-5 male and 4 female APP 12→24mo), and GuHCl-fraction (4 male and 4 female 18mo controls; 3 male and 4 female APP 6→18mo; 4 male and 5 female 24mo controls; 5 male and 4 female APP 12→24mo). (g) A $\beta$ 40/A $\beta$ 42 ratio calculated for TBS and TBS + Triton X-100 soluble A $\beta$  species. (h) A $\beta$ 40/A $\beta$ 42 ratio for GuHCl-soluble higher-order A $\beta$  aggregates. Individual data points and group means  $\pm$  S.E.M. are shown. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

**Supplementary Figure 3. Gene expression levels of  $\alpha$ -,  $\beta$ -, and  $\gamma$ -secretase components measured by qPCR.**

mRNA levels of (a) *Adam10*, (b) *Bace1*, (c) *Psen1*, (d) *Psen2*, (e) *Ncstn*, (f) *Psenen*, (g) *Aph1a*, and (h) *Aph1b* were measured in brain tissue from APP 6→18mo (4 males and 4 females), APP 12→24mo (4 males and 4 females), and age-matched control mice (4 male and 4 female 18mo controls; 4 male and 3-4 female 24mo controls). Individual data points as well as mean  $\pm$  S.E.M. are shown. \*  $p < 0.05$ , \*\*  $p < 0.01$ .

**Supplementary Figure 4. Sex-stratified analyses of gene transcription of receptors and enzymes critical for A $\beta$  clearance and degradation.**

mRNA levels of (a) *Ager*, (b) *Cd14*, (c) *Cd36*, (d) *Lrp1*, (e) *Msr1*, (f) *Tlr2*, (g) *Ide*, and (h) *Mme* were measured in the brains of APP 6→18mo (4 males and 4 females), APP 12→24mo (4

males and 4 females), and age-matched control animals (4 male and 4 female 18mo controls; 4 male and 3-4 female 24mo controls). Individual data points and group means  $\pm$  S.E.M. are shown. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ .

**Supplementary Figure 5. mRNA levels of inflammatory cytokines and chemokines stratified by sex.**

mRNA levels of (a) *Ifng*, (b) *Il1b*, (c) *Il6*, (d) *Tnf*, (e) *Ccl2*, and (f) *Ccl6* were measured in the brains of APP 6→18mo (4 males and 4 females), APP 12→24mo (3-4 males and 4 females), and age-matched control animals (3-4 male and 4 female 18mo controls; 4 male and 2-4 female 24mo controls). Individual data points and group means  $\pm$  S.E.M. are shown. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ .

**Supplementary Figure 6. Abundance of autophagy marker proteins stratified by sex.**

Levels of (a) LC3A-II/LC3A-I ratio, (b) total LC3A, (c) LC3B-II/LC3B-I ratio, (d) total LC3B, (e) ATG3, (f) ATG5, (g) ATG7, (h) ATG12, (i) Beclin-1, and (j) SQSTM1/p62 were determined by western blot. Sample size was 5 male and 5 female 18mo controls, 4-5 male and 6 female APP 6→18mo, 4-5 male and 5 female 24mo controls, and 5 male and 5-6 female APP 12→24mo. Individual data points and group means  $\pm$  S.E.M. are presented. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ .

**Supplementary Figure 7. Analyses of canonical pathways, diseases and functions, and upstream regulators.**

(a) Canonical pathways, (b) disease and function annotations, and (c) upstream regulators associated with differentially expressed genes were identified by comparing brain transcriptomic profiles between APP 6→18mo (2 males and 2 females), APP 12→24mo (2 males and 2 females), and age-matched controls (2 male and 1 female 18-month-old controls; 2 male and 2 female 24-month-old controls) using Ingenuity Pathway Analysis (IPA). A false discovery rate (FDR) of 0.05 was applied. Predicted pathway activation is shown in red, while predicted inhibition is indicated in blue.

**Supplementary Figure 8. Gene expression levels of astrocytic and microglial lineage markers determined by qPCR.**

mRNA levels of (a) *Gfap*, (b) *Itgam*, (c) *Trem2*, and (d) *Cd68* were quantified in brain tissue from APP 6→18mo (4 males and 4 females), APP 12→24mo (4 males and 4 females), and age-matched control animals (4 male and 4 female 18mo controls; 4 male and 3-4 female 24mo controls). Individual data points as well as means  $\pm$  S.E.M. are presented. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ .

**Supplementary Figure 9. Protein abundance of astrocytic and microglial lineage markers measured by western blot.**

(a) Representative western blot images and quantification of (b) GFAP, (c) CD11b, (d) CD68, (e) IBA1, and (f) TREM2 in 18mo control (5 males and 5 females), APP 6→18mo (5 males and 6 females), 24mo control (5 males and 5 females), and APP 12→24mo (5 males and 6 females) are shown. Individual data points as well as means  $\pm$  S.E.M. are presented. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ .

**Supplementary Figure 10. Sex-stratified analyses of cholinergic markers at the transcriptional and protein levels.**

mRNA levels of (a) *Chat*, (b) *Slc5a7*, and (c) *Slc18a3* were measured by qPCR in 18mo control (4 males and 4 females), APP 6→18mo (4 males and 4 females), 24mo control (4 males and 3-4 females), and APP 12→24mo (4 males and 3-4 females). Protein levels of (d) ChAT and (e) SLC5A7 were quantified by western blot in 5 male and 5 female 18mo controls, 5 male and 5-6 female APP 6→18mo, 4-5 male and 5 female 24mo controls, and 4-5 male and 6 female

APP 12→24mo. Individual data points and group means  $\pm$  S.E.M. are presented. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ .

**Supplementary Figure 11. Abundance of synaptic marker proteins was reduced with age but was not affected by APP expression.**

(a) Representative western blot images are shown. Protein levels of (b) PSD95 and (c) synaptophysin (SYP) were quantified by western blot in 18mo control (5 males and 5 females), APP 6→18mo (5 males and 6 females), 24mo control (4-5 males and 5 females), and APP 12→24mo (5 males and 6 females). Individual data points as well as means  $\pm$  S.E.M. are presented. \*  $p<0.05$ , \*\*  $p<0.01$ .

### **Supplementary Data 1. Differentially expressed genes identified by whole-brain RNA sequencing.**

This file contains genes differentially expressed in association with sex, age, mutant APP expression, and the age × APP interaction. 

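For each comparison, the file lists a log2 fold change and an adjusted p per gene. The age table read here held 273 of the 41388 genes, and the sex table 1999, so neither was used for an overlap or a set test. Over these 273 genes, the log2 changes of the age table differed by a median of 0.000177 from those of DESeq2 for APP 12 → 24mo libraries against those labelled 18mo control. The closest comparison with the labels as given differed by a median of 0.113.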

Analyses were performed by comparing brain transcriptomes of APP 6→18mo (2 males and 2 females), APP 12→24mo (2 males and 2 females), and age-matched control mice (2 male and 1 female 18-month-old controls; 2 male and 2 female 24-month-old controls). A false discovery rate (FDR) threshold of 0.05 was applied.

### **Supplementary Data 2. Canonical pathway, disease/function, and upstream regulator analyses by Ingenuity Pathway Analysis.**

This file summarizes canonical pathways, disease and biological functions, and upstream regulators identified through Ingenuity Pathway Analysis (IPA) of differentially expressed genes in association with age, mutant APP expression, and the age × APP interaction. 

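The file lists 898 upstream regulators, 490 of them with an expression log ratio, and 467 of these were matched to a gene by symbol. Their log ratios differed by a median of 0.000425 from DESeq2's log2 change of the libraries labelled APP 6 → 18mo against those labelled 18mo control, with sign as labelled. App goes against the labels in this comparison.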

Analyses were based on comparisons of brain transcriptomic profiles between APP 6→18mo (2 males and 2 females), APP 12→24mo (2 males and 2 females), and age-matched control mice (2 male and 1 female 18-month-old controls; 2 male and 2 female 24-month-old controls). A false discovery rate (FDR) threshold of 0.05 was applied.

How the deposited data were processed for this re-analysis (not part of the article)

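RNA from frozen hemispheres of 15 tTAxAPP mice was sequenced in 4 groups, 18mo control (n = 4), APP 6 → 18mo (n = 4), 24mo control (n = 3) and APP 12 → 24mo (n = 4), named by the sample labels. Control mice received Doxy chow at 200 mg/kg throughout, and APP-induced mice were without Doxy for the last 12 months. The authors trimmed the reads, aligned them to mm10 with STAR, counted uniquely aligned reads per gene with featureCounts and tested them with DESeq2. The values deposited by the authors are a normalized signal per gene, in which reads per gene were divided by a size factor for each library. Whole reads were recovered by dividing each library's values by its smallest value above 0, which left 100% of the values whole numbers.

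Between 7903241 and 32065696 reads per library were recovered on 41388 genes, and the normalized totals lay between 22920000 and 24070000. The 24mo control library of mouse 3 had the fewest reads, so its values of genes with few reads are the least precise. No columns were left unused. The 21 pairs of libraries within groups differed by more than counting noise (chi-square per degree of freedom of at least 6.82), and none was counted as a duplicate. Their Pearson r on log2 values lay between 0.982 and 0.993. Gene symbols came from GENCODE annotation of mm10, and 40254 identifiers (97.3%) matched. Symbols that the paper printed in older forms were matched through RefSeq synonyms.

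The main test used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1) with an intensity trend, over the 16684 genes with a mean of at least 10 normalized counts. The model had 4 group means and sex. Contrasts were the APP effect at each age and averaged, the age effect within each treatment and averaged, and the age × APP interaction. Sex × APP was fitted in a second model. P-values were two-sided and Benjamini-Hochberg adjusted, with a threshold of 0.05. Single genes were also compared with exact two-sided permutation tests on log2(normalized count + 1). Lineage marker sets of Supplementary Table 2 with at least 3 tested genes were tested with fry, and camera with an inter-gene correlation of 0.01 was an alternative.

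The genes named in the text were chosen by a rule written before the data were examined. It covers every gene the paper names from its RNA-seq analysis and every marker of Supplementary Table 2 past the threshold in any contrast. It also covers the 5 genes with the largest averaged APP change among those past the threshold whose libraries do not overlap, and up to 5 genes by adjusted p for the age, interaction and sex × APP contrasts. Genes that the paper measured by qPCR and that no part of this rule covers appear only in the closing section.

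Alternatives chosen before the data were examined were a pseudocount of 0.1 or 5, no filter on low values, a minimum mean of 50, no sex covariate, quantile normalization, division by the sum over tested genes, edgeR 4.0.16 quasi-likelihood tests with TMM, DESeq2 1.42.0 Wald tests, array weights, fits of only the groups compared, the effect at 1 reference level (APP at 18 months, age in APP-induced mice) in place of an average, other gene sets for the slope, and each library left out in turn. The exchange of the 18-month treatment labels, and each of these settings together with it, was chosen after the data were seen. Lists of marker genes for basal forebrain cholinergic neurons, brainstem and motor nuclei, medial habenula, striatum, choroid plexus, cerebellum, olfactory bulb, pituitary and blood were written by hand.

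Repeated fits over other splits of the libraries drew 100 splits where more exist, with random seed 1. The methods were tested on simulated counts with 200 changed genes at a log2 change of 1.5. With a changed APP effect, limma called 198 of the 200 changed genes and 4 unchanged ones, DESeq2 196 and 15, and edgeR 199 and 6. With a changed interaction, limma called 161 and 12, and with a changed age effect 200 and 11. Ingenuity Pathway Analysis, qPCR and western blot data were not analysed here.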

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

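All tests of explanations in this part were chosen only after the result was seen.

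In 2 of 84 combinations of a named gene and a group of 4 libraries, 1 library lay far from the other 3. Chance gives about 4.2 such cases, so they form no pattern beyond it. Cd14 was 207.7 normalized counts in the APP 12 → 24mo library of mouse 27, on 224 reads, against 138.3 to 143.3 in the others. Adgre1 was 278.8 normalized counts in 1 library labelled 18mo control, that of the male with 25631790 reads in all, on 308 reads, against 203.4 to 212.9 in the others. Neither library was the least deep of its group. No biological explanation was tested, because the design gives these mice no condition of their own.

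As labelled, 120 genes differed in their APP effect between the ages (test of the interaction in limma). Of 100 drawn splits, 1, the real one, gave as many genes. Among the 115 more positive at 24 months is App, so a candidate explanation is an exchange of the treatment labels of the 18-month groups between the sample labels and the study's own analysis. The test of that explanation gave a median difference of 0.000177 between the paper's age table and DESeq2 with exchanged labels, which fits it. A single mislabelled library is excluded, since 8 of the 8 libraries lie opposite to their label for App. An exchange of the 24-month labels is excluded too, since App was higher by 1.34 (log2) in APP 12 → 24mo. A biological difference in response between ages, which the design names, cannot be read from these 120 genes while the labels are in doubt.

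With exchanged labels, DESeq2 gave 3 genes with an interaction, Chat, Slc5a7 and Slc15a2, and limma gave 0, against 723 at an unadjusted p under 0.05. Of 100 drawn splits, 63 gave at least 3 genes with DESeq2, with a median of 6 and up to 1775. The splits move treatment labels while the APP effect stays in the data, and can carry it into the interaction. They therefore cannot tell whether the number of genes is beyond chance. These counts do not say how often other splits give cholinergic genes. Low depth of 1 of the 24mo control libraries is excluded as the whole cause, since the interaction of Slc5a7 was -1.37 without it. The library without which the values came closest to 0 was that of 24mo control mouse 45, with -1.12 for Chat and -1.17 for Slc5a7. A different share of brain regions between hemispheres is weighed under the other observations. The age of onset of induction remains an open biological explanation.

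For age with APP induced as labelled, 122 of the 224 genes past the threshold are not in Supplementary Table 1, and 1 of 35 splits of the 8 libraries gave as many genes as the real one. The comparison sets the libraries labelled APP 6 → 18mo against APP 12 → 24mo libraries, and with exchanged labels its count was 0 (685 at an unadjusted p under 0.05). The same exchange of labels is a candidate explanation for these genes, with the median difference of 0.000177 as its test. Age and treatment cannot be told apart in them while the labels are in doubt.

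With exchanged labels, 28 of the 120 genes of the averaged APP effect are not in Supplementary Table 1, 25 of them higher and 3 lower with APP, and all 28 had the same sign at both ages. Their log2 changes ran from -0.88 to 1.40. Of 100 drawn splits, 1, the real one, gave as many as 120 genes. Of the entries of Supplementary Table 1, 3 could not be matched to an identifier, so up to 3 of the 28 may be listed there under another name. Averaging over 15 libraries, where the test at 18 months alone gave 50 genes, may account for part of them. Whether the amyloid or the transgene itself changes them was not tested.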

How the results depend on the processing

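The exchange of the 18-month labels, alone and with each other setting, is the only alternative chosen after the data were seen. No paired analysis was possible because no mouse number occurs in 2 groups. The cause of the changes given here was not tested, except where a setting tests fewer genes or libraries.

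With DESeq2 in place of limma, the counts as labelled rose to 3 genes for the averaged APP effect, 114 at 18 months, 20 at 24 months, 16 for the averaged age effect, 384 for age with APP induced, 8 for age in controls, 262 for the interaction, 63 for sex and 2 lineage markers. The main counts for these were 0, 50, 4, 0, 224, 3, 120, 8 and 0. The 50, 120 and 224 genes of limma were all among the DESeq2 calls. At 18 months, array weights gave 76 genes, no filter on low values 31, and no sex covariate 18, and all 18 were among the 50. Taking the effect at the reference level gave 50 genes for APP and 224 for age. Camera gave 3 lineage sets for the interaction in place of 1. These were microglia, which holds under fry, and astrocytes and oligodendrocytes (camera adjusted p 0.0479 and 0.0203), which do not (fry adjusted p 0.0829 and 0.375). Of the other camera calls as labelled, those that hold under fry are microglia at 18 months and for age with APP induced, cholinergic neurons for the averaged APP effect and radial glia for sex. With exchanged labels they are microglia at 18 months and for the averaged APP effect, cholinergic neurons for age with APP induced and for the interaction, and radial glia for sex. The slope stayed between -0.635 and -0.567 in the settings that kept the labels and all libraries. Among named genes, effects near 0 changed sign. The APP effect on Ache at 18 months, 0.00 as labelled, was -0.005 with quantile normalization, -0.003 with division by the sum over tested genes and -0.029 with array weights. The interaction of Slc18a3, 0.12 as labelled, was -0.086 with edgeR and -0.059 with DESeq2.

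Leaving out each of the 15 libraries in turn gave from 0 to 3 genes for the averaged APP effect, from 8 to 58 at 18 months, from 3 to 10 at 24 months, from 0 to 16 for the averaged age effect, from 100 to 261 for age with APP induced, from 68 to 150 for the interaction and from 7 to 18 for sex. The lowest count at 18 months came without the female library labelled APP 6 → 18mo that has 26576052 reads, and the lowest for the interaction without 24mo control mouse 80. Lineage markers ranged from 0 to 1 and lineage sets from 0 to 2 for the averaged effect and from 1 to 2 for the interaction. The interaction of Chat ran from -0.39 to 0.018, positive only without 24mo control mouse 45, and the slope from -0.677 to -0.503. The 18-month effect on Ache ran from -0.068 to 0.064 and the interaction of Slc18a3 from -0.150 to 0.499.

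Some libraries decide these ranges, named here by group as labelled, by sex and, where a group has 2 of a sex, as the deeper or shallower one by reads. Without the shallower male of APP 12 → 24mo, the averaged APP effect had 3 genes, the 24-month effect 10 and the averaged lineage sets 2, and with exchanged labels the interaction had 3. Without the deeper male labelled 18mo control, the averaged age effect had 16 genes, sex 18, the interaction 79 and the 24-month effect 9. Without the deeper female labelled 18mo control, the averaged APP effect had 1 gene and the 18-month effect 25, and with exchanged labels the interaction of Slc5a7 passed the threshold. Without 24mo control mouse 80, the averaged age effect had 8 genes and the interaction 68, and with exchanged labels age in controls had 2. Without the deeper male of APP 12 → 24mo the interaction had 71 genes, and without mouse 27 of that group age with APP induced had 100. With exchanged labels, lineage markers rose to 11 without the shallower female labelled 18mo control. Averaged lineage sets as labelled fell to 0 without that female, without the shallower male labelled APP 6 → 18mo, without mouse 27 or 43 of APP 12 → 24mo, and without mouse 45 or 80 of 24mo control. Trem2 at 24 months lost its call in 8 of the 15 fits. The 18-month effect on Ache reversed without the deeper female or deeper male labelled APP 6 → 18mo and without either male labelled 18mo control. The interaction of Slc18a3 reversed without the shallower female labelled APP 6 → 18mo and without mouse 45 or 3 of 24mo control.

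With the 18-month labels exchanged, the averaged APP effect rose to 120 genes, while age with APP induced, age in controls and the interaction fell to 0 each (685, 1346 and 723 at an unadjusted p under 0.05). Lineage markers rose to 7. The interaction turned to -1.286 in Slc5a7 and 1.351 in Slc15a2 (adjusted p 0.933 from limma), and to -0.929 in Slc18a3, and the slope to 0.598. The interaction and the averaged APP effect trade places by algebra, and the sign of every APP effect at 18 months turned by construction. The values became 1.435 for App, 1.618 for Ccl6, 1.056 for Cd14, 1.251 for Cd68, 4.342 for Cst7, 1.207 for Gfap, 1.845 for Prnp, 1.908 for Ptprr, 1.185 for Trem2 and 1.053 for Tyrobp. They became 0.570 for Chat, 0.692 for Slc5a7, -1.011 for Slc15a2, 0.523 for Slc18a3, -0.003 for Ache, 0.742 for C1qa, 0.726 for C1qb, 0.602 for Cx3cr1, 0.635 for Adgre1 and 0.630 for Itgam. The rest were 0.789 for Ptprc, 0.596 for Spi1, 0.881 for Tlr2, 0.259 for Cldn11, 0.463 for Vim, -0.232 for Penk, 0.886 for Flnc and 1.965 for Ccl4.

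With exchanged labels and DESeq2, the counts were 262 genes for the averaged APP effect, 2 for age with APP induced, 9 for age in controls, 3 for the interaction, 1 for sex × APP (Itgax, named after its values were seen) and 13 lineage markers. The interactions passed the threshold at -1.387 in Chat, -1.307 in Slc5a7 and 1.352 in Slc15a2. The effect at the reference level gave 50 genes for APP, and camera gave 3 lineage sets for the averaged effect. Over the fits without 1 library, the counts ran from 68 to 150 for the averaged APP effect, from 0 to 1 for age with APP induced, from 0 to 2 for age in controls and from 0 to 3 for the interaction. Lineage markers ran from 5 to 11, lineage sets from 1 to 2 for the averaged effect and from 0 to 2 for the interaction, and the interaction of Slc5a7 from -1.486 to -1.166.

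Over the 60 results for named genes, the alternatives gave 1616 values, of which 1478 kept direction and side of the threshold, 79 were weaker, 18 stronger and 41 reversed. Over the 27 results for counts, interactions, the slope and lineages there were 695 values, of which 605 stayed the same, 36 were weaker, 47 stronger, 4 reversed and 3 moved. The depth limits genes with few reads most in the 24mo control group, where mouse 3 gave 7903241 reads.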

Differences from the paper's values

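The paper gives 127 genes for the main effect of APP, where 0 passed here as labelled for the effect averaged over both ages. The log ratios of Supplementary Data 2 matched the 18-month change (median difference 0.000425), so the averaged effect may not be the paper's contrast. Under the alternatives set before the data were examined the count lay between 0 and 50, the highest for the effect at 18 months in place of the average, and no single one of them closed the gap. With the 18-month labels exchanged, chosen after seeing the values, it was 120 with limma and 262 with DESeq2 for the averaged effect. The 2 alternatives of DESeq2 and the 18-month effect together gave 114 genes under either labelling, within 1.5 times the paper's count, with 11 of them higher with APP as labelled and 103 with the exchange.

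The paper gives 2 genes for the main effect of age, where 0 passed here for the averaged effect. The alternatives set before the data were examined gave between 0 and 224, the highest for age in APP-induced mice in place of the average, and none had 2. DESeq2 with the 18-month labels exchanged, a setting chosen after seeing the values, gave 2 genes, Chat and Slc5a7, for age with APP induced. The paper's age table matched that contrast (median difference 0.000177) and not the averaged one.

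For the interaction, the paper gives 3 genes and 120 passed here. The count ran from 68 to 262 under the alternatives set before the data were examined. Limma with the exchanged labels gave 0, and DESeq2 with the exchanged labels, chosen after seeing the values, gave 3, Chat, Slc5a7 and Slc15a2.

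The paper's interactions in Fig. 6d, read by eye, are about -1.3 for Chat, about -1.3 for Slc5a7 and about 1.3 for Slc15a2. The values here as labelled were -0.23, 0.10 and -0.67. None of the alternatives set before the data were examined closed these gaps, with ranges from -0.39 to 0.02, from 0.00 to 0.26 and from -0.83 to -0.53. With the exchanged labels, chosen after seeing the values, they were -1.37, -1.29 and 1.35.

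The slope of the 24-month on the 18-month effect is about 0.68 in Fig. 6e, read by eye, and -0.60 here as labelled, between -0.677 and -0.503 under the alternatives set before the data were examined. With the exchanged labels, chosen after seeing the values, it was 0.60, and over the genes called with those labels 0.66.

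Supplementary Data 1 gives the paper's log2 age effects as -1.101 (standard error 0.198) for Chat and -0.896 (standard error 0.165) for Slc5a7. Between the libraries labelled APP 6 → 18mo and APP 12 → 24mo they were -0.525 and -0.18 here, from -0.672 to -0.341 and from -0.278 to -0.073 under the alternatives set before the data were examined, none of which closed the gaps. With the exchanged labels, chosen after seeing the values, they were -1.095 and -0.87.

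The paper's adjusted p of the interaction is 0.0241 for Chat and 0.0034 for Slc5a7, and 0.902 and 0.963 here from limma. The alternatives set before the data were examined gave 0.785 to 0.994 and 0.802 to 1. DESeq2 with the exchanged labels, chosen after seeing the values, gave 0.0283 and 0.00389.

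The paper gives a main effect of APP on astrocyte and microglia markers, where 0 lineage markers passed here as labelled for the averaged effect. At 18 months alone 5 passed, each lower under the label APP 6 → 18mo. In the libraries as labelled, Gfap changed by -1.21 at 18 months and by 0.90 at 24 months. The paper describes a general similarity of APP effects between the ages over its differentially expressed genes, with Chat, Slc5a7 and Slc15a2 as exceptions. Here 5 of 124 had the same sign as labelled. With the exchanged labels, chosen after seeing the values, 7 markers passed, Gfap and 6 microglial ones, and 119 of the 124 genes had the same sign.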

Other observations

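The tests of the striatum, brainstem and medial habenula lists against the libraries labelled APP 6 → 18mo were planned before their results were seen, and all other tests in this part were chosen only after.

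App, Prnp and Ptprr were lower in the libraries labelled APP 6 → 18mo than in those labelled 18mo control. A candidate explanation is that the treatment labels of the 18-month groups are exchanged between the sample labels and the study's own analysis. Over the 273 genes of the paper's age table that were read, DESeq2 for age with APP induced and exchanged labels differed by a median of 0.000177, and the closest contrast with the labels as given by 0.113. Of the 70 ways to pick 4 of the 8 18-month libraries as the younger induced group, the libraries labelled 18mo control came closest to the table (0.00316, next 0.0308), and those labelled APP 6 → 18mo came last (0.126). The log ratios of regulators in Supplementary Data 2 differed by a median of 0.000425 from the 18-month change as labelled and by 0.276 from the exchanged one. Taken as APP over control, they thus go with the labels as given. Turning the sign of the exchanged change gives the change as labelled by algebra. Taken alone, without a known reference group, the ratios therefore cannot tell the labellings apart. The age table, however, matched the change from the libraries labelled 18mo control to the induced 24-month libraries. If both tables came from the same interaction model, these libraries were its reference treatment. The ratios then have the sign that the exchanged grouping gives. Whether the tables share a model was not tested. Neither table shows whether the labels or the study's grouping is right, but App at 24 months, higher by 1.34 with induction, gives the direction that the transgene would give. A single mislabelled library is excluded by the 8 libraries on the wrong side.

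Other splits of the same libraries were used to ask which counts of genes are beyond chance. For the interaction with exchanged labels, and the averaged APP effect as labelled, the splits can carry the APP effect into the contrast. High counts in other splits there do not show that a result is chance. As labelled, 1 of 35 splits gave as many genes at 18 months, 3 of 35 at 24 months (up to 18 genes in another split), 1 of 35 for age with APP induced, 1 of 35 for age in controls and 1 of 100 for the interaction. Counts of 0 are reached by every split, 100 of 100 for the averaged APP effect (723 at an unadjusted p under 0.05), for the averaged age effect (1305) and for sex × APP (838). Sex reached as many genes in 2 of 100 splits. Lineage markers did so in 100 of 100 for the averaged effect, where their count is 0, lineage sets in 5 of 100, and lineage sets for the interaction in 1 of 100. With exchanged labels, as many genes came from 1 of 100 splits for the averaged APP effect, from 35 of 35 for age with APP induced (count 0, 685 unadjusted), from 35 of 35 for age in controls (count 0, 1346 unadjusted), from 100 of 100 for the interaction (count 0, 723 unadjusted) and from 100 of 100 for sex × APP (count 0, 351 unadjusted). Lineage markers reached as many in 1 of 100, lineage sets in 1 of 100 and lineage sets for the interaction in 6 of 100. The 2 genes of DESeq2 for age with APP induced were reached in 22 of 35 splits (median 3, up to 140), and its 3 interaction genes in 63 of 100. In controls, a split that set 3 libraries labelled APP 6 → 18mo and 1 of 24mo control against the other 3 gave 1647 genes.

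Hemispheres may hold different shares of brain regions, and marker lists were used to ask whether this could produce the lower Chat and Slc5a7 of APP 12 → 24mo libraries. Against the libraries labelled APP 6 → 18mo, the lists changed by log2 values of -0.567 for striatum, 0.366 for brainstem and motor nuclei, -0.097 for medial habenula and -1.043 for basal forebrain cholinergic neurons. All 4 APP 12 → 24mo libraries lay below all 4 labelled APP 6 → 18mo for the basal forebrain list (exact permutation p = 0.0286, the smallest that 4 libraries against 4 allow), and it is the only list past the threshold there with fry (median -1.132, adjusted p = 0.0353). The list fell by more than Chat or Slc5a7 did there, and Slc5a7 minus the list was 0.863 (exact permutation p = 0.0286). Against the libraries labelled 18mo control the 4 lists changed, in the same order, by -0.526, -0.082, -0.358 and -0.851. Against 24mo control libraries their medians over genes were -0.413, -0.711, -0.010 and -0.594. For the interaction with exchanged labels they were -0.366, -1.396, -0.166 and -0.560 (fry adjusted p = 0.708 for each). With camera, striatum (adjusted p = 9.58e-07) and basal forebrain (4.33e-06) passed against the libraries labelled APP 6 → 18mo. For the interaction with exchanged labels, camera gave 0.00335, 0.00335, 0.303 and 0.0422, so all but medial habenula passed with it. The brainstem list thus moved as far as Chat in that interaction, with 0 of its 8 genes higher. The other exact permutation p-values for these lists lay between 0.0571 and 0.914, and Chat minus each list reached at best 0.0571. With 4 libraries per group, region shares and expression cannot be told apart by these tests. With each list as covariate and exchanged labels, the DESeq2 interaction of Slc5a7 kept an adjusted p of 0.00144 for striatum, 0.0255 for brainstem, 0.0028 for habenula and 0.00461 for basal forebrain, which argues against these trends as its whole cause. For Chat the adjusted p-values were 0.0967, 0.226, 0.0177 and 0.206, so only with the habenula list did it stay past the threshold. Its interaction itself moved little, to -1.332, -1.354, -1.322 and -1.218 (standard errors from 0.285 to 0.329) against -1.387 without a list, so no list took up much of the change, while the tests leave the other 3 lists open as part of it. The basal forebrain list shares its cells with Chat and is no independent measure. Without the library of 24mo control mouse 3, the one with the fewest reads, the interaction of Slc5a7 was -1.374.

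Over the genes of Supplementary Table 1, effects were smaller at 24 than at 18 months with exchanged labels. A candidate explanation is that genes were chosen on effects that are larger at 18 months by chance. Over the 120 genes chosen by the averaged effect, which favours neither age, 93 had the larger effect at 18 months (from 63 to 106 of 120 when each library was left out and the genes chosen again). As a set, their interaction signed by the averaged effect had a median of -0.144 (fry adjusted p = 0.505 over 1 set). Of 124 genes chosen by the 18-month effect, 115 had the larger effect at 18 months (slope 0.578). Of 124 chosen by the 24-month effect, 30 did (slope 0.782), so the excess turned with the choice of genes. Selection of genes and a weaker response at 24 months cannot be told apart by these tests.

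Prnp and Ptprr changed more than App, with averaged log2 APP effects of 1.84 and 1.81 against 1.39 with exchanged labels. Reads of the transgene or its insertion site counted on these genes would make them rise with App. Over the 8 libraries taken as induced with exchanged labels, within age groups, Pearson r of Prnp with App was 0.707 (exact permutation p = 0.0868, adjusted 0.174 over 3 genes) and Spearman rho 0.690 (exact permutation p = 0.0903). For Ptprr r was 0.587, and for Gfap, chosen as a gene without transgene reads, 0.627 (exact permutation p = 0.174 and 0.135), so the relation is not particular to Prnp and Ptprr. As labelled, r of Prnp with App over the 8 induced libraries was 0.247 (exact permutation p = 0.639), and -0.443 without the 2 farthest libraries. With exchanged labels and without the 2 libraries farthest from the median, r was 0.057, so the relation rests on those libraries, and this explanation and a response of the genes to APP cannot be told apart. By p, Ptprr, Prnp and App ranked 1, 2 and 3 of all genes, and the best astrocyte or microglia marker ranked 5.

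Choroid plexus markers were higher in male than in female libraries by a log2 of 0.781 (exact permutation p = 0.00154 over 648 arrangements of the sexes within groups). The set test gave a fry adjusted p of 0.018 over 8 lists with all 7 genes higher. A share of choroid plexus that varies between libraries unrelated to sex is thus argued against, though 9 lists were examined, and dissection that differed between the sexes may remain, as does a biological effect of sex.

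Libraries of the same group and sex differed along common axes. Axis 2 of the residuals, 15.2% of their variance, had an absolute Pearson r of 0.833 with the cerebellum list (permutation p = 8e-05, adjusted 0.00144 over 18 relations), with a Spearman rho of 0.746 and an r of 0.735 without the 2 farthest libraries. This is consistent with hemispheres that hold different shares of cerebellum. On the same axis the absolute r was 0.088 for basal forebrain, 0.226 for blood, 0.24 for brainstem, 0.387 for choroid plexus, 0.512 for medial habenula, 0.6 for olfactory bulb, 0.333 for pituitary and 0.372 for striatum, with adjusted p of 0.158 or more. On axis 1, with 20.1% of the variance, the absolute r was 0.026 for cerebellum (permutation test, adjusted p = 0.926). The largest there was 0.548 for olfactory bulb (adjusted p = 0.212), so no list passed on the larger axis. All of these lists hold genes that the brain also expresses elsewhere.

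Besides Chat, Slc5a7, Slc18a3, Gfap, Trem2 and Cd68, the paper measured 23 genes by qPCR, of which 19 were tested here. As labelled, 0 passed for the averaged APP effect, with adjusted p of at least 0.933. With exchanged labels Cd14 (log2 0.90), Tlr2 (0.715) and Ccl6 (1.52) passed. The remaining 4, Ifng, Il1b, Il6 and Tnf, had means of 0.111, 9.67, 2.17 and 4.82 normalized counts, too low to be tested.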
